# Contrasting expression patterns of coding and noncoding parts of the human genome upon oxidative stress

**DOI:** 10.1038/srep09737

**Published:** 2015-05-29

**Authors:** Antonis Giannakakis, Jingxian Zhang, Piroon Jenjaroenpun, Srikanth Nama, Norliyana Zainolabidin, Mei Yee Aau, Aliaksandr A. Yarmishyn, Candida Vaz, Anna V. Ivshina, Oleg V. Grinchuk, Mathijs Voorhoeve, Leah A. Vardy, Prabha Sampath, Vladimir A. Kuznetsov, Igor V. Kurochkin, Ernesto Guccione

## Abstract

Oxidative stress (OS) is caused by an imbalance between pro- and anti-oxidant reactions leading to accumulation of reactive oxygen species within cells. We here investigate the effect of OS on the transcriptome of human fibroblasts. OS causes a rapid and transient global induction of transcription characterized by pausing of RNA polymerase II (PolII) in both directions, at specific promoters, within 30 minutes of the OS response. In contrast to protein-coding genes, which are commonly down-regulated, this novel divergent, PolII pausing-phenomenon leads to the generation of thousands of long noncoding RNAs (lncRNAs) with promoter-associated antisense lncRNAs transcripts (si-paancRNAs) representing the major group of stress-induced transcripts. OS causes transient dynamics of si-lncRNAs in nucleus and cytosol, leading to their accumulation at polysomes, in contrast to mRNAs, which get depleted from polysomes. We propose that si-lncRNAs represent a novel component of the transcriptional stress that is known to determine the outcome of immediate-early and later cellular stress responses and we provide insights on the fate of those novel mature lncRNA transcripts by showing that their association with polysomal complexes is significantly increased in OS.

A large proportion of the human genome is pervasively transcribed producing a great variation of RNA species with little (or no) protein-coding ability. RNA transcripts longer than 200 nt are classified as long non-coding RNAs (lncRNAs)^1^,^2^. Compared with protein-coding genes, lncRNAs show little evolutionary conservation in sequence and have limited coding potential, as indicated by the lack of significant open reading frames (ORFs), typical initiation codon, 3’-untranslated regions (UTRs) and termination codon^3^. Moreover, lncRNAs expression is detected at significantly lower levels and is more tissue specific. However, lncRNAs share many features of mRNAs as they are frequently transcribed by RNA polymerase II (PolII) and are generally spliced, 5′-capped, and polyadenylated^4^,^5^. The identification of lncRNAs has changed profoundly the way a gene unit may be defined, but annotation for the majority of lncRNAs is still missing^6^.

Low level of pervasive transcription mainly derives from intergenic loci and functionality of these lncRNAs, if any, still needs to be established^6^,^7^. On the contrary, pervasive transcription occurs often at promoters and enhancer regions^8^. The majority of mammalian gene promoters are able to initiate transcription at both strands, a phenomenon known as divergent transcription^9^,^10^; an event which is often linked to concordant regulation of sense/antisense pairs^11^,^12^. Divergent transcripts, in yeast and mammals, are usually suppressed by various mechanisms, including nucleosome remodeling^13^, histone deacetylation^14^, gene loop formation^15^, rapid removal by RNA degradation^16^, ^17^, ^18^, ^19^ and early transcription termination due to high frequency of polyA sites (PAS) upstream of coding genes^19^,^20^. All these mechanisms ensure promoter directionality towards the “sense” direction of protein-coding genes^21^.

LncRNAs are often classified by their location and/or position (sense or antisense) in relation to the nearest coding gene or non-coding regulatory region. Studies so far have identified a wide range of RNA transcripts antisense to protein-coding genes, transcripts associated with promoters, enhancers or repetitive regions^22^. Furthermore, lncRNAs’ functions can be exerted either *in cis* or *in trans* or both. LncRNAs are expressed in tissue-, cell- and/or developmental-specific expression patterns^23^, ^24^, ^25^ that are abrogated in various types of cancer^26^. Hence, a comprehensive understanding of cellular processes in physio/pathological conditions will be incomplete without the analysis of contribution made by lncRNAs.

Adaptation to stress is an essential cellular process. Stress signals trigger a common intracellular signaling cascade, which leads to the activation of the stress-activated protein kinases (SAPKs). The SAPK pathways are activated by various types of physiological stresses and constitute an early and transient cellular stress response (CSR) that is a critical determinant of cell fate^27^. Activated SAPKs enter the nucleus and induce the transcription of a group of genes (the immediate-early genes, IEG) which in turn signal cell cycle arrest and cellular repair or apoptosis depending on the cell typeand the intensity of the stressor^28^. Cells that survive the outcome of CSR mount a second stress-type specific pathway, called cellular homeostasis response, until conditions change or return to physiological levels^29^.

In mammalian cells, lncRNAs are induced in various types of stress, including genotoxic stress^30^, oxidative/endoplasmic reticulum and hyper-osmotic stress^31^,^32^ and are involved in the heat shock response^33^, DNA damage response^34^ and hypoxia^35^, ^36^, ^37^. In yeast, several studies have also started to shed some light on the complexity of the stress-responsive transcriptome under several conditions such as growth in different fermentable carbon sources^17^, diauxic shift^38^, in response to oxidative stress in fission yeast^39^ and upon osmostress via Hog1^40^ which is the yeast protein homologue of the SAPK p38. Nevertheless, there is no reported study to date examining, at a genome-wide level, the spatial and temporal sub-cellular re-distribution of lncRNAs at the onset of CSR in mammalian cells.

In response to OS, mammalian cells exhibit a rapid and tightly regulated signaling cascade that results mainly in the induction of the transcription of protein-coding genes involved in the regulation of the cellular redox-state^41^. Even though transcription might play a central role in the early cellular stress response, the majority of the oxidant-triggered gene expression patterns are regulated by RNA turnover and translation^42^. In this study, we characterized the impact of OS at the transcriptional and post-transcriptional level at the coding and non-coding regions of human lung and skin fibroblasts. We found that while genes known to be involved in the OS response were up-regulated (e.g. immediate-early genes), the vast majority of the protein-coding transcripts were down-regulated and translationally arrested upon H_2_O_2_ treatment. In contrast, thousands of lncRNA transcripts, pervasively transcribed from previously uncharacterized genomic loci, were transiently induced by OS and associated with polysomes. We classified and characterized the lncRNAs in these loci based on their genomic annotation and strand orientation relative to their nearest gene: distal, overlapping, terminal-associated or promoter-associated. Among these, si-paancRNAs were transcribed in antisense direction upstream to protein-coding genes and showed, in terms of percentage in their class, the biggest transcriptional up-regulation, as well as the strongest association with light and heavy polysomes, in response to OS. We demonstrate that cellular OS response is mediated by PolII, from strong (promoters) and week (distal genomic regions) bidirectional sites, enriched for specific transcription factor-binding sites (ZFP161, ZFX, MEF2A and divergent-FOS motives). The transcriptional induction of paancRNAs was reversed by removal of the stimulus (H_2_O_2_) and abolished by pre-treatment with N-acetyl-cysteine (NAC), a ROS scavenger.

## Results

### Oxidative stress-induced changes in the cellular transcriptome

To capture changes in RNA levels in response to acute and transient OS, MRC5 and BJ fibroblasts were treated with 0.2 mM H_2_O_2_ at an early (30 min) and a late (2hr) time-point. Following nuclear and cytosolic fractionation of treated as well as non-treated cells, total RNA was isolated and directional RNA-seq libraries were generated (Fig.1a). Using our computational model of *de novo* expressed gene assembly and our cut-off criteria of confident gene expression value (Reads Per Kilobase per Million (RPKM) treated/control > 1.5 fold changes with filtering by treated reads > 10 and treated RPKM > 1, see Methods for more details), we found two distinct RNA expression patterns for the coding and non-coding parts of the genome across time and in both cell lines. Apart from a subset of Refseq/Genecode protein-coding genes that were sharply up-regulated, the majority of the differential expressed genes were down-regulated both in the nucleus (Fig.1b) and the cytoplasm (Fig.S1). In contrast, non-coding genomic regions showed increased transcription activity in the nucleus of both cell lines and time-points compared to non-treated cells (Fig.1b).

Gene ontology (GO) analysis showed that the sub-set of coding genes that are transcriptionally up-regulated in the nuclear and cytosolic fractions, in both BJ and MRC5 cells at 30 min and 2 hr following OS are involved in the cellular stress response and regulation of transcription (Suppl.TableS1, TableS2), while the down-regulated genes upon OS are involved in stress adaptation (Suppl.TableS1, TableS2).

Importantly, while the RPKM levels on exons are down-regulated after 30 min and 2 hr of OS, there was a general up-regulation of reads mapping within the introns of protein-coding genes. We calculated RPKM levels of reads mapping on all introns for each protein-coding gene and plotted them against the abundance of their mRNA levels (RPKM of reads mapping on exons). We found that OS results in an up-regulation (>1.5 fold-change) of intronic RPKM levels^43^ (quadrants I, IV Fig.1c) that is pronounced after 2 hr and more prevalent in MRC5 cells.

### RNA polymerase II accumulates transiently on both sides of active promoters upon stress

Given the large changes observed in the transcriptome of both coding and non-coding parts of the genome, we decided to profile PolII occupancy of MRC5 in the same OS conditions. PolII transiently but significantly accumulates at promoters of protein-coding genes 30 min post H_2_O_2_ treatment. Interestingly, we observed accumulation of PolII at approximately 1 kb on both sides of the TSS (Fig.2a). At 30 min of OS, PolII not only accumulates at the TSS of genes with pre-loaded PolII, but is also released from the transcription start sites (TSSs) that were occupied before OS (Fig.2b). At 2 hr of OS, PolII genome-wide profiles return to the levels observed in untreated cells (Fig.2a-b). As examples, we present the up-regulated gene *BNIP3*, that exhibited a significant up-regulation of a transcript on the opposite strand and upstream of its TSS. (Figure.2c, top panel); and *FOSL2* (Fig.2c, middle panel), which is down-regulated at 2 hr upon OS. The promoter of *FOSL2* showed also a significant up-regulation of transcription on the opposite strand and direction. Additionally, the above cases exemplify the increase in the number of reads mapping within the introns of both genes in response to OS. It is important to stress that this bidirectional burst of transcription upon OS is occurring only at defined genomic loci. For example, the well-known immediately-early gene *FOS,* does not show upstream antisense transcription (Fig. 2c, lower panel). Before we could address the question of which promoters predominantly show upstream antisense direction, we had to establish which genomic loci are selectively transcribed during OS.

### Classification of stress-induced lncRNAs

We classified non-coding transcripts generated during OS by employing a two-step strategy. Firstly, we built our *de novo* assembly gene model (see Methods) for long non-coding RNA genes (lncRNAs, >200 nt in length), assigning the reads to publically annotated lncRNAs (RefSeq and Genecode,) or to unannotated ones (*de novo* assembled Cufflink transcripts) (Fig.1a). Secondly, all identified lncRNAs transcripts were grouped based on their strand location and position relative to the nearest RefSeq annotated protein-coding gene. This computational strategy resulted in the prediction of four classes of oxidative stress-induced lncRNAs (Fig.3a) as follows: (I) lncRNAs that are not in the proximity of any annotated gene (distal lncRNAs: dncRNAs), (II) lncRNAs overlapping protein-coding genes (concurrent and opposite), (III) lncRNAs associated with the transcription termination sites (TES) (concurrent and opposite) and (IV) promoter-associated lncRNAs (concurrent and opposite) (Suppl.TableS3).

In total, 21,311 lncRNAs were detected at significant levels (>10 reads, and >1RPKM) out of which 14,639 (68.7%) were up-regulated more than 1.5-fold in at least one time-point and one cell line in the nuclear fraction. Three lncRNAs groups, based one absolute transcript numbers detected showed up as the most prevalent classes. These were: dncRNAs (N = 5199, 65.1% up-regulated); antisense overlapping lncRNAs (N = 2307, 65.9% up-regulated); terminal-associated lncRNAs transcribed at the same direction as their protein-coding genes pairs (concurrent) (N = 4427, 70.7% up-regulated); and promoter-associated antisense lncRNAs (paancRNAs) (N = 5663, 75.9% up-regulated) which, interestingly, showed the highest rate of inducible transcripts expressed as percentage of their corresponding class size. This analysis revealed a strong contrast between a general up-regulation of the levels of pervasive transcription in the non-coding portion of the genome and down-regulation of the bulk of the protein-coding part in response to OS (Fig.3b).

### Distinctive length of stress-induced transcripts

As expected, we identified that the subset of coding genes commonly up-regulated in 30 min and 2 hr in both cell lines are involved in MAPK signaling (Fig.4a) and have the typical gene structure of immediate early response genes^44^: i.e. they are on average shorter (Fig.4b) and have fewer number of exons than coding genes which are down-regulated under the same conditions (Fig.4c). The coding genes down-regulated in the nucleus (which represent the majority of the differentially expressed genes) following OS, showed an enrichment for GO terms that are more relevant to homeostasis and adaptation to oxidative stress like ribosome, focal adhesion and metabolic activities (Fig.4a).

Interestingly, we found that stress-induced lncRNAs are similarly shorter in length (Fig. S2a, b, c) and the vast majority (~90%) are mono-exonic. In this respect, they resemble the structure of coding genes that are up-regulated under the same conditions. This observation suggests that a great number of stress-induced lncRNAs may belong to the same subset of genes responsible for driving the cellular stress response.

### Promoter-associated antisense lncRNAs (paancRNAs) are up-regulated upon oxidative stress

Divergent transcription of si-paancRNAs, peaking between −0.5 kb to −1.5 kb upstream and in the opposite direction of the protein-coding genes, is the predominant source of stress-induced lncRNAs (Fig.3b, Fig.5a). The median length of the previously annotated si-paancRNAs (N = 1762) is 1405 bp, while that of the de-novo-annotated si-paancRNAs (N = 3091) is 478 bp (Fig.S2a).

All these paancRNAs potentially represent mature transcripts. Both long (annotated) and intermediate-sized (de-novo annotated) si-paancRNAs are enriched for CAGE tags, which define the 5’ termini of RNA transcripts, immediately upstream of their predicted gene starts (Fig.5b). Similar analysis using publicly available Chip-Seq libraries for histone modifications and DNase I Hypersensitive sites revealed that the vast majority of si-paancRNAs are enriched for H3K4me3 (Fig.5c) and DNase I accessible sites (Fig.5d) and to a minor extent for H3K4me1 and H3K27ac, while no si-paancRNAs overlap with sites enriched for the repressive H3K27me3 mark (Fig. 5c). Similarly to what was observed genome wide, the mRNA/si-paancRNA pairs display a significantly strong accumulation of PolII at 30 min, both towards the gene bodies of the RefSeq si-paancRNAs and their protein-coding counterparts (Fig.5e-f).

Representative examples highlight the fact that PolII accumulation at 30 min (validated by ChIP-qPCR, Fig.S3a) is accompanied by a burst of transcription (Fig.5f). The same result can also be visualized by plotting the PolII stalling index/ traveling ratio (PolII present at promoter/PolII present in the gene body) in MRC5 after 30 minutes of OS (Fig.S3b).

### Si-paancRNAs promoters are enriched for specific TF binding sites

Motif analysis of a 1 kb genomic region 0.5 Kb upstream of the protein-coding gene pairs of paancRNAs (putative si-paancRNAs promoters) revealed a significant enrichment of three motifs (Fig. 6a). Overall, motif1 was detected 4410 times and on average, two times (4411/2080 promoters = 2.1) at each promoter region. Similar or greater co-occurrence frequencies were observed for motif2 (4789/2262 = 2.1) and motif3 (7953/2258 = 3.5). Strikingly, not only all the three motifs showed, individually, an increased co-occurrence frequency, but also 36.9% of the promoters of the coding pairs of si-paancRNAs analyzed (1404 of 3803 regions) were found to contain all three motifs simultaneously. Moreover, similar motives were also enriched at promoters of dncRNAs, implying that stress-induced lncRNAs (both dncRNAs and paancRNAs) are regulated by a common set of transcription factors (Fig.S4). The most significant, motif1 (29 nt) contained the binding sites of ZFP161 and a divergent FOS motif. ZFP161 is a transcription factor containing a ZiN/POZ domain. It can repress (e.g. c-myc, herpes simplex virus, thymidine kinase, β-actin) or activate (e.g. HIV-1, dopamine transporter) transcription, depending on the cell and gene context^45^. Interestingly, ZFP161 is postulated to be involved in the regulation of bi-directional transcription^46^ and we identify two putative ZFP161 binding sites, within the predicted long motif (Fig. 6a-top and Fig.S4-middle motif). One of the sites is overlapping the putative divergent binding sites of FOS, a well-known transcription factor involved in the OS response^47^.

To ensure a rigorous validation of the genome-wide computational analysis, we selected all RefSeq lncRNAs that were commonly up-regulated in both cell lines and at both time-points (30 min and 2 hr) for RT-qPCR quantification (Fig.S5a). We successfully validated all (24/24) lncRNAs tested. Fifteen (15), out of 24 lncRNAs tested belonged to what we have defined as si-paancRNAs (Fig.S5b). To understand if this genome-wide up-regulation of non-coding transcripts was due to PolII-mediated transcription or merely the result of stress-related defects in the exosome RNA degradation machinery we analyzed their transcript stability in H_2_O_2_-stressed MRC5 cells (for 30 min) in which we blocked transcription by addition of actinomycin D (ActD). Pre-treatment with ActD abolished the induction of si-paancRNAs, while it had no significant effects on their corresponding protein-coding pairs (Fig. 6b and Fig.S6a). We further examined whether transcriptional up-regulation of si-paancRNAs is dependent on the presence of reactive oxygen species (ROS). We found that pretreatment with *N*-acetyl-l-cysteine (NAC), a ROS scavenger abolished induction of si-paancRNAs (Fig. S6b).

### Distal long non-coding RNAs (dncRNAs) are up-regulated upon oxidative stress

To test whether this burst of bidirectional PolII accumulation was localized only at promoters we extended our analysis to dncRNAs. De-novo annotated dncRNAs are shorter than their RefSeq counterparts, with a median transcript size of 425 bp and 953 bp, respectively (Fig.S2b). Both annotated and de-novo assembled dncRNAs expression increases upon OS, and even at these distal sites we detect an accumulation of reads in the antisense direction (Fig.S7a). To further characterize OS-induced dncRNAs loci, we utilized publicly available datasets on DNase I hypersensitivity sites and CAGE-tags generated from BJ fibroblasts. Both annotated and de-novo assembled dncRNAs originate from DNaseI hypersensitive sites (markers of nucleosome depleted regions) (Fig.S7b). However, enrichment for CAGE tags at their TSS was weak (Fig.S7c). Next, we assessed whether nucleosomes around the TSSs of dncRNAs were enriched for H3K4me3 (a marker for active promoters), H3K4me1 (typically present at enhancers) and H3K27ac (marker for active enhancers). To our surprise, the majority of dncRNAs didn’t show detectable levels of H3K4me3, H3K4me1 and H3K27ac (Fig.S7d), while a small proportion (22.6%) were associated with H3K4me3, probably representing un-annotated promoters, and 13.8% with both H3K4me1 and H3K27ac, underscoring the presence of active enhancers. Nonetheless, we validated by qPCR the over-expression of five (5) dncRNAs (Fig.S7e) and we show that, in response to OS, PolII accumulates transiently at regions were it was already present prior to OS and frequently elongates bi-directionally (Fig. S7f, S7g-middle and lower panel), similarly to what it was observed at promoters of protein-coding genes.

### Si-paancRNAs associate with the translational machinery in oxidative stress response

An imperative for the functional analysis of lncRNAs is the high-confidence in their annotation as truly no-protein coding. The operational distinction of a transcript’s protein-coding ability relies on its ability to associate either with free ribonucleoproteins (free-RNPs) or with polysomes. By performing polysome profiling combined with RT-qPCR analysis we found that different si-paancRNAs have different transcript enrichment patterns in the translated and untranslated fraction pools (Fig. 7a). Reassuringly, when sorted based on their enrichment in the translated polysome fraction, they showed a significant correlation with the corresponding coding bias index (CBI) that was estimated for the longest predicted open reading frame (ORF) of each lncRNA (Fig.S8a). Positive CBI was observed for RefSeq si-paancRNAs with enrichment <70% in the small RNPs fractions. NEAT1 and MALAT, two well-characterized intergenic lncRNAs, were used as controls for the untranslated fraction, while GAPDH, ACTB and FOS mRNAs, for the translated fraction. Si-paancRNAs scored in the middle, showing an ability to associate with both small RNPs and with larger polysome protein complexes, with the potential to be translated into small novel polypeptides^48^. Even though si-paancRNAs show a significant localization to the nucleus, all of them could be detected at moderate levels in small, medium or high ribosomal fractions isolated from untreated cells.

Given the association of some si-paancRNAs with the polysome fractions in non-stressed conditions, we investigated whether their distribution on the ribosomal complexes would be perturbed upon stress. Remarkably, the RefSeq paancRNAs originally identified in this study showed, in bulk, an increased association with polysomes at 2 hours of OS (Fig. 7b). Interestingly, the behavior of RefSeq paancRNAs was strikingly different from the overall polysome distribution in OS, (Fig.S8b), which represents a typical translational arrest in stress conditions^49^ (see also FOS, GAPDH, ACTB mRNAs in Fig. 7b).

Having demonstrated increased association of selected si-paancRNAs with polysomes upon OS, we were interested to examine whether other si-lncRNAs behaved similarly at a global scale. We thus decided to utilize a custom microarray capable of quantifying 22,001 lncRNA transcripts (GENCODE v15 annotation). 

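The array data analysed here came from MRC5 cells, a line of human lung fibroblasts, left untreated or treated with 0.2 mM hydrogen peroxide for 2 hours. Whole-cell RNA (total RNA) and RNA from 3 pools of sucrose gradient fractions were each hybridised to a single-color (Cy3) array. The pools were untranslated (fractions 1 to 9), low (fractions 10 to 14) and high (fractions 15 to 23). This gave 8 groups of 3 arrays, 24 arrays in all, on 3 slides of 8 arrays that each held 1 array of every group. The probes comprised 44002 custom probes for 22007 lncRNA transcripts, 21995 of which had 2 probes. There were also 17535 catalog probes, which form the mRNA category. Of these, 12176 list a coding RefSeq accession, 1163 list only a non-coding one and the rest list neither. The authors deposited the scanner software's intensity for each spot, from which the software had already subtracted the background. Its log2 was quantile-normalized separately for lncRNA and mRNA probes, following the methods. The 178 probes that the software marked as an outlier on any array were left out, which left 61359.
Differences between groups were tested with limma over all 24 arrays, and a probe was called changed at a Benjamini-Hochberg adjusted p under 0.05 over both categories. A probe was tested where it was well above background on every array of at least 1 of the groups compared. The shift of a probe is the log2 difference between the high and the untranslated pool upon OS minus the same difference in control cells. A probe with a positive shift moved toward the high pool relative to the other probes of its category. On 23 of the arrays, 14.5% to 36.3% of the lncRNA probes and 43.6% to 67.8% of the mRNA probes were well above background. On replicate 3 of the low pool upon OS these shares were 93.3% and 95.4%. The number of arrays limits the precision of every value.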

The array also targeted 17,535 randomly selected mRNAs (see Methods). As the number of ribosomes per transcript indicates translational efficiency of RNA, we sought to obtain single ribosome resolution profiles (see Methods). Three pools derived from sucrose gradient fractionation were prepared for quantitative microarray analysis: untranslated (free RNPs and 80S), low-translating (two-four ribosomes), and highly-translating (>five ribosomes). 

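Of 10369 mRNA probes tested, 834 shifted toward the high pool upon OS and 833 shifted away from it (adjusted p from limma under 0.05). Normalization of each category by itself holds the category's distribution fixed on every array, so these counts describe movements relative to the other mRNA probes. By the methods, the same amount of RNA was labeled from every pool. No setting, with or without normalization, can thus show how much mRNA left the polysomes. By ratio, the counts moved most under scaling to the 75th percentile, with 8 probes toward and 6 away. Quantile normalization over all probes together gave 622 toward and 748 away, and no normalization gave 331 toward and 873 away. Replicate 3 of the low pool upon OS lies outside this comparison but shares its estimate of the spread. Without that array, in a setting chosen after seeing the data, 1732 mRNA probes shifted toward the high pool and 1495 away, and with scaling to the 75th percentile 277 toward and 932 away. With each of the 12 arrays of the comparison left out in turn, 486 to 902 probes shifted toward the pool and 610 to 821 away, with both lowest counts reached without replicate 1 of the control high pool.
The rule in the methods starts from probes with an unadjusted p under 0.1 in total RNA, 2878 of the mRNA probes. It keeps those whose OS over control ratios differ by at least 1 between any pair of pools, and counts the pool with the highest ratio. The rule kept 611 mRNA probes. The highest ratio lay in the untranslated pool for 289 probes, in the low pool for 170 and in the high pool for 152. The share with the highest ratio in a polysome pool was thus 52.7% (Wilson 95% interval 48.7% to 56.6%, which covers counting error only). It was 45.0% for the 429 kept probes with a coding RefSeq accession, and 42.0% when the category held only such probes. Both looks were chosen after seeing the data, and no redraw of labels is given for them. With control and OS labels redrawn, the median share was 55.6%, so 52.7% by itself shows a movement in neither direction. Labels were redrawn within total RNA and within each pool apart. A draw can thus keep the OS effect in some pools and reverse it in others, so draws are only a rough guide to chance. Without replicate 3 of the low pool upon OS the share was 40.7% of 691 probes, against a median of 38.7% in the redraws. It was 23.9% of 230 probes with normexp and quantile normalization, the other processing stated in the methods. Among probes with no change in total RNA the share was 18.5% of 92, and among down-regulated probes it was 31.8% of 132.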

Upon OS the majority of protein-coding transcripts moved away from the light and heavy polysome fractions. The exception consisted of a small fraction of coding mRNAs, which needs to be translated as part of the stress response (Fig. 7c). 

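The rule classed 387 of the kept mRNA probes as up-regulated at least 1.5-fold in total RNA, and 68.0% of them (Wilson 95% interval 63.2% to 72.4%) had their highest ratio in the low or the high pool. With control and OS labels redrawn, 34 of 100 draws, the real one included, reached this share. For the 262 of these probes with a coding accession, a set chosen after seeing the data, the share was 64.1%. Of 238 mRNA probes called higher in total RNA and also tested for the shift, 52 shifted toward the high pool and 12 away from it, with a median shift of 0.34 on the log2 scale. The 9546 mRNA probes with no called change in total RNA had a median shift of 0.02, with 749 toward and 748 away. The 245 mRNA probes called lower in total RNA had a median shift of -0.18, with 26 toward and 70 away.
Among probes whose 3 OS gradients all lay on one side of the 3 control gradients, which a random order gives with a probability of 0.1, the most positive estimate of the shift in the mRNA category belonged to PPP2R3B-AS1. This non-coding transcript (NR_027232) is listed in RefSeq as LINC00685. Its shift was 3.54 (standard error 0.68, adjusted p = 0.00287 from limma). It was well above background in the high pool upon OS but not in either control pool compared or in the untranslated pool upon OS, so the size of the shift is open. FAM58BP (chromosome 1, 200183583 to 200183642 in GRCh37) was well above background on all these arrays. Its shift was 3.01 (standard error 0.18, adjusted p = 5.26e-08 from limma), from a high minus untranslated difference of -2.58 ± 0.20 (SD, n = 3) in control cells to 0.43 ± 0.26 (SD, n = 3) upon OS. KIAA1683, listed in RefSeq as IQCN, rose by 5.16 in total RNA (standard error 0.19, adjusted p = 2.07e-12 from limma) but moved the other way, with a shift of -2.22 (standard error 0.26, adjusted p = 3.74e-05). It was well above background on 2 of the 3 control untranslated arrays, so the size of this shift is open. Under scaling to the 75th percentile these shifts of FAM58BP and KIAA1683 kept their direction but were not past the threshold (2.95, adjusted p = 0.0586, and -1.62, adjusted p = 0.666, from limma). The spread under that scaling includes replicate 3 of the low pool upon OS. Without that array, chosen after seeing the data, 277 mRNA probes were called toward the high pool and 932 away, against 8 and 6 with it. The lost calls may thus come from that array.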

In stark contrast, the majority of lncRNAs shifted toward the heavier polysome fractions upon OS, with si-paancRNAs showing the highest frequency in all the three fraction types (Fig.S8c), validating our initial polysome profiling (Fig. 7b). 

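By the rule in the methods, 1345 of the 5618 lncRNA probes with an unadjusted p under 0.1 in total RNA differed between pools. Their highest ratio lay in the untranslated pool for 366 probes, in the low pool for 420 and in the high pool for 559. The share with the highest ratio in a polysome pool was 72.8% (Wilson 95% interval 70.3% to 75.1%, for counting error only). With control and OS labels redrawn, 21 of 100 draws, the real one included, gave a share as high. Their median was 64.5%, so chance is not excluded for the share. Per class the share was 79.6% of 1061 up-regulated probes (reached by 12 of 100 draws), 57.5% of 40 probes with no change and 45.5% of 244 down-regulated probes. Apart from scaling on spike-in probes, chosen after seeing the data, the share moved most with normexp background correction followed by quantile normalization, which kept 133 lncRNA probes and gave 51.9%. It was 87.6% after scaling to the 75th percentile and 91.8% without normalization.

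**Figure D1:**
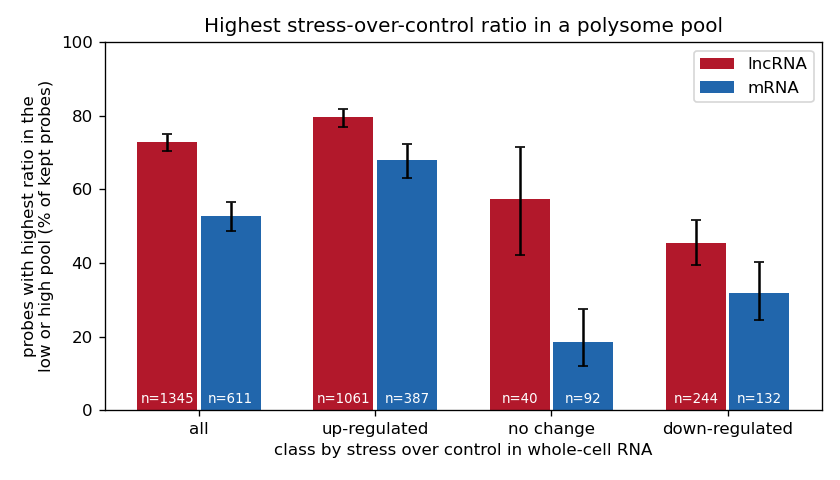
Share of probes kept by the rule in the methods whose highest OS over control ratio lay in the low or the high pool (y axis, percent), by class in total RNA (x axis) and category (colors). Bars are percentages with Wilson 95% intervals, for counting error only, and n is the number of kept probes. The lncRNA bars are 72.8% for all probes and 79.6% for up-regulated probes.

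In the test of the shift, 204 of 9907 lncRNA probes moved toward the high pool and 153 away from it (adjusted p from limma under 0.05). At an unadjusted p under 0.05 these counts were 636 and 496. Without replicate 3 of the low pool upon OS, 889 moved toward the pool and 620 away. Leaving out each array of the comparison in turn gave 110 to 248 probes toward the pool and 98 to 172 away. The count toward the pool was lowest without replicate 3 of the high pool upon OS, and the count away was lowest without replicate 2 of that pool. Without replicate 1 of the control untranslated pool, 129 probes moved toward the high pool and 172 away. The low pool in place of the high pool gave 33 probes toward and 104 away. Scaling to the 75th percentile gave 12 and 18. Without replicate 3 of the low pool upon OS, chosen after seeing the data, the low pool gave 127 and 228. The scaling then gave 339 and 318.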

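On the arrays, the NR_036539 probe (LOC644656 in the array design, ZNF143-AS1 in RefSeq, chromosome 11, 9481121 to 9481180 in GRCh37) rose 4.15-fold in total RNA upon OS. Its log2 signal was 8.92 ± 0.26 (SD, n = 3) upon OS and 6.87 ± 0.13 (SD, n = 3) in control cells (adjusted p = 8.27e-05 from limma). Its shift toward the high pool was 1.81 (standard error 0.41, adjusted p = 0.00793 from limma). The probe was well above background in all 3 pools upon OS but in none of the control pools, so the size of the shift is open. With normexp and quantile normalization the shift was 0.47 and not past the threshold (adjusted p = 0.407). Under scaling to the 75th percentile it was 2.53 and also not past the threshold (adjusted p = 0.0744 from limma). The spread under that scaling includes replicate 3 of the low pool upon OS, so this lost call may come from that array.
The array holds 4 probes for ATF3. The 3 probes A_24_P33895, A_23_P34915 and A_33_P3214105 rose by 4.79, 4.83 and 4.70 on the log2 scale in total RNA. Their shifts toward the high pool were 1.37, 2.78 and 2.27, with adjusted p of 0.014, 3.13e-05 and 0.000505 from limma. The remaining probe, A_33_P3214096, was not called in total RNA (0.66, adjusted p = 0.308) or in the shift (-0.06, adjusted p = 0.969). With a block for the slide its change in total RNA was called (adjusted p = 0.0339). Scaling to the 75th percentile left the shifts of the 3 changed probes positive but not past the threshold, and quantile normalization over all probes did so for A_24_P33895 (1.07, adjusted p = 0.0525 from limma). The spread under the scaling again includes replicate 3 of the low pool upon OS. Without normalization the shift of A_23_P34915 was 1.23 and not past the threshold (adjusted p = 0.051 from limma).
GAPDH was read from its control spots, 10 for each of 2 probes, placed on the scale of the mRNA probes by their rank on each array. A gradient here joins the high and the untranslated array of the same replicate number, which sets the SD and the exact p but not the mean of a difference. The arrays of an OS gradient shared a slide, while those of a control gradient did not. The SDs of control and OS gradients are thus not like for like. The high minus untranslated difference of Human-GAPDH_3 was 2.32 ± 0.22 (SD, n = 3) in control gradients and 1.07 ± 0.37 (SD, n = 3) upon OS. For Human-GAPDH_5 it was 2.97 ± 0.34 (SD, n = 3) and 1.07 ± 0.47 (SD, n = 3). The shifts were thus -1.25 and -1.90, each larger than the spread between gradients (exact two-sided permutation test, p = 0.1, the smallest that 3 gradients against 3 allow). Both were negative under each of the other normalizations tried. In total RNA these probes changed by 0.04 and 0.10 on the log2 scale.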

The microarray results were confirmed, for representative transcripts, by qRT-PCR (Fig. S8d).

These results revealed contrasting response of mRNAs and lncRNAs in terms of their association with the translational machinery upon OS.

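The categories were compared directly as the median high minus untranslated log2 difference of the lncRNA probes less that of the mRNA probes in each gradient, after quantile normalization over all probes together. This used the 9907 lncRNA and 10369 mRNA probes tested for the shift. The arrays of a gradient shared a slide upon OS but not in control cells, so the SDs are not like for like. The value was -1.53 ± 0.05 (SD, n = 3) upon OS and -1.62 ± 0.11 (SD, n = 3) in control gradients. The difference of 0.10 toward the high pool for lncRNAs was not larger than the spread between gradients by an exact two-sided permutation test (p = 0.2, with 0.1 the smallest p that 3 against 3 allow). The median of the lncRNA probes rose by 0.07 upon OS and that of the mRNA probes changed by -0.03. With each array left out in turn the difference was 0.02 to 0.18, with the lowest value without replicate 3 of the control high pool. Without replicate 1 of the control untranslated pool it was 0.18 and without replicate 1 of the control high pool 0.14, each with the smallest exact p of 0.1. For the low pool in place of the high pool the difference was 0.01 with all arrays. Without replicate 3 of the low pool upon OS, chosen after seeing the data, it was 0.20, also with an exact p of 0.1. For the high pool the difference reversed to -0.01 after normalization of each category by itself, which centers each category on every array.

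**Figure D2:**
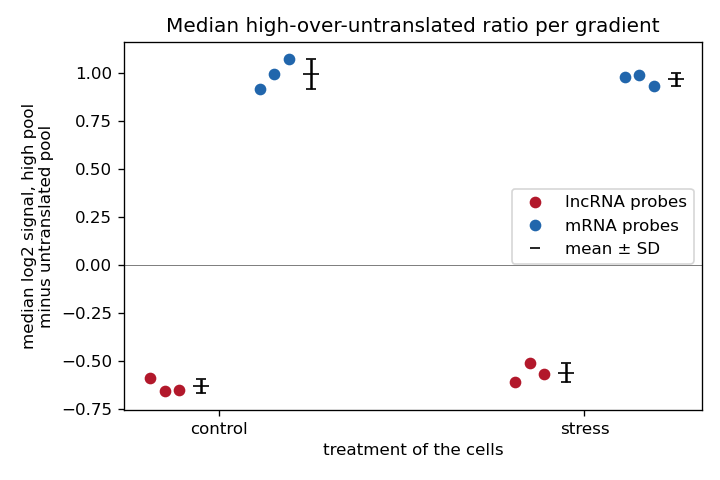
Median log2 signal in the high pool minus the untranslated pool (y axis) over lncRNA and mRNA probes (colors) in the 3 control and 3 OS gradients (x axis). Points are gradients and black marks are means with SD. The lncRNA medians lie below 0 and the mRNA medians above 0 in all 6 gradients.

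By the rule in the methods, the share of up-regulated probes with their highest ratio in a polysome pool was 11.7 percentage points higher for lncRNAs than for mRNAs (95% interval by Newcombe's method 6.56 to 17.0, for counting error only). With no minimum difference between ratios it was 2.17 points (-1.02 to 5.47), and with signed fold-changes 4.39. Without replicate 3 of the low pool upon OS it was 17.6 points. With coding RefSeq accessions only, chosen after seeing the data, it was 17.8 points. With control and OS labels redrawn, 28 of 100 draws, the real one included, reached 11.7 points. Over the 3 classes together the share was 20.1 points higher for lncRNAs, which 5 of 100 draws reached. Up-regulated probes had the highest share in both categories and made up a larger part of the kept lncRNA probes. The mix of classes may thus account for part of the 20.1 points. Chance is not excluded for either difference. From the opposite movements of lncRNAs and mRNAs between the pools, the paper concludes that the 2 kinds of transcript respond in contrasting ways in their association with the translational machinery.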

## Discussion

Several studies in yeast have reported that the environmental core stress response is a two-step process that involves first an acute and transient burst in the transcript levels and a subsequent down-regulation of the protein levels before cells acclimate^50^, ^51^, ^52^. In mammalian cells, the core stress response seems to include only a small set of mRNA genes, which is enriched for regulatory functions (e.g. immediate-early genes). In the current study, we show that, similarly to yeast, lncRNAs show contrasting expression patterns compared to mRNAs in normal fibroblast cells exposed to acute OS and that indeed the core stress pathway in human cells triggers a far greater transcriptional response than previously anticipated. the response to oxidative stress of mammalian cells is a rapid and global induction of transcription characterized by a sharp pausing of polII in both directions (sense/antisense) within 30 minutes post OS response. This novel bidirectional transient pausing-phenomenon is likely causing post-transcriptional processing defects that lead to the down-regulation of the mRNA levels of most coding genes , except of genes involved in the stress core response that are structurally shorter in length and have significantly less number of exons. Among the identified si-lncRNAs, we show that paancRNAs and to a smaller extent, dncRNAs represent capped and poly-adenylated transcripts originating from open chromatin regions. Terminal-associated si-lncRNAs, in the same direction of their coding partner, might be generated due to processing defects related to transcriptional termination, since we were not able to map any significant polII peaks at their annotated TSSs.

Additionally, we show that OS promotes the transcription of si-paancRNAs, but not of their protein-coding partners, which are longer and require additional signals for productive elongation. Si-paancRNAs possess typical features of mRNAs and upon OS, they are induced and enriched to sub-polysomal and polysomal fractions, suggesting that they are indeed passing quality control, while escaping nuclear degradation, representing a potential depository of RNA transcripts that have gone one step further on the path to function. The functional significance of stress-induced lncRNAs will need to be further elucidated and at least three possible roles for these transcripts come to mind: (**1**) to participate in *de novo* gene origin; (**2**) to be involved in the core environmental stress response of cells by recruiting transcription factors or RNA-biding proteins involved in the DNA damage response (DDR) or heterochromatin formation (**3**) to associate with ribosomal proteins forming stress-specific RNPs as part of the protection/adaptation to OS.

### Oxidative stress may drive de-novo gene origin

Protein-coding gene bodies are characterized by a low presence of A-rich (AAUAAA or similar) poly(A) signal (PAS) motives^53^, and a high presence of G/T rich U1 snRNP-binding sites, which allow the recognition of the 5’-donor splicing site. This strong U1-PAS axis promotes the expression of full-length mRNAs by blocking premature termination, cleavage and polyadenylation^20^. Based on a recent model of gene creation proposed by Wu and Sharp, the act of antisense transcription, which is widespread in germ cells^21^ strengthens the U1-PAS axis in the upstream antisense region (si-paancRNAs) or distally at regulatory regions (dncRNAs). A recent study demonstrates that ROS are essential for spermatogonia proliferation and self-renewal^54^, raising the intriguing possibility that ROS might also be propelling de novo gene origin in the germ line.

### Stress-induced lncRNAs are integral part of the core transcriptional response to environmental stress

It is well documented that the cellular response to stress is a highly conserved pathway that involves the transcriptional induction of a common set of immediate early genes regardless of the stress type. In accordance with a previous study^44^ we observed that protein-coding genes up-regulated by OS and enriched for the MAPK signaling stress response are shorter in gene length and have less number of exons, compared to genes that are down-regulated and enriched with biological processes involved in the adaptation to stress. We report that si-paancRNAs and dncRNAs are akin to typical immediate early genes, as they share similar genomic features of immediate-early genes that facilitate rapid induction. Thus, si-paancRNAs and dncRNAs (together with immediate-early genes) might orchestrate the early stress core response by targeting transcriptional activators or repressors to specific promoters.

Stress-induced paancRNAs originate from promoter regions that are enriched for long motifs that include putative binding sites for FOS, ZFP161, MEF2A and ZFX. FOS belongs to a group of immediate early genes that are rapidly and transiently activated upon a variety of environmental stress conditions. In our experiments, FOS mRNA levels were induced more than 20-fold within 30 min of fibroblasts treatment with H_2_O_2_. However, ZFP161, MEF2A and ZFX did not show up-regulated transcript levels. The activity of transcription factors may be regulated by nuclear localization, post-translational modifications etc. MEF2A is a substrate for ERK5^55^ and p38^56^, both of which are rapidly activated by H_2_O_2_ in a variety of human cells. Interestingly, activation of these MAPK kinases is also found to markedly increase the transactivation activity and mRNA half-life of FOS^57^,^58^ raising the possibility of a coordinated regulation of FOS and MEF2A. Additionally, MEF2A was shown to be involved in the up-regulation of KLF2, a transcriptional regulator of detoxifying enzymes, to regulate ROS levels in cells^59^. Remarkably, all three motifs identified at si-paancRNA promoters were frequently found in several copies, and showed increased co-occurrence frequency; potentially implying that activation of paancRNA genes requires the cooperative action of several different transcription factors. This peculiar promoter structure might be essential to ensure a rapid and strong induction of paancRNAs transcription upon OS. The presence of the binding site for ZFP161 might strengthen the bidirectional nature of these promoters since ZFP161 was demonstrated to be involved in bi-directional control of gene expression^46^.

The fact that si-paancRNAs are transcribed from the promoters of genes involved in the oxidative stress response makes this co-regulation likely to be functional. Indeed promoters of both si-paancRNAs and dncRNAs, themselves contain a divergent binding motif for FOS (GTGAGCCA as opposed to the canonical GTGAxTCA), one of the most well characterized immediate-early genes. Follow up experiments will be necessary to address the functionality of these binding sites. FOS is highly expressed in different cancers and is a prognostic marker for cancer progression. Therefore high expression levels of si-paancRNAs and dncRNAs are expected in various cancer cells. Cellular response to OS thus might offer a valuable model to uncover lncRNAs functionally implicated in carcinogenesis.

### Si-lncRNAs associate with the translational machinery and may facilitate cellular adaptation to stress

The adaptation of mammalian cells to OS involves global translational arrest. While the majority of mRNAs shifted upon OS to a lighter, non-translating fraction, lncRNAs displayed strikingly opposite behavior. The majority of stress-induced lncRNAs, especially of si-paancRNAs, accumulated on polysomes. The biological relevance of stress-induced redistribution of lncRNAs to the translational machinery is unclear. We could envision multiple ways in which association of lncRNAs with polysomes may contribute to integrated stress response. Si-lncRNAs may increase the translation of a subset of mRNAs upon stress. Although there is global translational arrest following oxidative stress, a defined group of mRNAs is highly translated and this maybe facilitated by chaperons that favor translation of stress-specific RNP complexes. Recent data show that some lncRNAs could enhance the translation of specific protein-coding transcripts through sequence-specific pairing^60^. Furthermore, the cap-dependent 5’-terminal initiation is used commonly in eukaryotic mRNA translation and it involves a tightly controlled multi-protein mRNA cap-bound eIF4F complex^61^. The eIF4F complexes are present in a limited amount and in this situation cytoplasmic mRNAs compete for their binding. It is plausible that lncRNAs massively induced by OS effectively compete with cellular mRNAs for binding to the eIF4F complexes and in this way facilitate their movement away from polysomes resulting in translational repression. This might be especially true for si-paancRNAs that are likely capped as their predicted TSSs are enriched for CAGE tags. We cannot, however, exclude the very attractive hypothesis that polysome-bound lncRNAs are translated and, thus, have protein coding potential. Recent large-scale mass-spectrometry experiments involving various human tissues and cell lines revealed 430 high-quality peptides from 404 lncRNAs^62^. These peptides may be a result of spurious translation of lncRNAs and their biological significance is not clear at present. However, at least some polypeptides encoded by lncRNAs are functional. For example, human transcript AK092578, annotated as lncRNA, is translated to produce a secreted peptide hormone of 32 amino acids essential for heart development^63^. Our future studies will be focused on testing whether stress-induced redistribution of si-lncRNAs to polysomes results in production of translated products and on possible role of the produced polypeptides in providing increased tolerance to oxidative stress.

## Methods

### Cell culture

MRC5 and BJ fibroblasts were cultured in 5% CO_2_ atmosphere, at 37 °C in DMEM medium supplemented with 10% fetal bovine serum (FBS) and penicillin/streptomycin. The BJ cells used in this study were semi-immortalized by stably expressing hTERT and SV40 small T. Both cell lines were seeded at sub-confluent numbers (80–90%) and treated the next day for 30 min or 2 hr with 0.2 mM H_2_O_2_.

### Cellular Fractionation

For the preparation of nuclear and cytosolic fractions, a modified version of the Dignam protocol^64^ was used. Briefly, 10^7^ cells were collected by scrapping/centrifugation and washed twice in ice cold PBS. Cell pellets were re-suspended into 250 μl of ice-cold Homogenization Buffer (100 μM Tris-Cl pH 7.5, 15 mM NaCl, 60 mM KCl, 7.35 ml 150 mM sucrose, 0.05% NP-40, 1 mM DTT, 10 mM Vanadylribonucleoside complex (VRC, New England Biolabs) and proteinase inhibitors). One fifth of the cell lysate (50 μl) was transferred to a new tube and used to isolate total RNA from whole cell extracts while the remaining was stratified onto an equal-volume of sucrose pad (100 μM Tris-Cl pH 7.5, 15 mM NaCl, 60 mM KCl, 300 mM sucrose, 1 mM DTT, 10 mM VRC, proteinase inhibitors). Nuclear and cytosolic fractions were separated by centrifugation at 900 rpm for 10 min at 4 **°**C (program without brake). Each supernatant (cytosolic fraction) was transferred to a new tube while nuclei pellet were re-suspended in 250 μl of Wash Buffer (100 μM Tris-Cl pH 7.5, 15 mM NaCl, 60 mM KCl, 1 mM DTT, 10 mM VRC, proteinase inhibitors) followed by centrifugation at 14,000 rpm at 4 **°**C for 30 min to get rid of cytoplasmic residue. One ml of TRIzol was added directly to whole cell extracts, nuclei pellet and cytosolic fractions.

### Total RNA Isolation

Total RNA was isolated from 1–1.5 × 10^6^ cultured cells with TRIzol reagent (Invitrogen). For RNA-seq the aqueous phase containing total RNA from whole cell extracts, nuclei and cytosol was purified using a modified protocol of the Purelink RNA mini kit (Life technologies). RNA samples from three biological replicates for each timepoint and fraction were combined in equimolar amounts and 5 μg of these RNA samples were then treated twice with Ribominus RNA removal kit (Life Technologies) and was concentrated using the Ribominus concentration module (Life Technologies). RNA quality and efficiency of rRNA removal were checked with the Agilent 2100 Bioanalyser (Agilent Technologies). Libraries for RNA-Seq were then prepared using the SOLiD platform (v3.5 and 4) following manufacturer instructions (Applied Biosystems).

### Chromatin Immunoprecipitation (ChIP)

ChIP protocol and quantification was performed as previously described^65^. In brief, 3.5 × 10^7^ fixed cells were sonicated in 3 ml of SDS buffer. The lysate was diluted with 3 ml of Triton Dilution Buffer (100 mM Tris at pH 8.6, 100 mM NaCl, 5 mM EDTA, 5% Triton X-100). Immunoprecipitates were from 6 mL of dilutes lysate, with either 2 μgof polyclonal antibodies specific for total PolII (Santa Cruz, SC899) or 500 μL of blocked protein A or protein G beads (50% slurry protein A or protein G-Sepharose; Amersham). For analysis of H3K4 mono-methylation and H3K27 acetylation, we used antibodies against H3K4me1 (Abcam, ab8895) and H3K27ac (Abcam, ab4729), correspondingly. PCR was performed with 4 μL of DNA and 800 nM primers diluted in a final volume of 20 μL in SYBRGreen Reaction Mix (Perkin Elmer). Accumulation of fluorescent products was monitored by real-time PCR using a Gene-Amp 5700 Sequence Detector (Perkin Elmer). Primers for ChIP analysis are indicated in **Suppl.Table S4** (sheet 2).

### Bioinformatics and Statistics

The sequenced reads were mapped to hg19 build of the human genome from University of California Santa Cruz (UCSC) genome browser database (http://genome.ucsc.edu), using TopHat version 1.1.4 with the aligner Bowtie 0.12.7 (http://ccb.jhu.edu/software/tophat and (http://bowtie-bio.sourceforge.net)) with their default parameters except –m 1 and –segment-mismatches 2. The mapped reads were further manipulated by removing the reads that mapped to multiple locations (-q 0) using SAMtools. To create *de novo* transcriptome assembly from our RNA-Seq data sets, we used the default parameters on the Cufflinks assembler (2.0.2), which removes assembled transfrags with very low estimated abundance relative to other isoforms of the same gene. More details on these parameters can be found at the Cufflinks website (http://bio.math.berkeley.edu/cufflinks). To build our own gene model for the all the non-coding transcripts discovered we used gene assemblies from RefSeq and GENCODE (v14.0) and a long RNA-Seq transcriptome annotation of fibroblast cell-lines (BJ) provided by ENCODE Cold Spring Harbor Labs (GEO: GSE30567). Assemblies from all samples were merged using Cuffmerge and annotated as de-novo. Each transcript was labeled as RefSeq, GENCODE, ENCODE or de-novo.

Assembled Transcripts (>200 nt) from all the above annotation models (including de-novo) were grouped based on overlapping of exonic loci of gene locus on the same strand as a gene locus. RNA transcript levels were expressed as reads per kilo base per million mapped reads (RPKMs) using the Partek Genomics Suite software (Partek Inc., St.Lous, MO) and Expectation-Maximization (E/M) Algorithm (built-in Partek algorithm) was used to estimates the most likely relative RPKM levels of each assembled transcripts for a given gene locus. We then selected a representative RNA transcript for a given gene locus using as criteria their corresponding RPKM values (i.e. the transcript with the highest RPKM in any experimental condition). The selected representative transcripts were then used to re-estimate reads count and RPKM again for each transcripts and condition.

To classify stress induced non-coding transcripts, all representative non-coding transcripts were grouped based on their location to the nearest RefSeq gene (either coding or non-coding) to generate all combinations of non-coding/RefSeq gene pair.(as shown in Table 1). Finally, to generate average profiles, Average Read count Per Million mapped reads (RPM) of selected regions was calculated using ngs.plot (v2.08) (https://code.google.com/p/ngsplot/)^66^. Gene Ontology (GO) and Functional annotation (FA) analyses were performed using the DAVID bioinformatics software^67^.

### Data sets

The data in the study has been deposited into NCBI GEO under record IDs GSE55172 and GSE63112.

BJ DNaseI Hypersensitivity from ENCODE/University of Washington (GEO ID: GSM736518)^68^,^69^. BJ_H3K4me3,BJ_H3K27me3 and BJ_H3K36me3histone modifications by ChIP-seq from ENCODE/University of Washington (GEO ID:GSE35583)^68^. PolyA + CAGE RNA subcellular localization from ENCODE/RIKEN (GEO ID: GSE34448)^1^.

### *De-novo* Motif Discovery

Motif discovery was performed on −0.5 kb to −1.5 kb promoter regions upstream of the TSS of the protein-coding gene pairs of all si-paancRNAs where there was the peak of their transcriptional induction. In addition, sequences −0.5 kb to 0.5 kb around the TSS of distal lncRNAs were used to determine the enriched motifs. The enriched motifs were identified using Multiple Em For Motif Elicitations (MEME) software suite (http://meme.nbcr.net/meme/cgi-bin/meme-chip.cgi) with default settings. Reported motifs were ranked according to E-value significance, which is the estimated probability of the expected number of motifs with the given log-likelihood ratio compared to a random set of sequences of similar size and sequence width.

### Traveling Ratio

Traveling Ratio (TR) that compares the ratio between PolII density in the promoter and in the gene region was defined in previous study^70^. We defined the promoter region from −30 to +300 relative to the TSS and the gene body as the remaining length of the gene. TR values were calculated for all protein-coding partners of paancRNAs and only the annotated paancRNAs with minimum length of 600 bp.

### Reverse Transcription and quantitativePCR (RT-qPCR)

After treatment with RNase-free DNase I (Invitrogen), total RNA was reverse-transcribed, using Superscript II First-Strand Synthesis Kit for RT-PCR (Invitrogen) under the conditions defined by the supplier. cDNA was quantified by real-time PCR on the ABI Prism 7900 Sequence Detection System (Applied Biosystems) using SYBR Green PCR Supermix from Invitrogen. Each sample was run in duplicate and each PCR experiment included two non-template control wells. Expressions were normalized to β-actin (ACTB) or glyceraldehyde-3-phosphate dehydrogenase (GAPDH). Primers used for qPCR analysis are indicated in **Suppl.Table S4** (sheet 1).

### Polysome Fractionation

Polysome fractionation was carried as described earlier^71^. Briefly, cells were incubated with 150 μg/ml of cycloheximide (Sigma-Aldrich) for 15 min prior to harvesting. Approximately 1 × 10^7^ cells were lysed in 500 μl of lysis buffer [5 mM Tris-HCl, 2.5 mM MgCl_2_, 1.5 mM KCl, 0.5% Triton X, 0.5% Sodium deoxycholate, 2 mM DTT, 40 U/μl of RNasin (Fermentas) and 1 mM DTT]. Then cell lysates were subjected to centrifugation for 3 min at 14,000 rpm at 4 °C to obtain clarified lysate. Absorbance at 260 nm was measured and 16-optical density (A260) units of the lysate in 300 μl lysis buffer were layered onto 4-ml 5-45% linear sucrose gradients made in a 20 mM HEPES buffer, containing 100 mM KCl, 5 mM MgCl2, 0.5mg/ml heparin, 100 μg/ml cycloheximide. Centrifugation was carried out at 130,000 x g in a SW40-Ti swinging bucket rotor (Beckman) for 1.5 hrs at 4 °C. Eight fractions were collected and used for RNA isolation. Polysome profiles were monitored at 254 nm using an ISCO UA-6 UV detector. The assignment of OD254 peaks corresponding to the 40S and 60S subunits and to intact ribosomes was confirmed with the Agilent 2100 Bioanalyzer. The positions of higher ribosomal oligomers were estimated by extrapolation of a curve fit to these points. Each fraction was adjusted to 0.5% SDS, and the 8 fractions were combined to form four pools. Fractions 1-4 and 5-8 were combined as pools 1 (Untranslated) and 2 (Translated), respectively (Fig. 6d). RNA isolated from each pool was used for further analysis. In parallel, total RNA was also isolated from unfractionated lysates for transcriptional analysis.

RNA Isolation from Polysome Fractions: Polysomal fractions were spiked with bacterial spike-in (Affymetrix) prior to precipitation, which served as isolation controls. RNA was precipitated at −70 ^0^C with 2.5 vol of 100% ethanol and 1/10th vol of 10 mM LiCl. RNA was extracted from precipitated fractions using Qiagen RNeasy mini-columns.

For microarray analysis of polysome fractions MRC5 cell lysates were prepared as described above. The lysates were fractionated by centrifugation in 15-50% linear sucrose gradients at 36,000 g in SW41-Ti rotor (Beckman) for two hours at 8 ^0^C. Twenty-three fractions were collected using Piston Gradient Fractionator (Biocomp) and RNA was isolated from the fractions using phenol chloroform extraction. Briefly, RNA was extracted two times in equal volume of 25:24:1 phenol:chloroform:isoamyl alcohol followed by extraction in an equal volume of 49:1 chloroform:isoamyl alcohol. RNA was precipitated at −80 °C with 2.5 volumes of 100% ethanol and 1/10 th volume of sodium acetate (3M), pH5.2.

### Custom microarray

Custom microarray was designed based on Agilent platform, format 8 × 60 K (Design ID 047718). The probes were designed against Gencode v15 database. Two probes targeted each of 22,001 lncRNA transcripts and 17,535 randomly selected protein coding targets. Samples from 23 polysome fractions were divided into 3 pools: untranslated (fractions 1-9,representing free RNPs and 80S ribosomes); low-translated (fractions 10-14, representing 2-4 ribosomes) and highly-translated (fractions 15-23 representing 5 and more ribosomes). The procedure was carried out three times, each with an independent RNA preparation and each analyzed with 3 microarrays, both in control and OS condition (2 hours) together with whole-cell RNA for each condition. In brief, 100 ng of total RNA from whole cell extracts and polysome fractions was labeled using LowInputQuick Amp Labeling kit (Agilent 5190-2305) following manufacturer instructions. Briefly, mRNA was reverse transcribed in the presence of T7-oligo-dT primer to produce cDNA. cDNA was then *in vitro* transcribed with T7 RNA polymerase in the presence of Cy3-CTP to produce labeled cRNA. The labeled cRNA was hybridized to the Agilent SurePrint G3 gene expression 8 × 60 K microarray according to the manufacturer’s protocol. The arrays were washed, and scanned on an Agilent G2565CA microarray scanner at 100% PMT and 3μm resolution. Intensity data was extracted using the Feature Extraction software (Agilent). Raw data was taken from the Feature Extraction output files and was corrected for background noise using the normexp method^72^. To assure comparability across samples we used quantile normalization. All statistical analyses were performed with the Bioconductor project (http://www.bioconductor.org/) in the R statistical environment (http://cran.r-project.org/)^73^.

The 24 Agilent features extraction results text files of both, stress and control in triplicates (as mentioned in the Sample section) were imported into Partek Genomics Suite. The gProcessed Signal parameter was imported into the Partek probe intensity spreadsheet and the data was further log2 transformed. The imported probe intensity log2 transformed data was separated into two categories: Coding and Non-coding. For both of these categories the following steps were done separately: 1) Normalization and Quality Control; the data was subjected to quantile normalization and quality control check by hierarchical clustering^74^. The anomalous replicates that failed to cluster with the other replicates were removed and quantile normalization was redone on the remaining samples. 2) Computation of Differential Expression; an Analysis of variance (ANOVA) containing contrasts for Stress versus Control for the whole-cell (Total) RNA, None, Low and High fractions was performed to obtain the ratios and fold change of Stress over Control for the Total and the Fractionated RNA as follows: RT = ST vs CT, RN = SN vs CN, RL = SL vs CL and RH = SH vs CH(R = Ratio, S = Stress, C = Control, T = Total, N = None, L = Low fraction and H = High fraction). 3) Detection of Transcriptional Regulation; to obtain the transcriptionally regulated probes, the list of significant probes satisfying the p-value criteria (p-value < 0.1) for Stress versus Control samples in Total RNA was classified into three groups using a fold change cut-off of 1.5:Transcriptionally High (> = 1.5), Transcriptionally Low (= < −1.5) and Transcriptionally No change (>−1.5 and <1.5). 4) Detection of Translational Regulation; for each of the significant probes in the three transcriptionally classified groups, the ratios of Stress over Control for the Fractionated RNA (None, Low, High) were compared and the absolute difference was calculated as follows:D1 = abs(RN-RL), D2 = abs(RL-RH), D3 = abs(RN-RH). If any of these absolute differences were greater than 1 (D1 > = 1 or D2 > = 1 or D3 > = 1), it was considered to be showing a shift in translation or in other words being translationally regulated. The ratio of Stress over Control for the fractionated RNA (RN/RL/RH) of these translationally regulated probes were compared to obtain the one having the highest value. A count of the highest ratio was kept to determine the trend for each transcriptionally classified group and finally for the Coding and Non-Coding categories on the whole.

## Additional Information

**How to cite this article**: Giannakakis, A. *et al.* Contrasting expression patterns of coding and noncoding parts of the human genome upon oxidative stress. *Sci. Rep.* **5**, 9737; doi: 10.1038/srep09737 (2015).

## Supplementary Material

Supporting Information

Supporting Information

Supporting Information

Supporting Information

Supporting Information

## Figures and Tables

**Figure 1:**
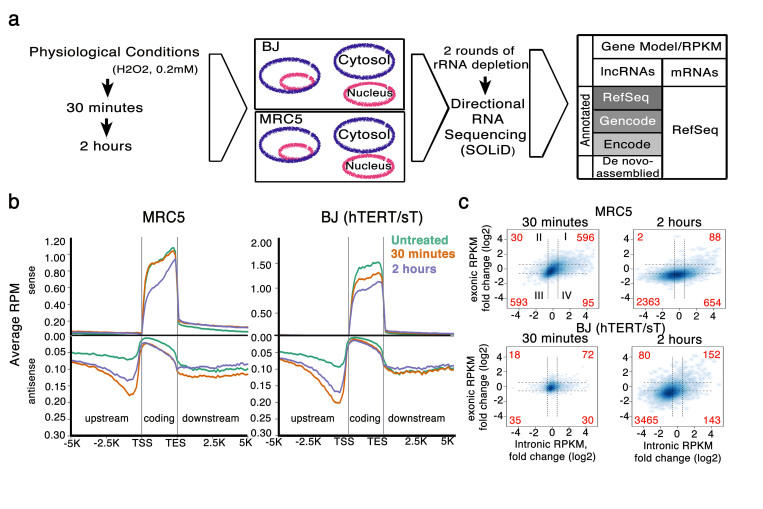
Analysis of the genomic response of fibroblast cell lines to oxidative stress (**a**) Methodology and RNA-seq pipeline (**b**) Distribution of the nuclear reads inside protein-coding genes, as well as in all strands upstream of their TSS (Transcription Start Sites) and downstream of their TTS (Transcription Termination Sites), in MRC5 and BJ cells that were either untreated, or treated with 0.2 mM H_2_O_2_.for 30 min or 2 hrs. Stress-induced antisense transcription upstream of protein-coding genes showed a significant peak both in height (read density) and length (transcript size) (**c**) Relationship between changes in the reads per kilobase per million (RPKM) values of all introns of a given gene and in the corresponding mRNA expression levels (exonic RPKM) at 30 min/2hrs of OS in MRC5 and BJ cells. Number of genes that were altered (>1.5-fold change) in intronic and/or exonic RPKM values are shown in red.

**Figure 2:**
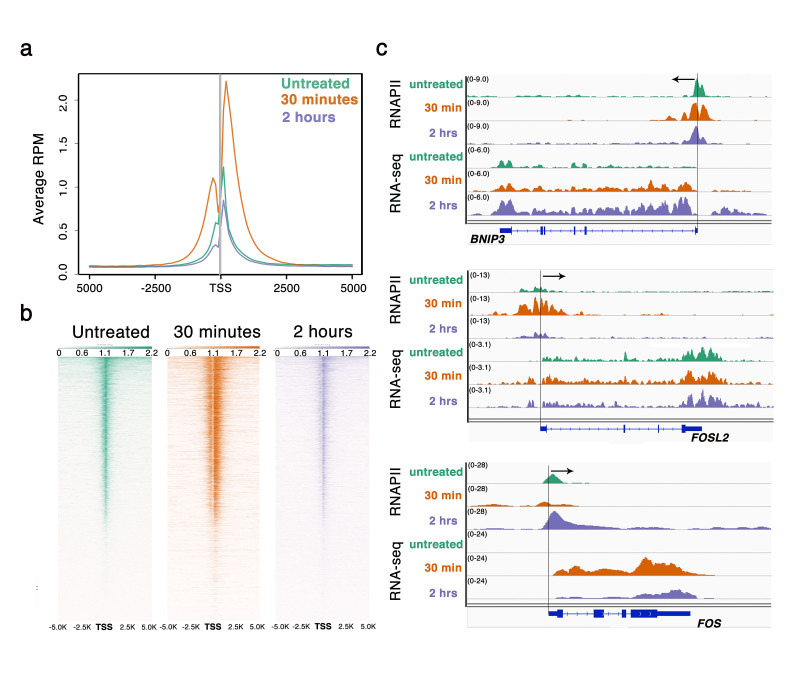
Chip-Seq binding distribution of RNA polymerase II in oxidative stress (**a**) Spatial distribution and (**b**) Heatmap representation of the distance of PolII binding around the TSS of all protein-coding genes in MRC5 cells treated with H_2_O_2_ (0.2 mM) for 30 min or 2 hrs, compared to untreated cells (**c**) Examples of PolII binding and RNA-seq read-distribution at loci of protein-coding genes.

**Figure 3:**
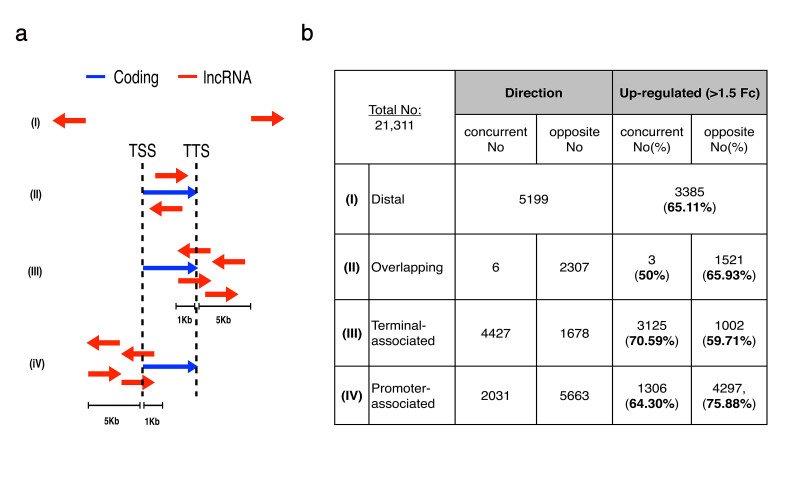
LncRNA classes identified in oxidative stress. (**a**) Cartoon representation of the distance and location of each lncRNA class in relationship to the nearest coding gene. The lncRNA transcripts (in red) could be in distal regions 5 kb away of any coding gene (in blue), overlap completely with coding genes in both directions (sense/antisense), located downstream (1 kb < TTS < 5 kb) or upstream (5 kb < TSS < 1 kb) in both strands (concurrent/opposite) in relation to the nearest coding gene (**b**) Table depicting the number of concurrent and opposite lncRNAs identified in each class and the percentage that was found to be up-regulated in either MRC5 or BJ cells at 30 minutes or 2 hours of OS.

**Figure 4:**
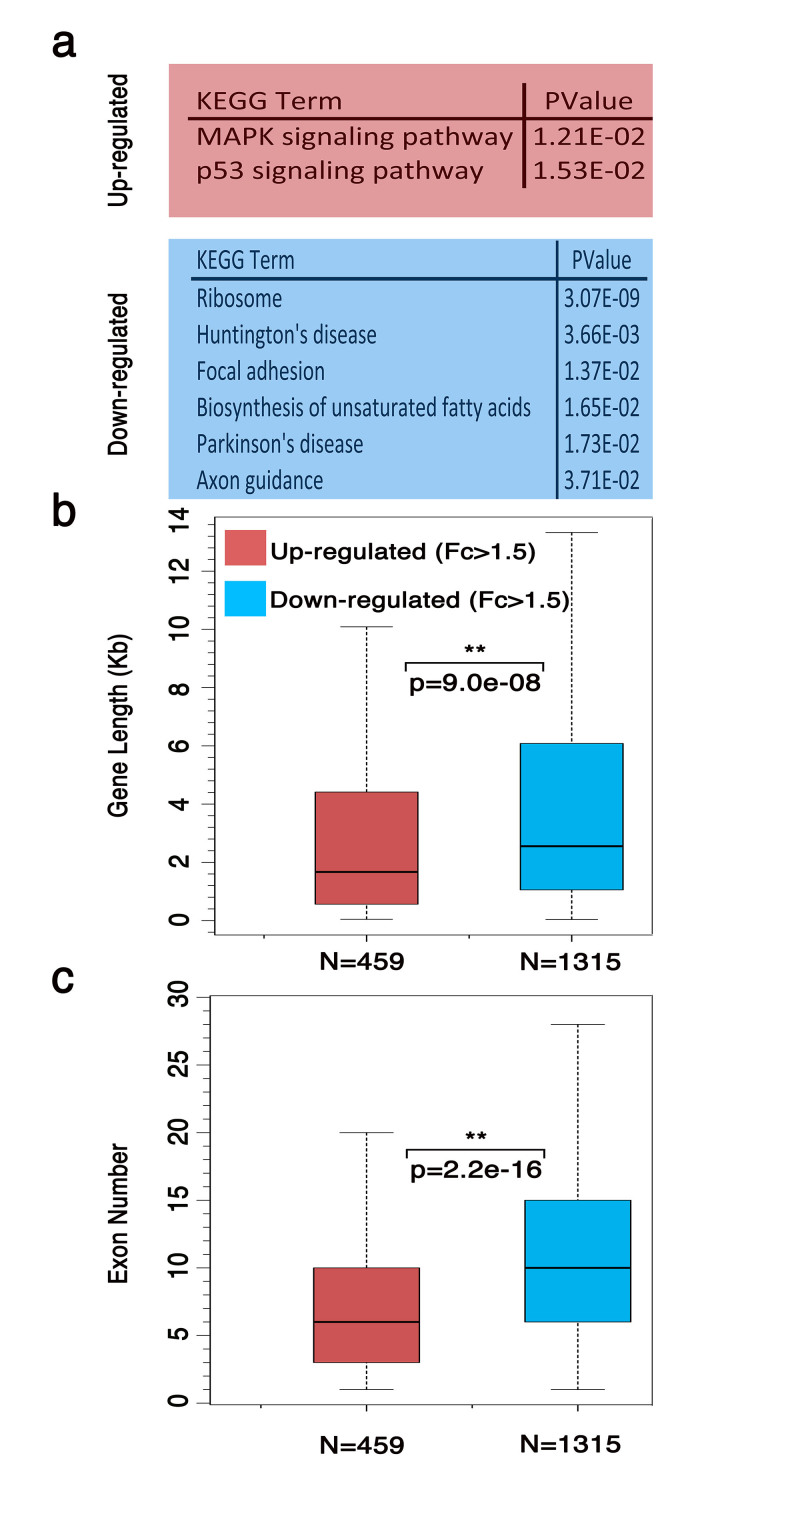
Gene structure analysis of differential expressed coding genes upon OS. (**a**) KEGG pathways associated with up-regulated and down-regulated coding genes in OS. Box-plot analysis of the distribution of the gene length (**b**) and exon number (**c**) of up-regulated (in red) and down-regulated (in blue) coding genes in the nucleus of both cell lines (MRC5 and BJs) and at both OS time-points (Mann–Whitney–Wilcoxon).

**Figure 5:**
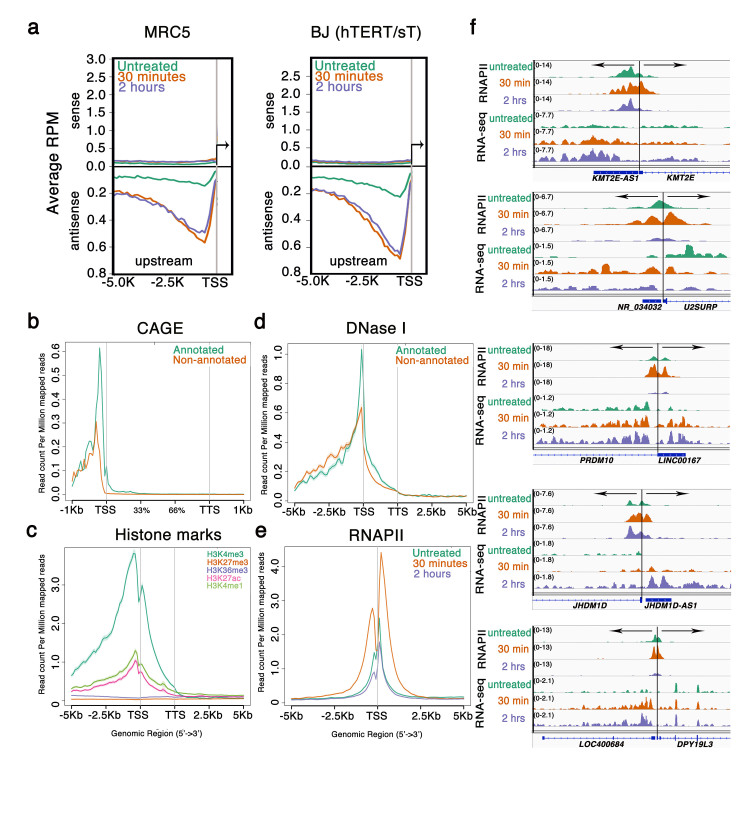
Characterization of si-paancRNAs (**a**) Density distribution analysis of RNA-seq reads upstream of the TSSs of the protein-coding partners of si-paancRNAs (**b**) overlap of si-paancRNAs with CAGE tags, (**c**) histone marks and (**d**) DNase I hypersensitivity sites (**e**) Distribution of PolII binding around the predicted TSS of paancRNAs in OS compared to untreated MRC5 cells (**f**) Examples of PolII binding and RNA-seq read distribution at si-paancRNAs loci.

**Figure 6:**
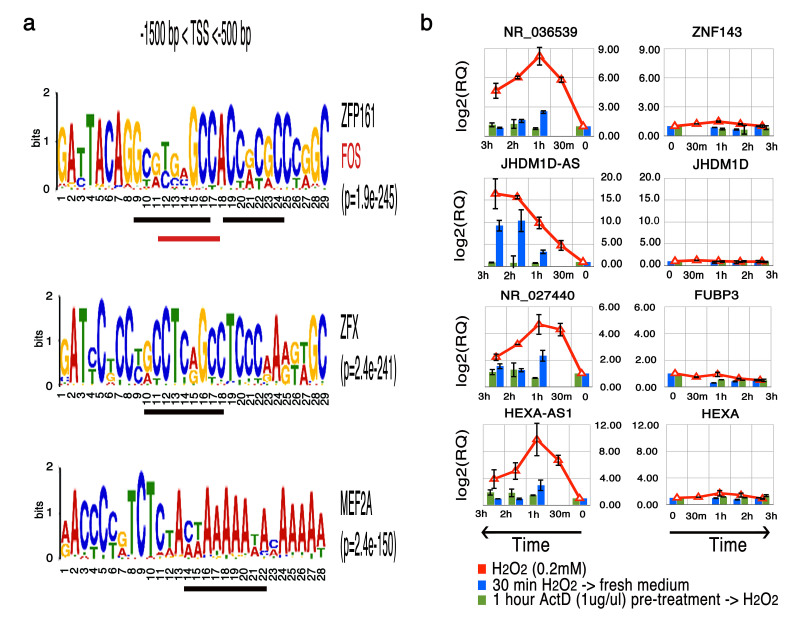
Si-paancRNAs promoters are enriched for specific TF binding sites and their expression is PolII dependent (**a**) *De-novo* motif analysis of the genomic region upstream of the TSS of the protein-coding partners of si-paancRNAs (−1500 bp < TSS < −500 bp). *Motif1*: 2080/3803 = 54.69%, *motif2*: 2262/3803 = 59.48%, *motif3*: 2258/3803 = 59.37% (**b**) Transcript abundance kinetics of si-paancRNAs in MRC5 cells treated with 0.2mM H_2_O_2_ (red line), depletion of H_2_O_2_ (blue bar) and following 1hr pre-treatment with Actinomycin D before exposure to 0.2mM H_2_O_2_ (green bar).

**Figure 7:**
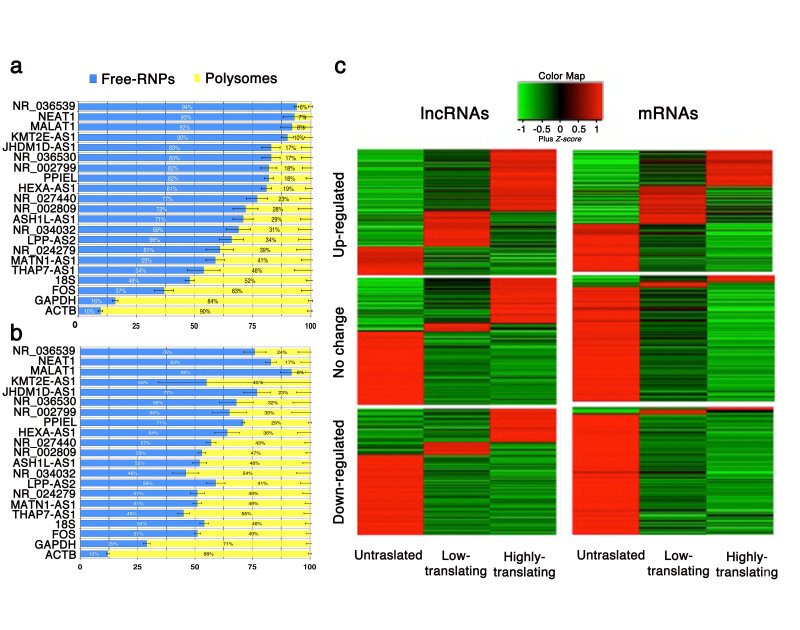
Si-paancRNAs associate with polysomal complexes upon oxidative stress. Transcript enrichment in Free-RNP fractions (un-translated pool) versus polysomal complexes (translated pool) was analyzed by RT-qPCR and calculated as percentage to the total transcript levels for each RefSeq si-paancRNA in untreated (**a**) and treated MRC5 cells with H_2_O_2_ for 2 hrs (**b**) The experiment was performed in three independent biological triplicates. MALAT1/NEAT1 (lncRNAs), GAPDH/ACTB/FOS/(protein-coding genes) and 18S (rRNA) were used as controls (*denotes t-testp-value > 0.05) (**c**) Heatmap display of custom microarray analysis on transcriptionally up-regulated (Fc > 1.5, in whole-cell lysates) Gencode (v15) transcript levels (fold-change) within three polysome pools (single-RNPs, light and heavy polysome complexes) in MRC5 cells treated with H_2_O_2_ for 2 hrs compared to untreated cells. Stress-Induced lncRNAs (Fc > 1.5) associate better with light and heavy polysomes compared to stress-induced mRNAs. Expression levels (up-regulated, no change or down-regulated) are indicated on the left of each panel for both lncRNAs and coding mRNAs.

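In total RNA, 725 of 11736 lncRNA probes tested were higher upon OS and 405 lower, and 326 of 10630 mRNA probes were higher and 325 lower (adjusted p from limma under 0.05). By ratio, the count of higher lncRNA probes moved most under the stricter filter on dim probes, to 202, against 232 lower. The other counts moved most when the fit was restricted to the 6 total RNA arrays. It then gave 1870 lower lncRNA probes, against 1830 higher, and 939 higher and 1707 lower mRNA probes. In neither setting did the higher lncRNA probes outnumber the lower. Without replicate 3 of the low pool upon OS the counts were 1302 and 938 for lncRNAs and 603 and 820 for mRNAs. With each total RNA array left out in turn, 546 to 590 lncRNA probes were higher and 260 to 334 lower, and 235 to 265 mRNA probes were higher and 168 to 230 lower. The fewest lower lncRNA probes were found without replicate 3 of the control arrays and the fewest lower mRNA probes without replicate 1 of the OS arrays.
Among lncRNA probes ENST00000596379.1 had the most positive estimate. It was not well above background in control total RNA and was at least 15.9-fold higher upon OS (adjusted p = 4.32e-06 from limma). Such a bound sets the mean of the brighter group against, on each array of the dimmer group, the higher of the probe's own signal and the lowest signal among probes well above background. ENST00000339009.5 had the most negative estimate, was not well above background upon OS and was at least 3.58-fold lower (adjusted p = 3.6e-13 from limma). In the mRNA category ARC was higher upon OS (adjusted p = 8.29e-07 from limma), with a size left open because it was well above background on only 1 of the 3 control arrays. GPAM was at least 4.5-fold lower, as it was not well above background upon OS, and HERC2P4 at least 4.85-fold lower for the same reason. Which probes rose or fell most is open where the dimmer group was near background.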

# Supplementary material for: Contrasting expression patterns of coding and noncoding parts of the human genome upon oxidative stress
**Source:** Sci Rep. 2015 May 29;5:9737. doi: 10.1038/srep09737

## Contrasting expression patterns of coding and noncoding parts of the human genome upon oxidative stress

Antonis Giannakakis<sup>1</sup>, Jingxian Zhang<sup>2,3+</sup>, Piroon Jenjaroenpun<sup>1+</sup>, Srikanth Nama<sup>3,4</sup>, Norliyana Zainolabidin<sup>2,3</sup>, Mei Yee Aau<sup>2</sup>, Aliaksandr A. Yarmishyn<sup>1</sup>, Candida Vaz<sup>1</sup>, Anna V. Ivshina<sup>1</sup>, Oleg V. Grinchuk<sup>1</sup>, Mathijs Voorhoeve<sup>3,5</sup>, Leah A. Vardy<sup>4,6</sup>, Prabha Sampath<sup>4,3</sup>, Vladimir A. Kuznetsov<sup>1,7\*</sup>, Igor V. Kurochkin<sup>1\*</sup> and Ernesto Guccione<sup>2,3\*</sup>

### SUPPLEMENTARY FIGURES

**Figure S1.** Analysis of the cytosolic transcriptional-response of fibroblast cell lines upon OS.

**Figure S2.** Box-plot graphs of the length distribution of annotated/de-novo predicted paancRNAs (a) dncRNAs (b) and terminal-associated concurrent (c).

**Figure S3. a.** Chip qPCR validation of the PolIII accumulation at si-paancRNA loci after 30 minutes and 2 hours of OS in MRC5 cells **b.** PolIII traveling ratio distribution of RefSeq si-paancRNAs and the coding partners of all si-paancRNAs at 30 minutes and 2 hours of OS. Higher TR (Traveling Ratio) values indicate higher degree of pausing.

**Figure S4.** De-novo motif analysis performed on the genomic region (500 bp) around the TSS of the annotated dncRNAs (N=1543) generated three statistically significant motives (motif1 present on 1000 times/1543 dncRNAs=64.8%, motif2: 659times/1543dncRNAs =42.7%, motif3: 895times/1543dncRNAs =58.0%).

**Figure S5. a.** Venn diagram of all RefSeq paancRNAs induced more than 1.5-fold change in all time-points and both cell lines compared to untreated cells **B.** RT-qPCR validation of the up-regulation of all common si-paancRNAs in all time-points and cell lines.

**Figure S6. a.** Kinetic studies of RefSeq paancRNAs transcript levels in OS alone (red line) or followed by removal of the stimulus, H<sub>2</sub>O<sub>2</sub> (blue line) or after 1 hour pre-treatment with ActD (green line) together with their coding partners **b.** ROS scavenging, by N-acetylcysteine pre-

treatment (NAC, 1mM and 5mM, 1hour), followed by 2 hours of H<sub>2</sub>O<sub>2</sub> treatment, prevented upregulation of paancRNAs.

**Figure S7.** Oxidative stress-induced distal lncRNAs (si-dncRNAs) show bi-directional transcription and polII distribution similar to protein-coding genes. **a.** dncRNAs are up-regulated in response to OS and show, at a subset of their promoters, upstream antisense transcription. Overlap between stress-induced dncRNAs and **b.** DNase I hypersensitivity sites. **c.** CAGE transcripts **d.** histone marks **e.** RT-qPCR validation of five RefSeq dncRNAs that were found to be commonly up-regulated (>1.5-Fc) in both cell lines and at both time-points upon OS. **f.** Overlap between stress-induced dncRNAs and PolII (TSS and TES of dncRNAs is indicated on the x-axis. **g.** Examples of PolII binding and RNA-seq read distribution at stress-induced dncRNAs loci.

**Figure S8. a.** Bar graph of the coding bias index for each si-paancRNA together with controls (MALAT/NEAT/18S/ACTB/GAPDH/FOS) used for the polysome profiling analysis coupled to RNA isolation and RT-qPCR **b.** Polysome profiling of total RNA from untreated and treated (0.2mM H<sub>2</sub>O<sub>2</sub> for 2 hrs) MRC5 cells **c.** Table showing the number of promoter-associated, terminal-associated and distal lncRNAs that was present on the applied custom microarray. Among all three lncRNAs classes, si-paancRNAs (promoter-associated opposite) showed the highest number of transcripts being up-regulated in OS and associating with polysomes. **d.** qRT-PCR analysis of *NR\_036539* si-paancRNA (example of a lncRNA which associates with polysomes), *GAPDH* (example of a coding mRNA which moves away from polysomes) and *ATF3* (representative example of a coding mRNA with increased association with polysomes). Individual fractions were obtained from sucrose density gradient of cytoplasmic lysates of untreated (blue line) and treated with 0.2mM H<sub>2</sub>O<sub>2</sub> for 2 hrs (red line) MRC5 cells.

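The table in Fig. S8c lists OS-induced lncRNAs of 3 positional classes under no, light and heavy polysomes. Summed over these classes, the paper's reported counts give 361 of 1525 (23.7%) under no polysomes, 30.8% under light and 695 (45.6%) under heavy polysomes. The caption speaks of transcripts, and how a lncRNA was assigned to a column is not stated there. The rule in the methods, applied to the array intensities, placed 216 up-regulated lncRNA probes (20.4%) in the untranslated pool, 357 (33.6%) in the low pool and 488 (46.0%) in the high pool. These are counts of probes, up to 2 per transcript, and cover all lncRNA probes on the array, not only those of the 3 classes. The custom probes carry a transcript identifier but no position or class, so the counts per class were not analysed here.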

Figure S1

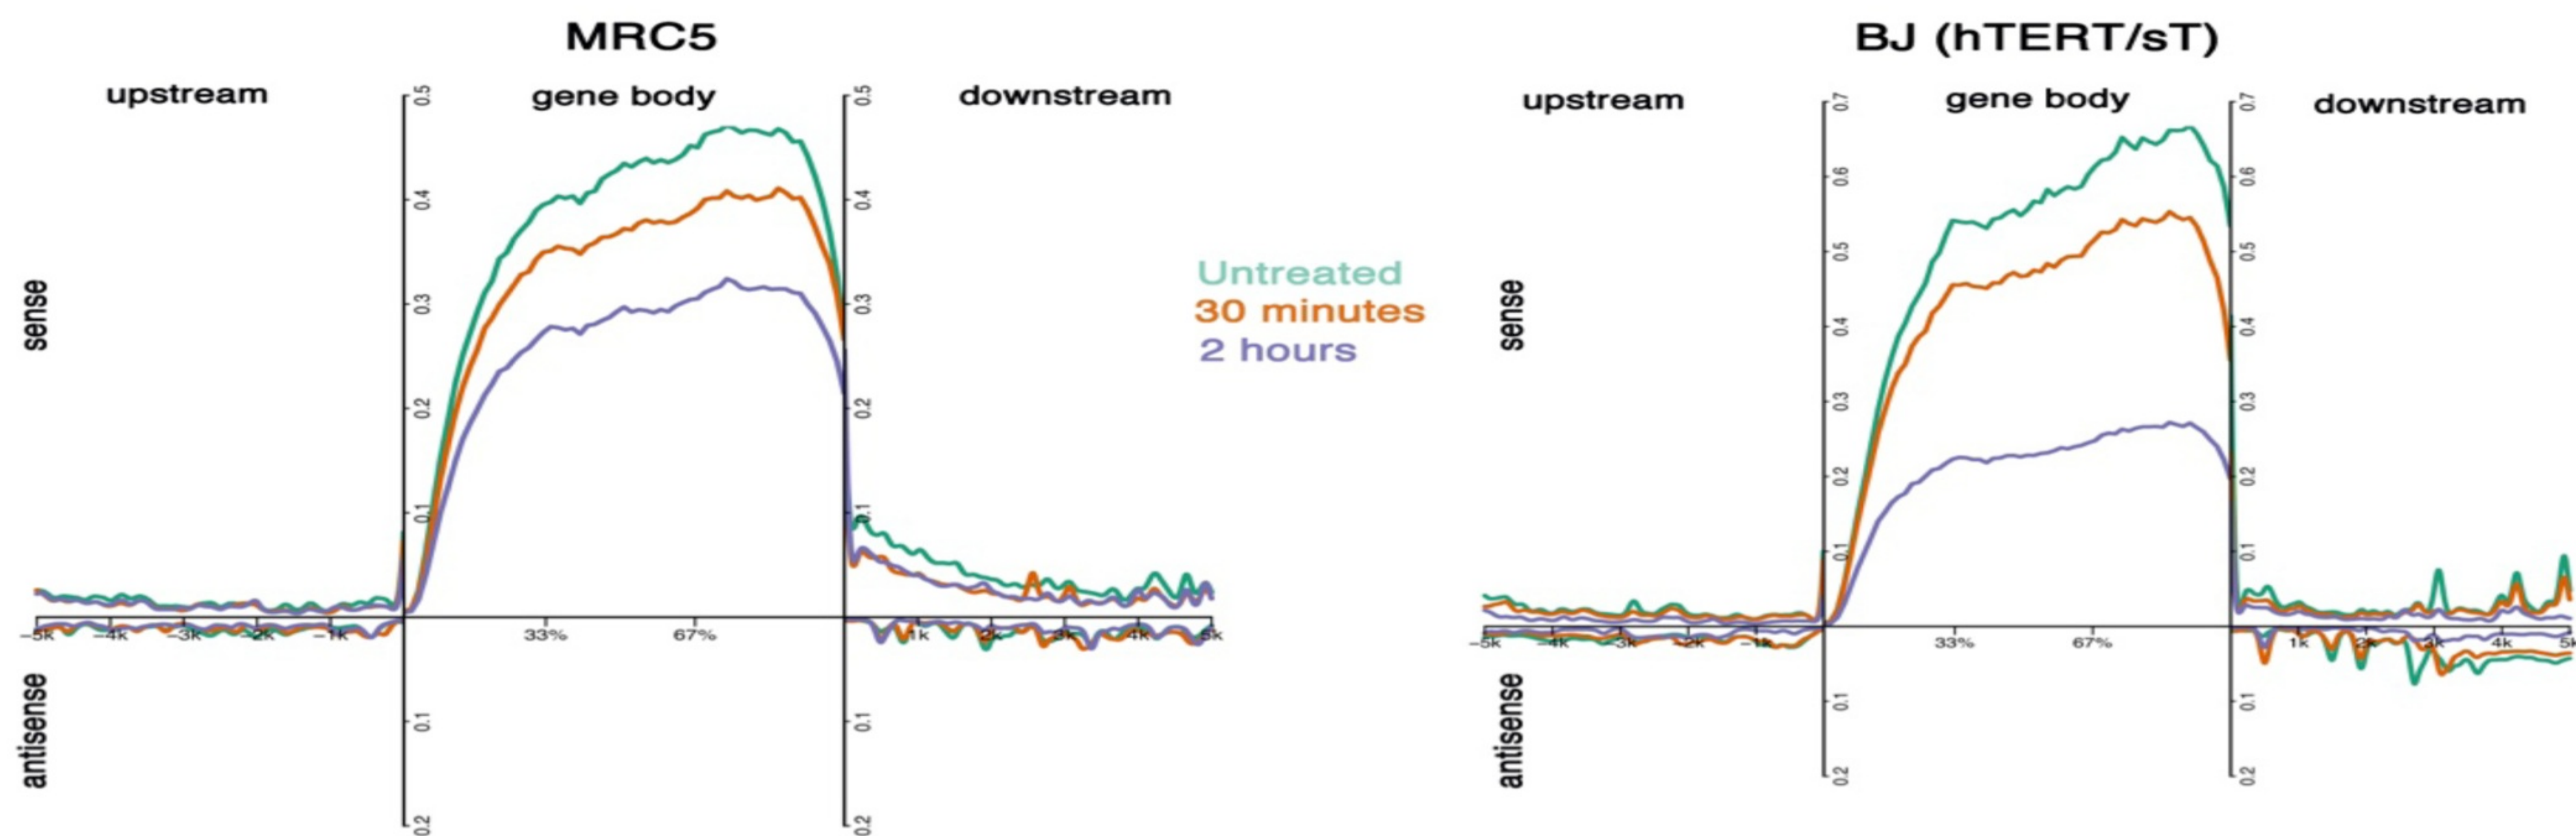

Figure S2

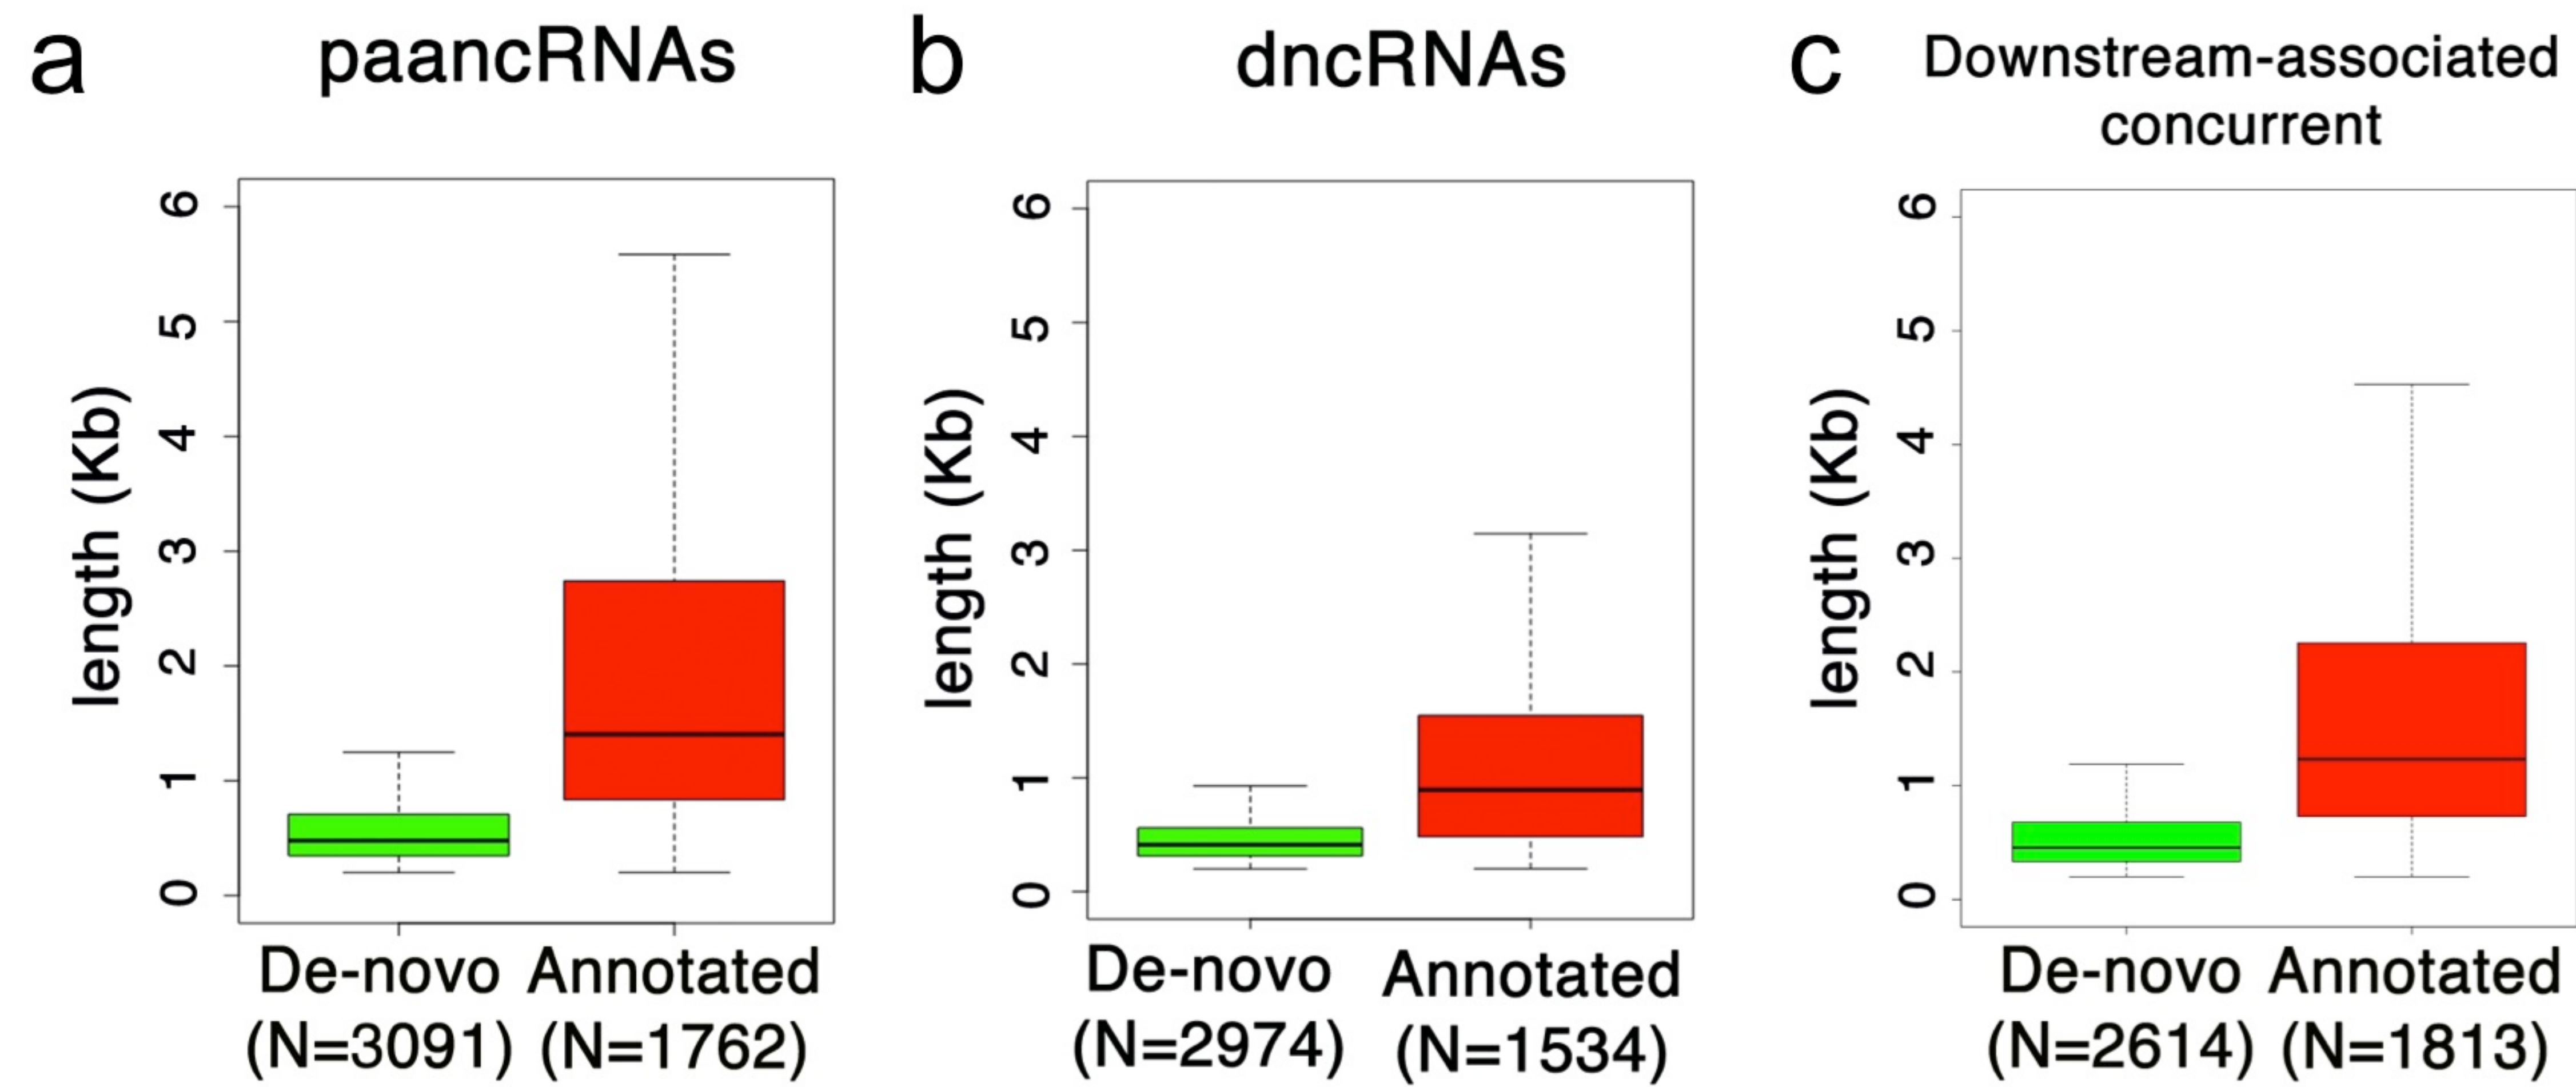

Figure S3

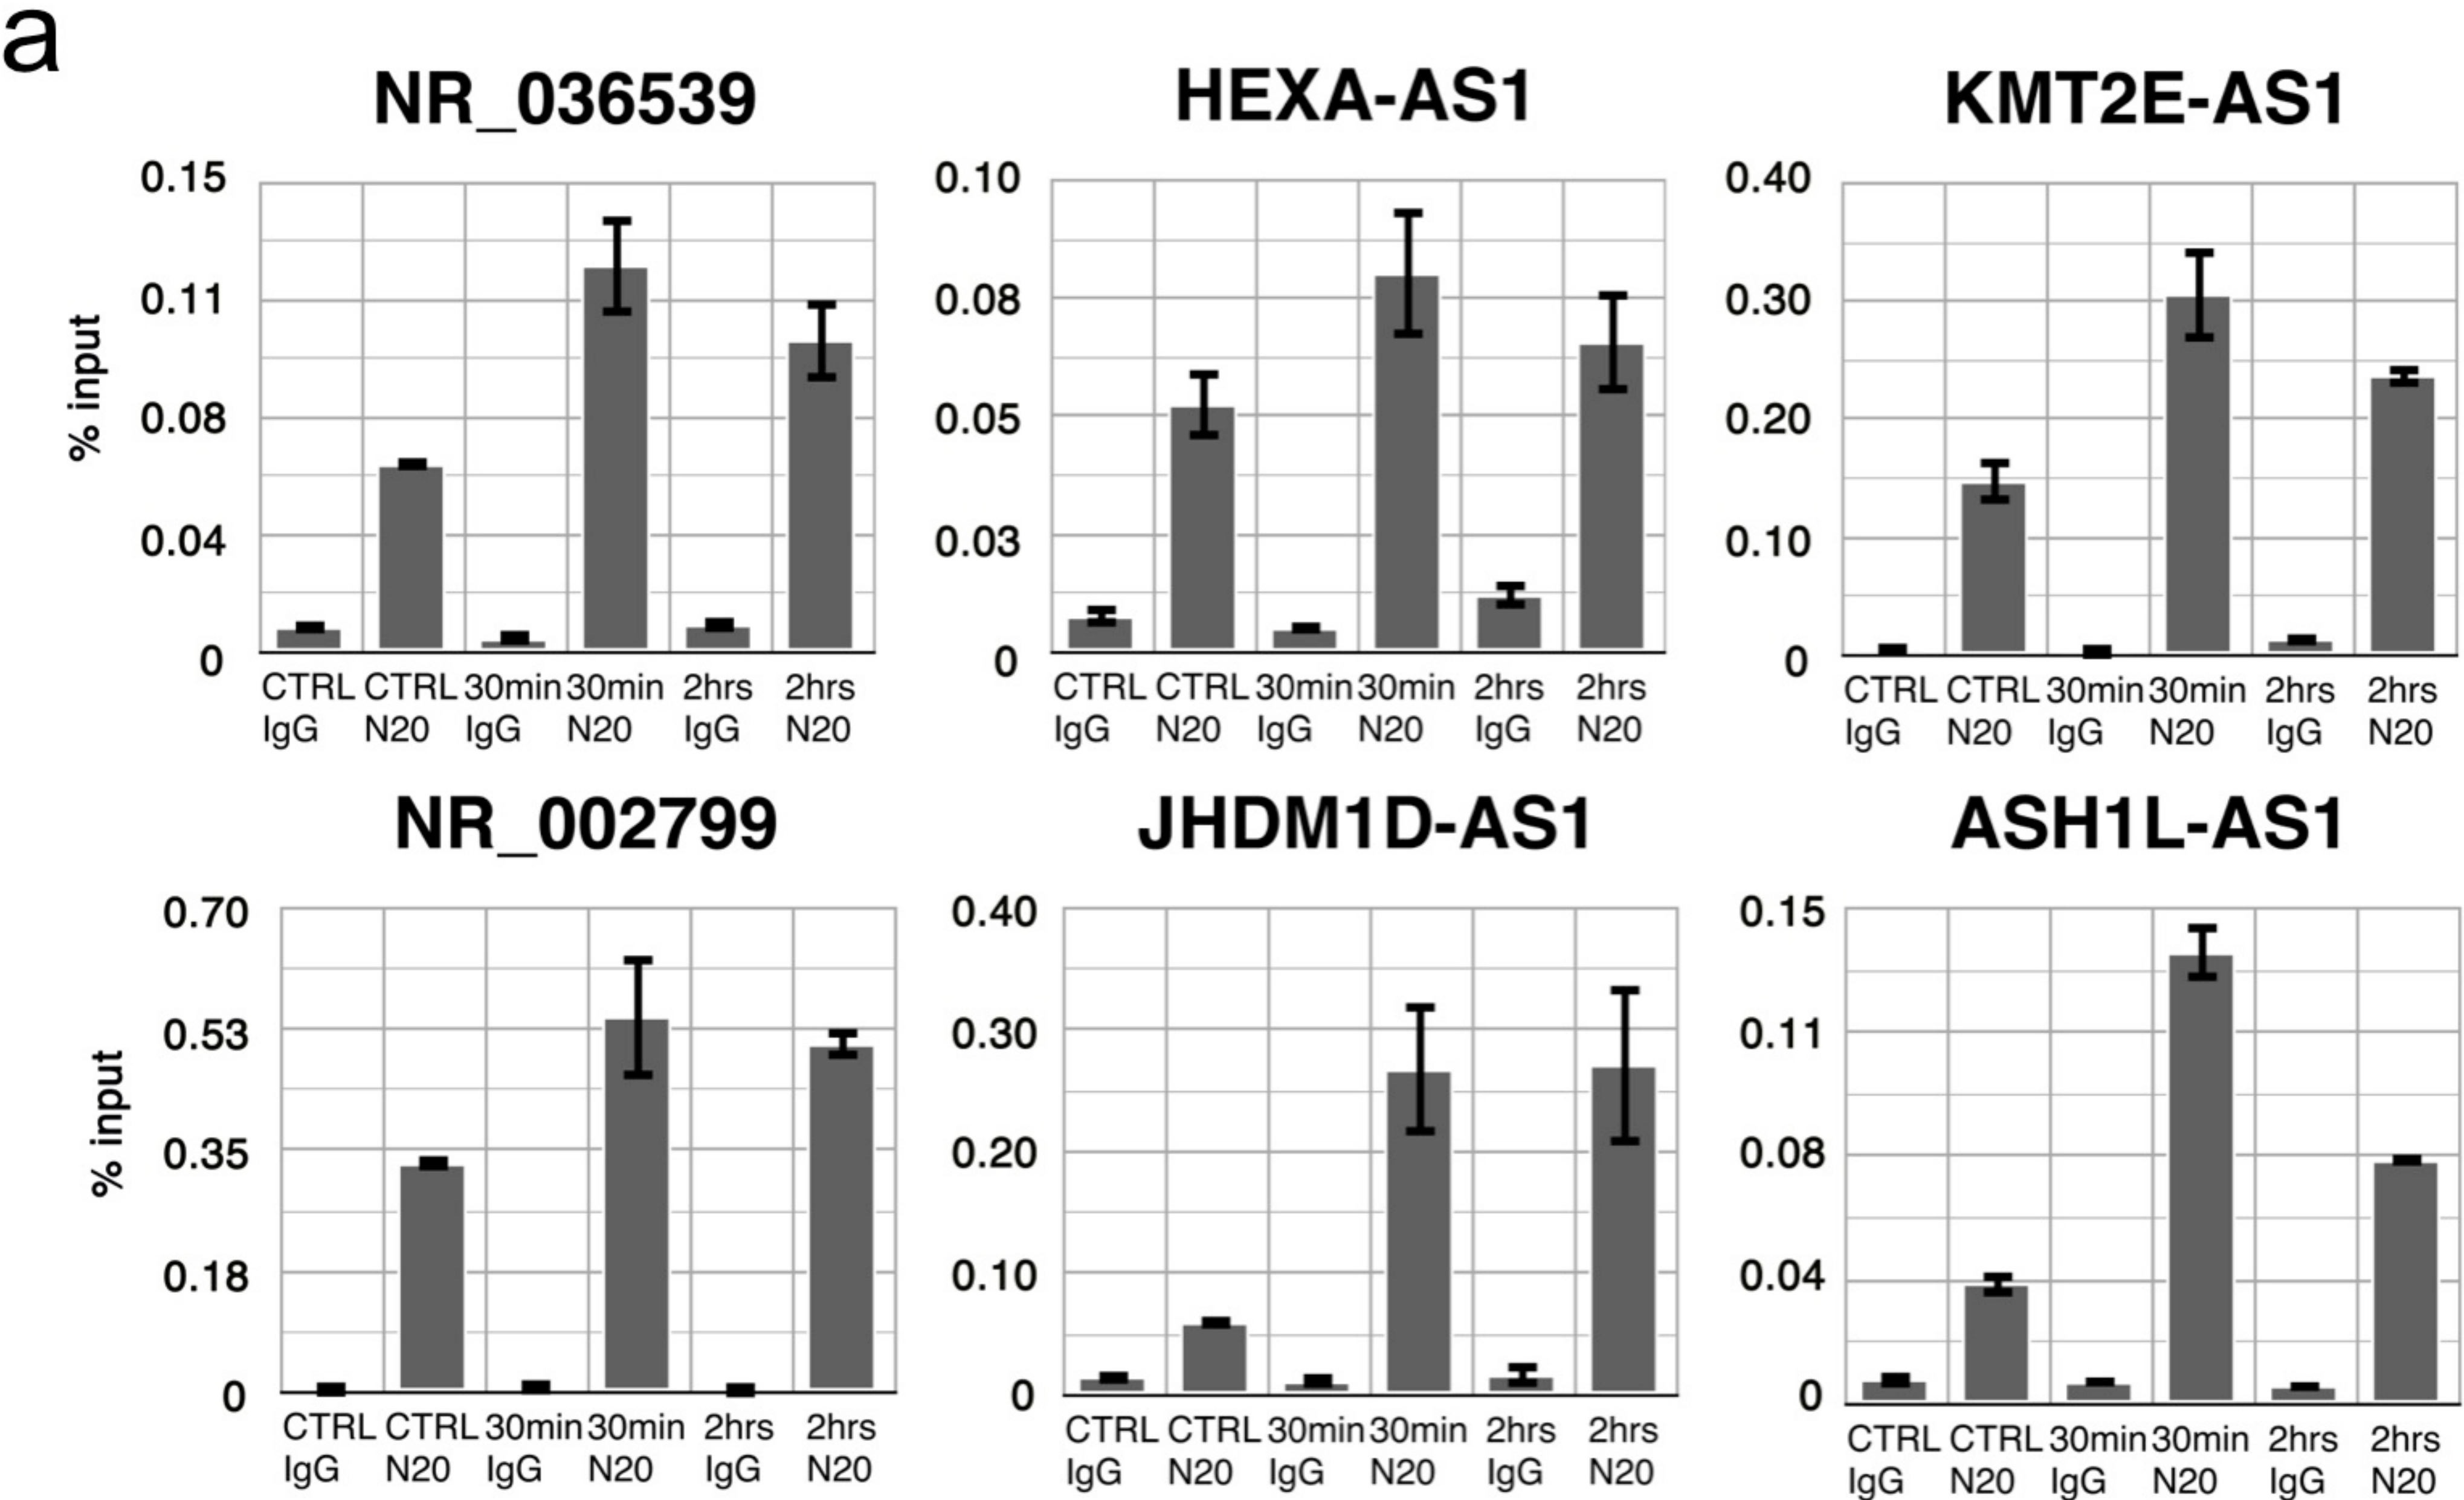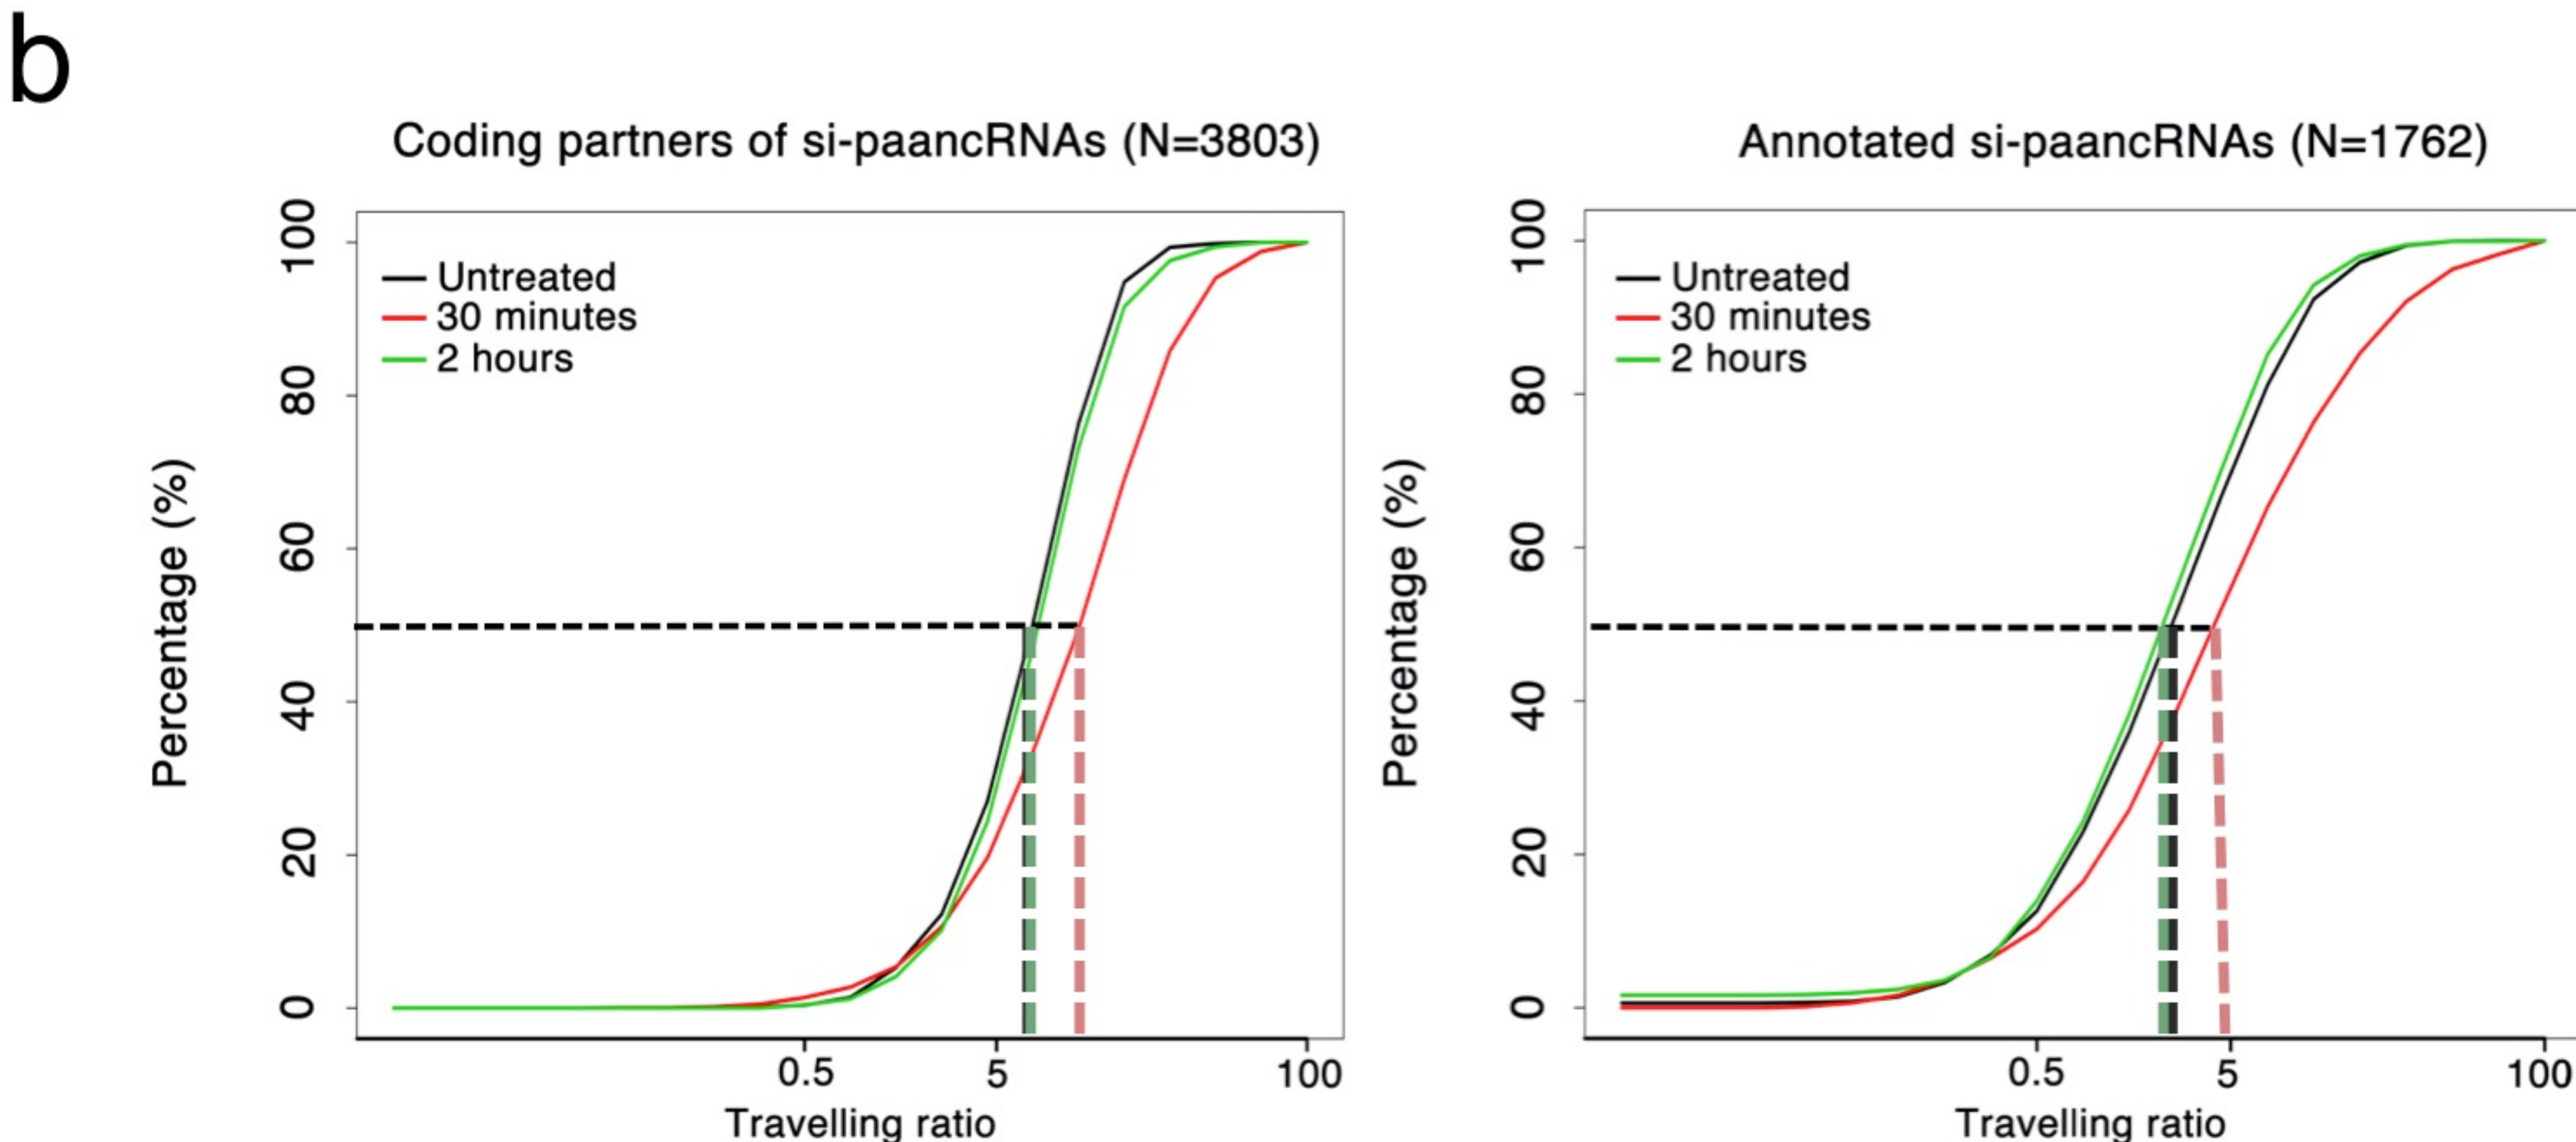

Figure S4

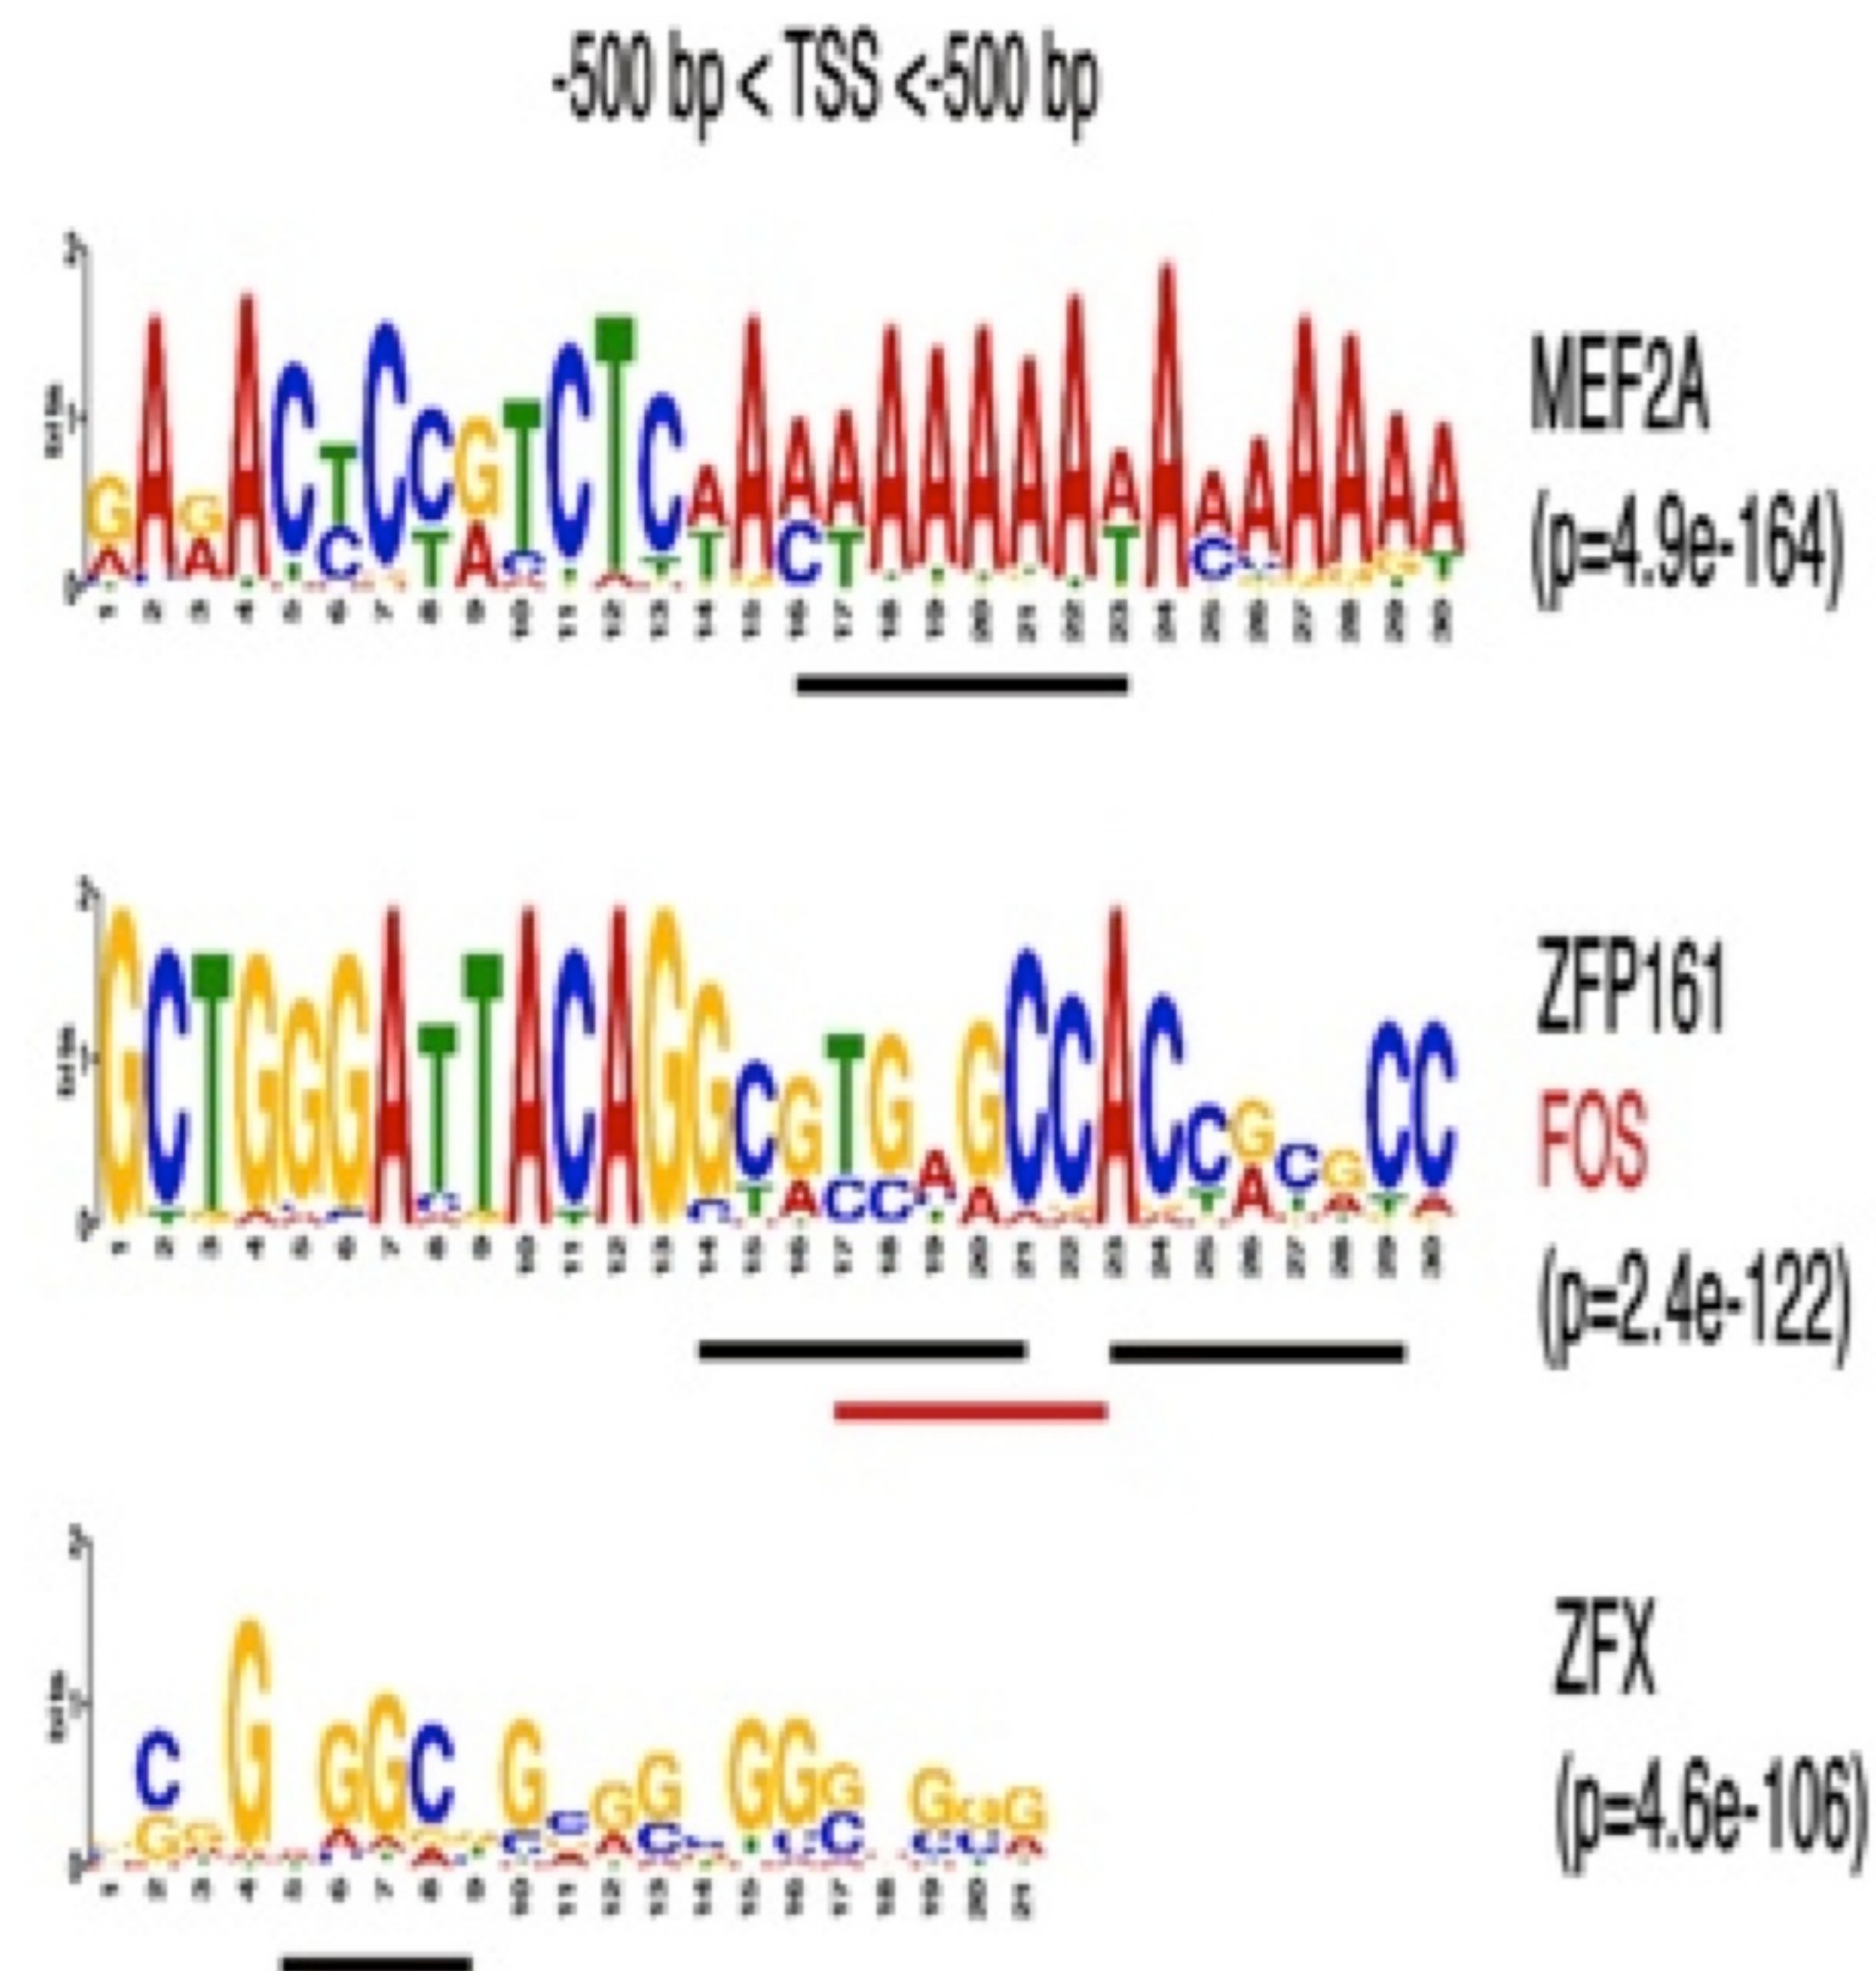

Figure S5

a

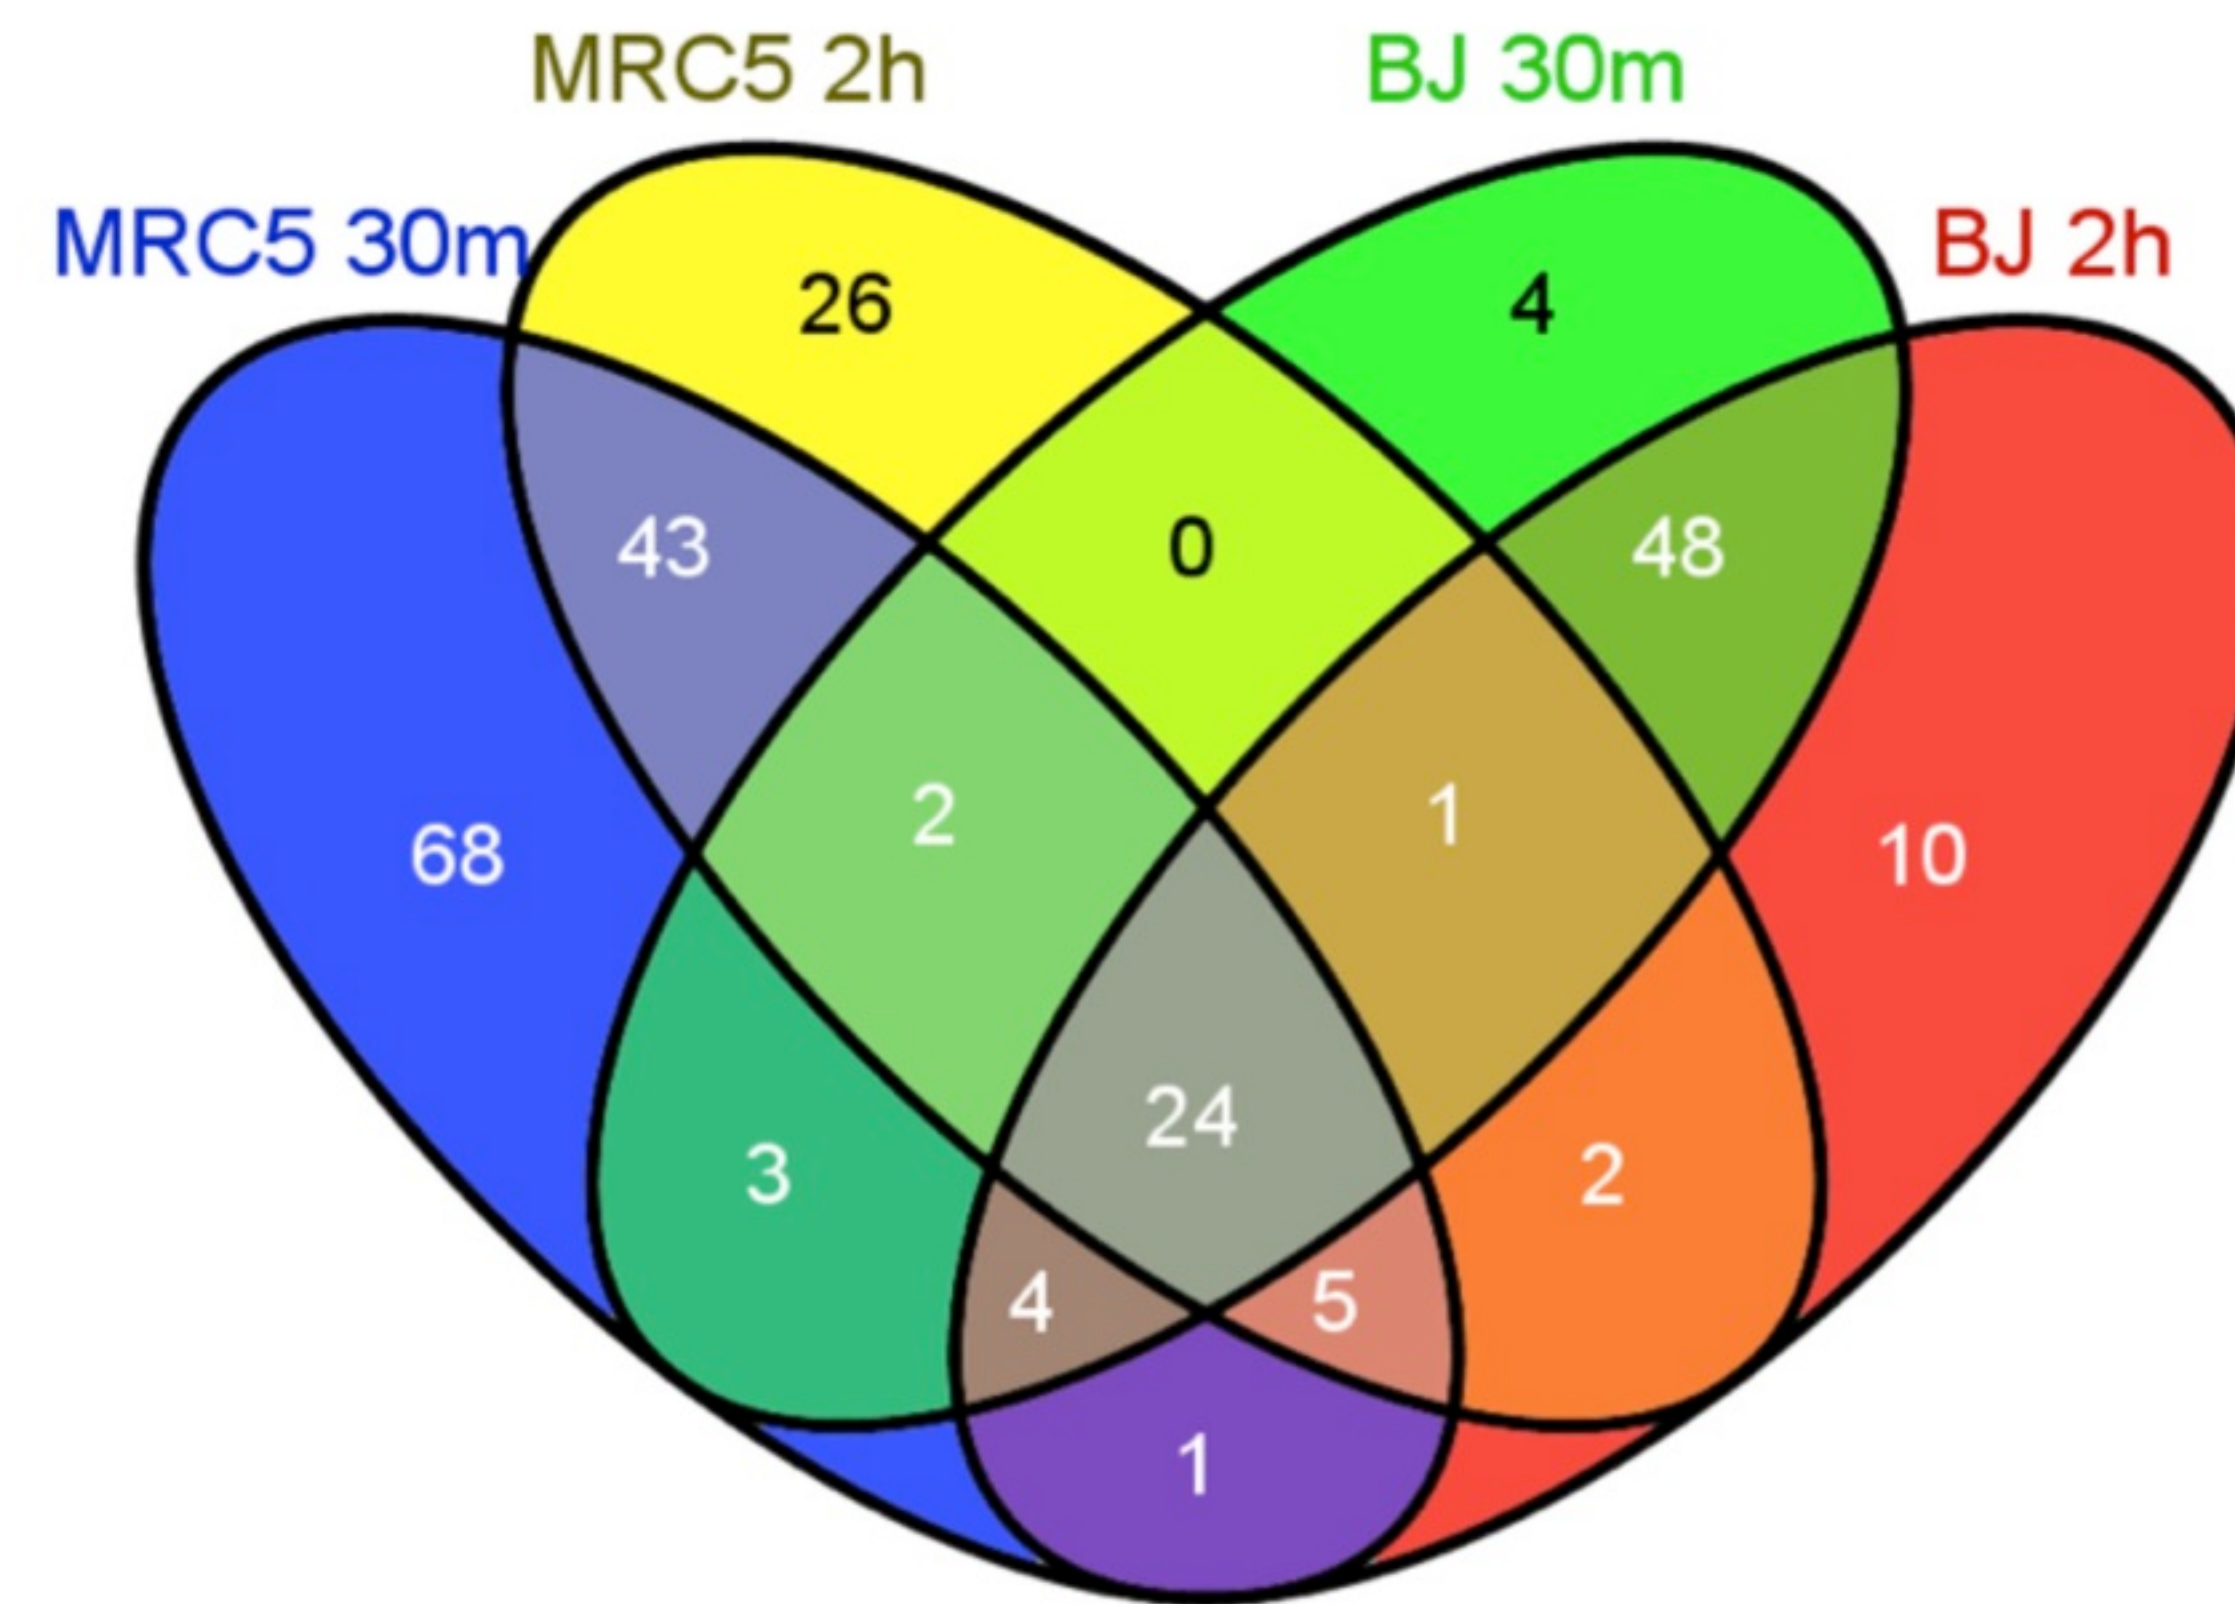

b

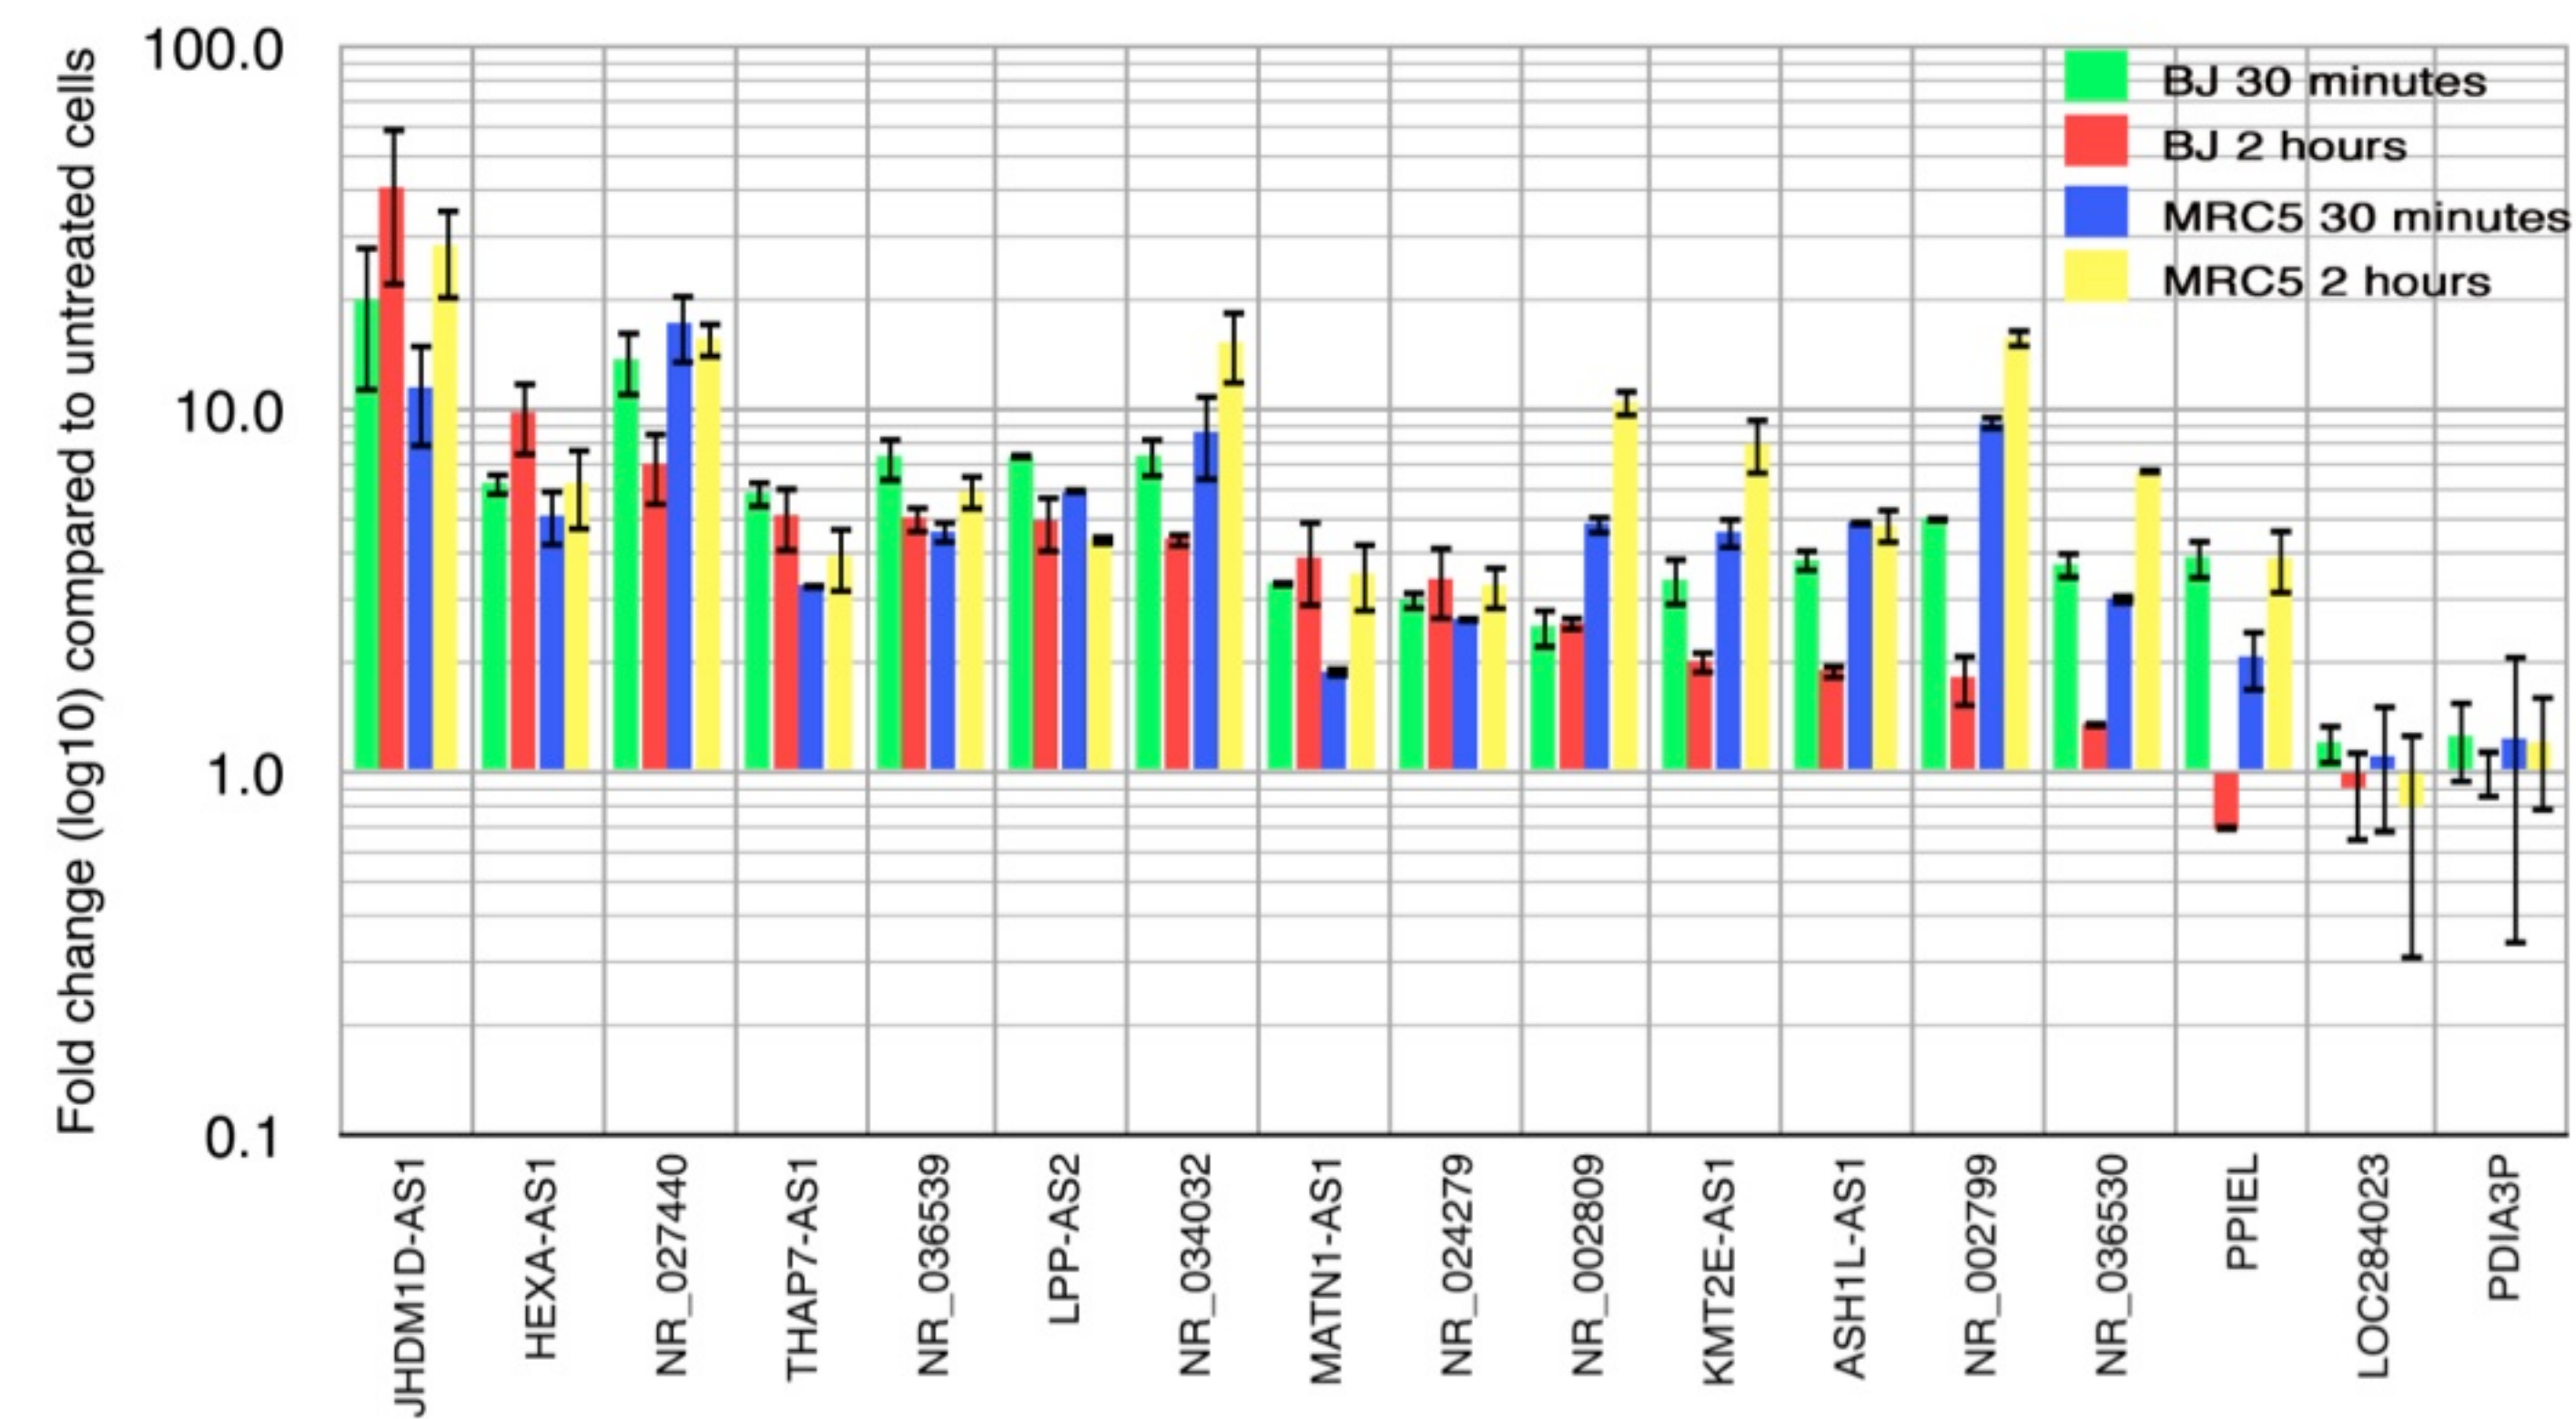

Figure S6

a

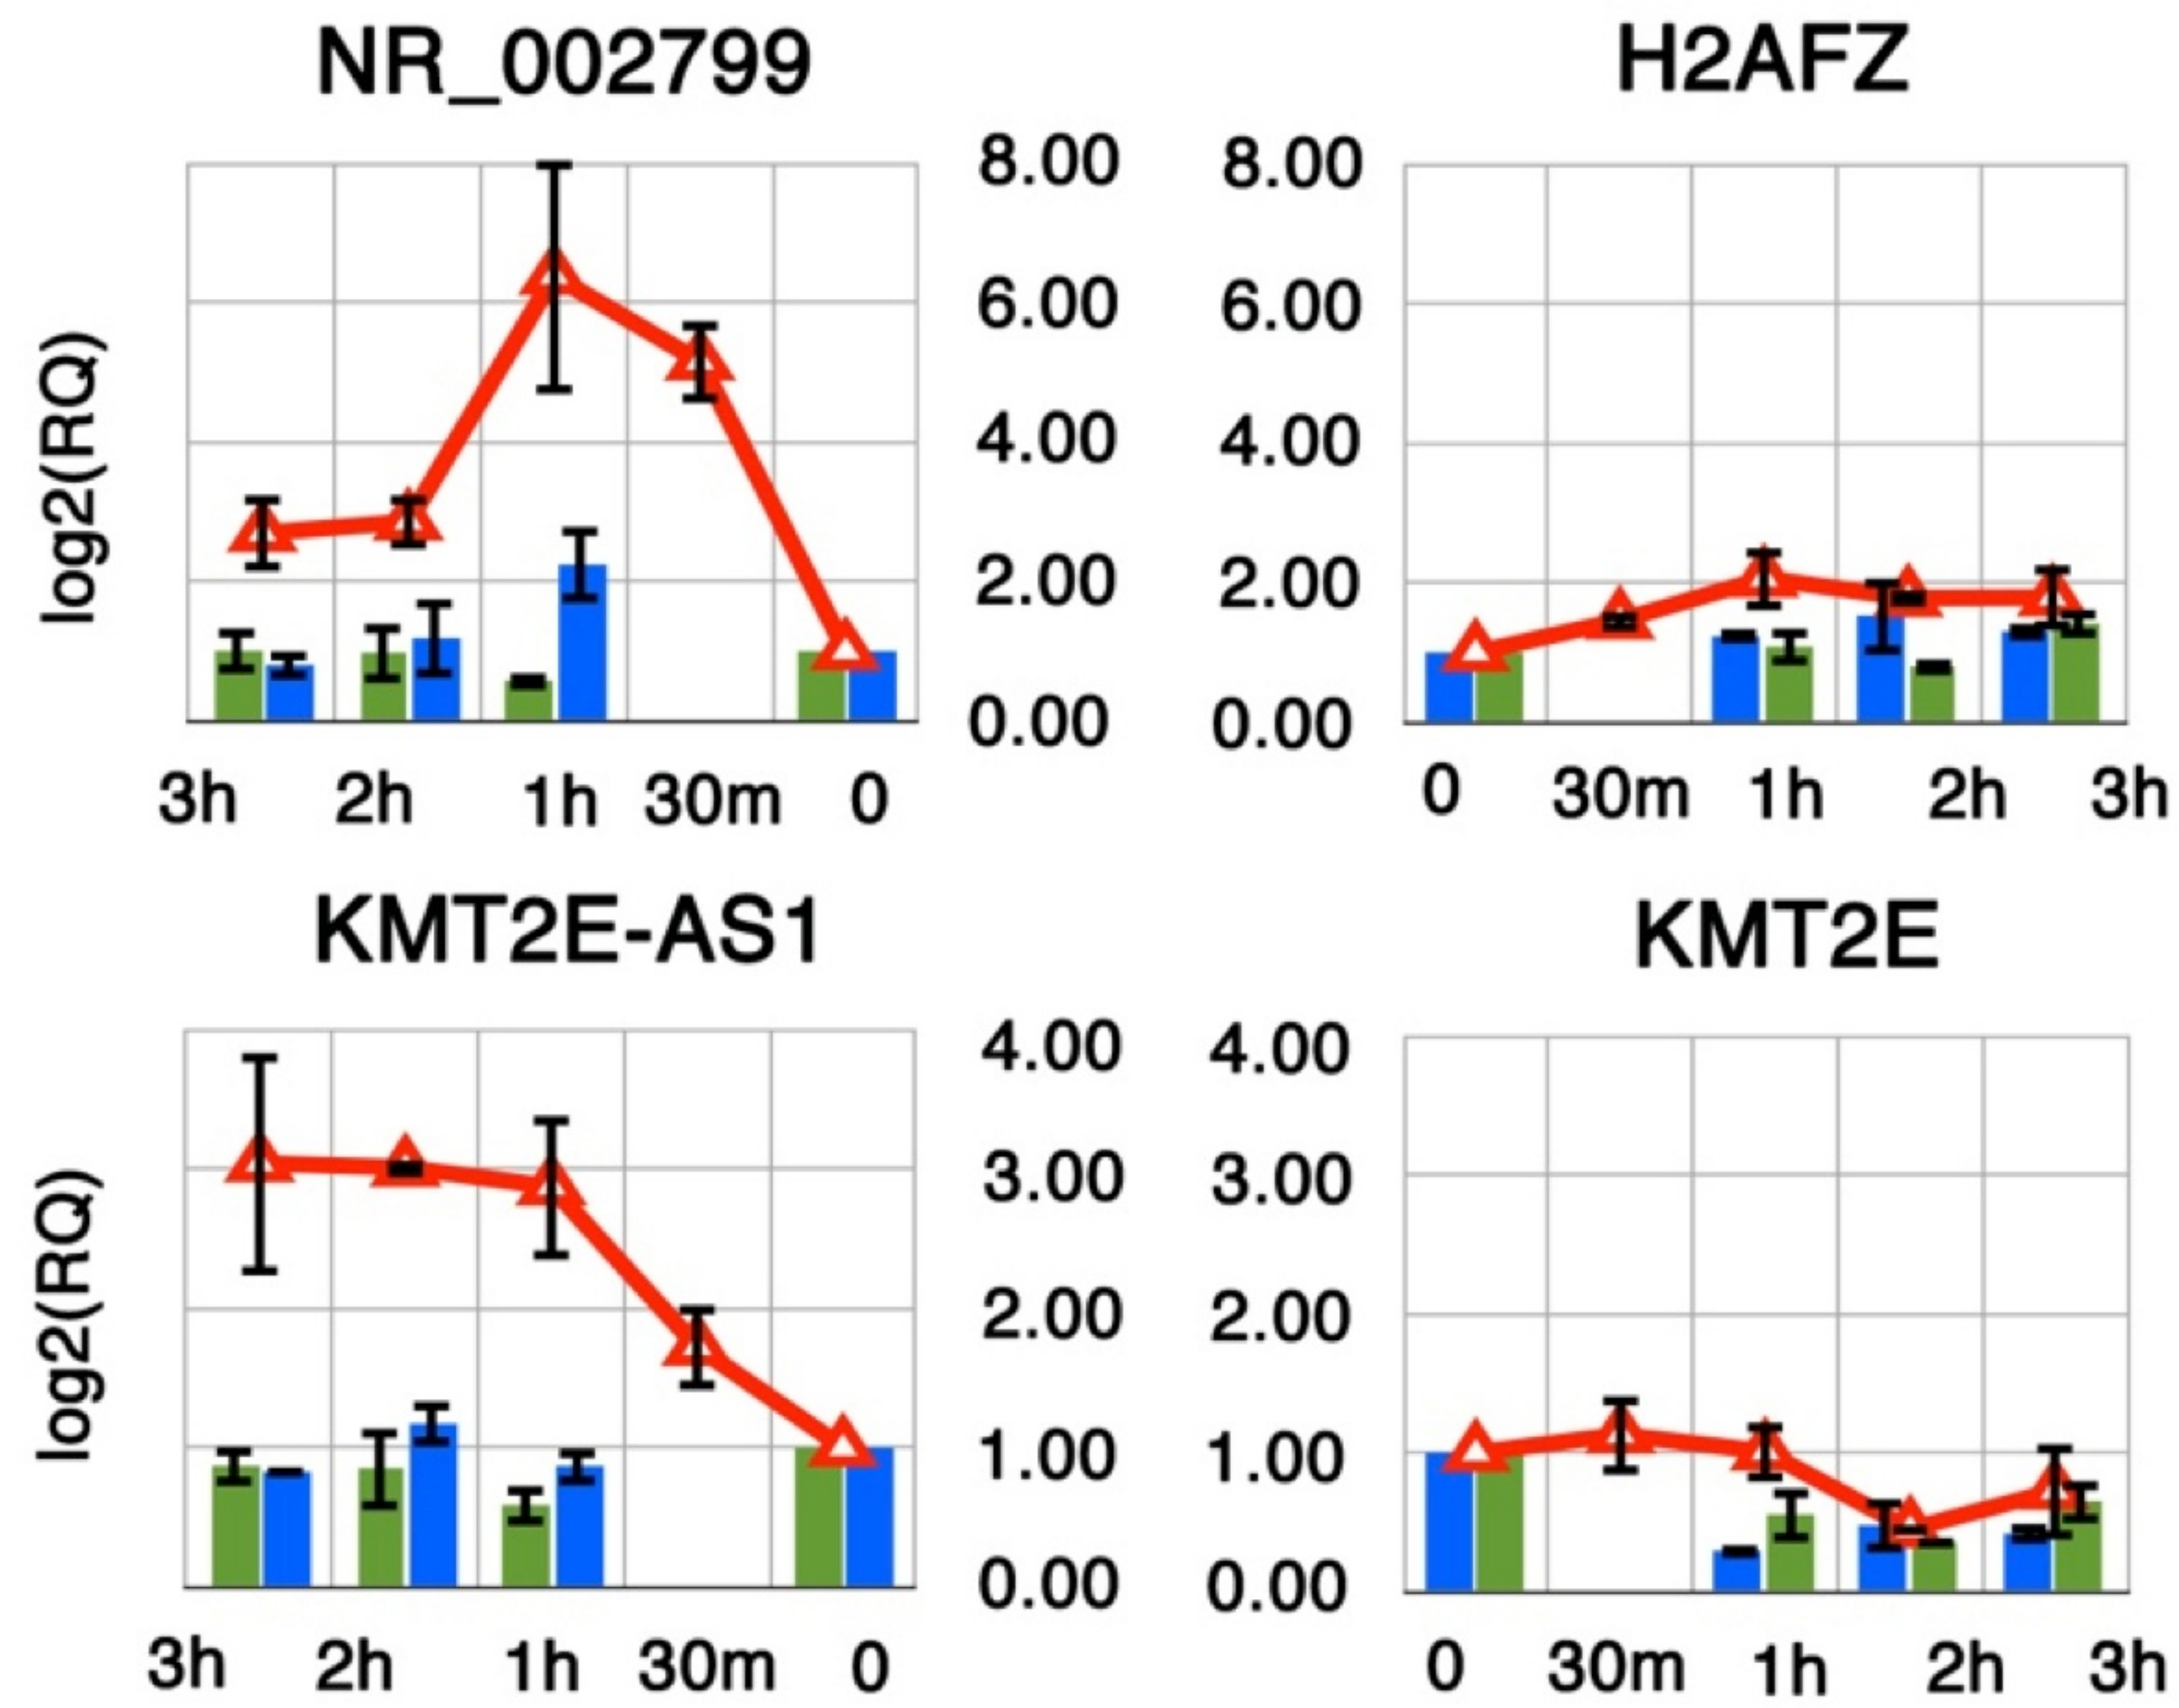

b

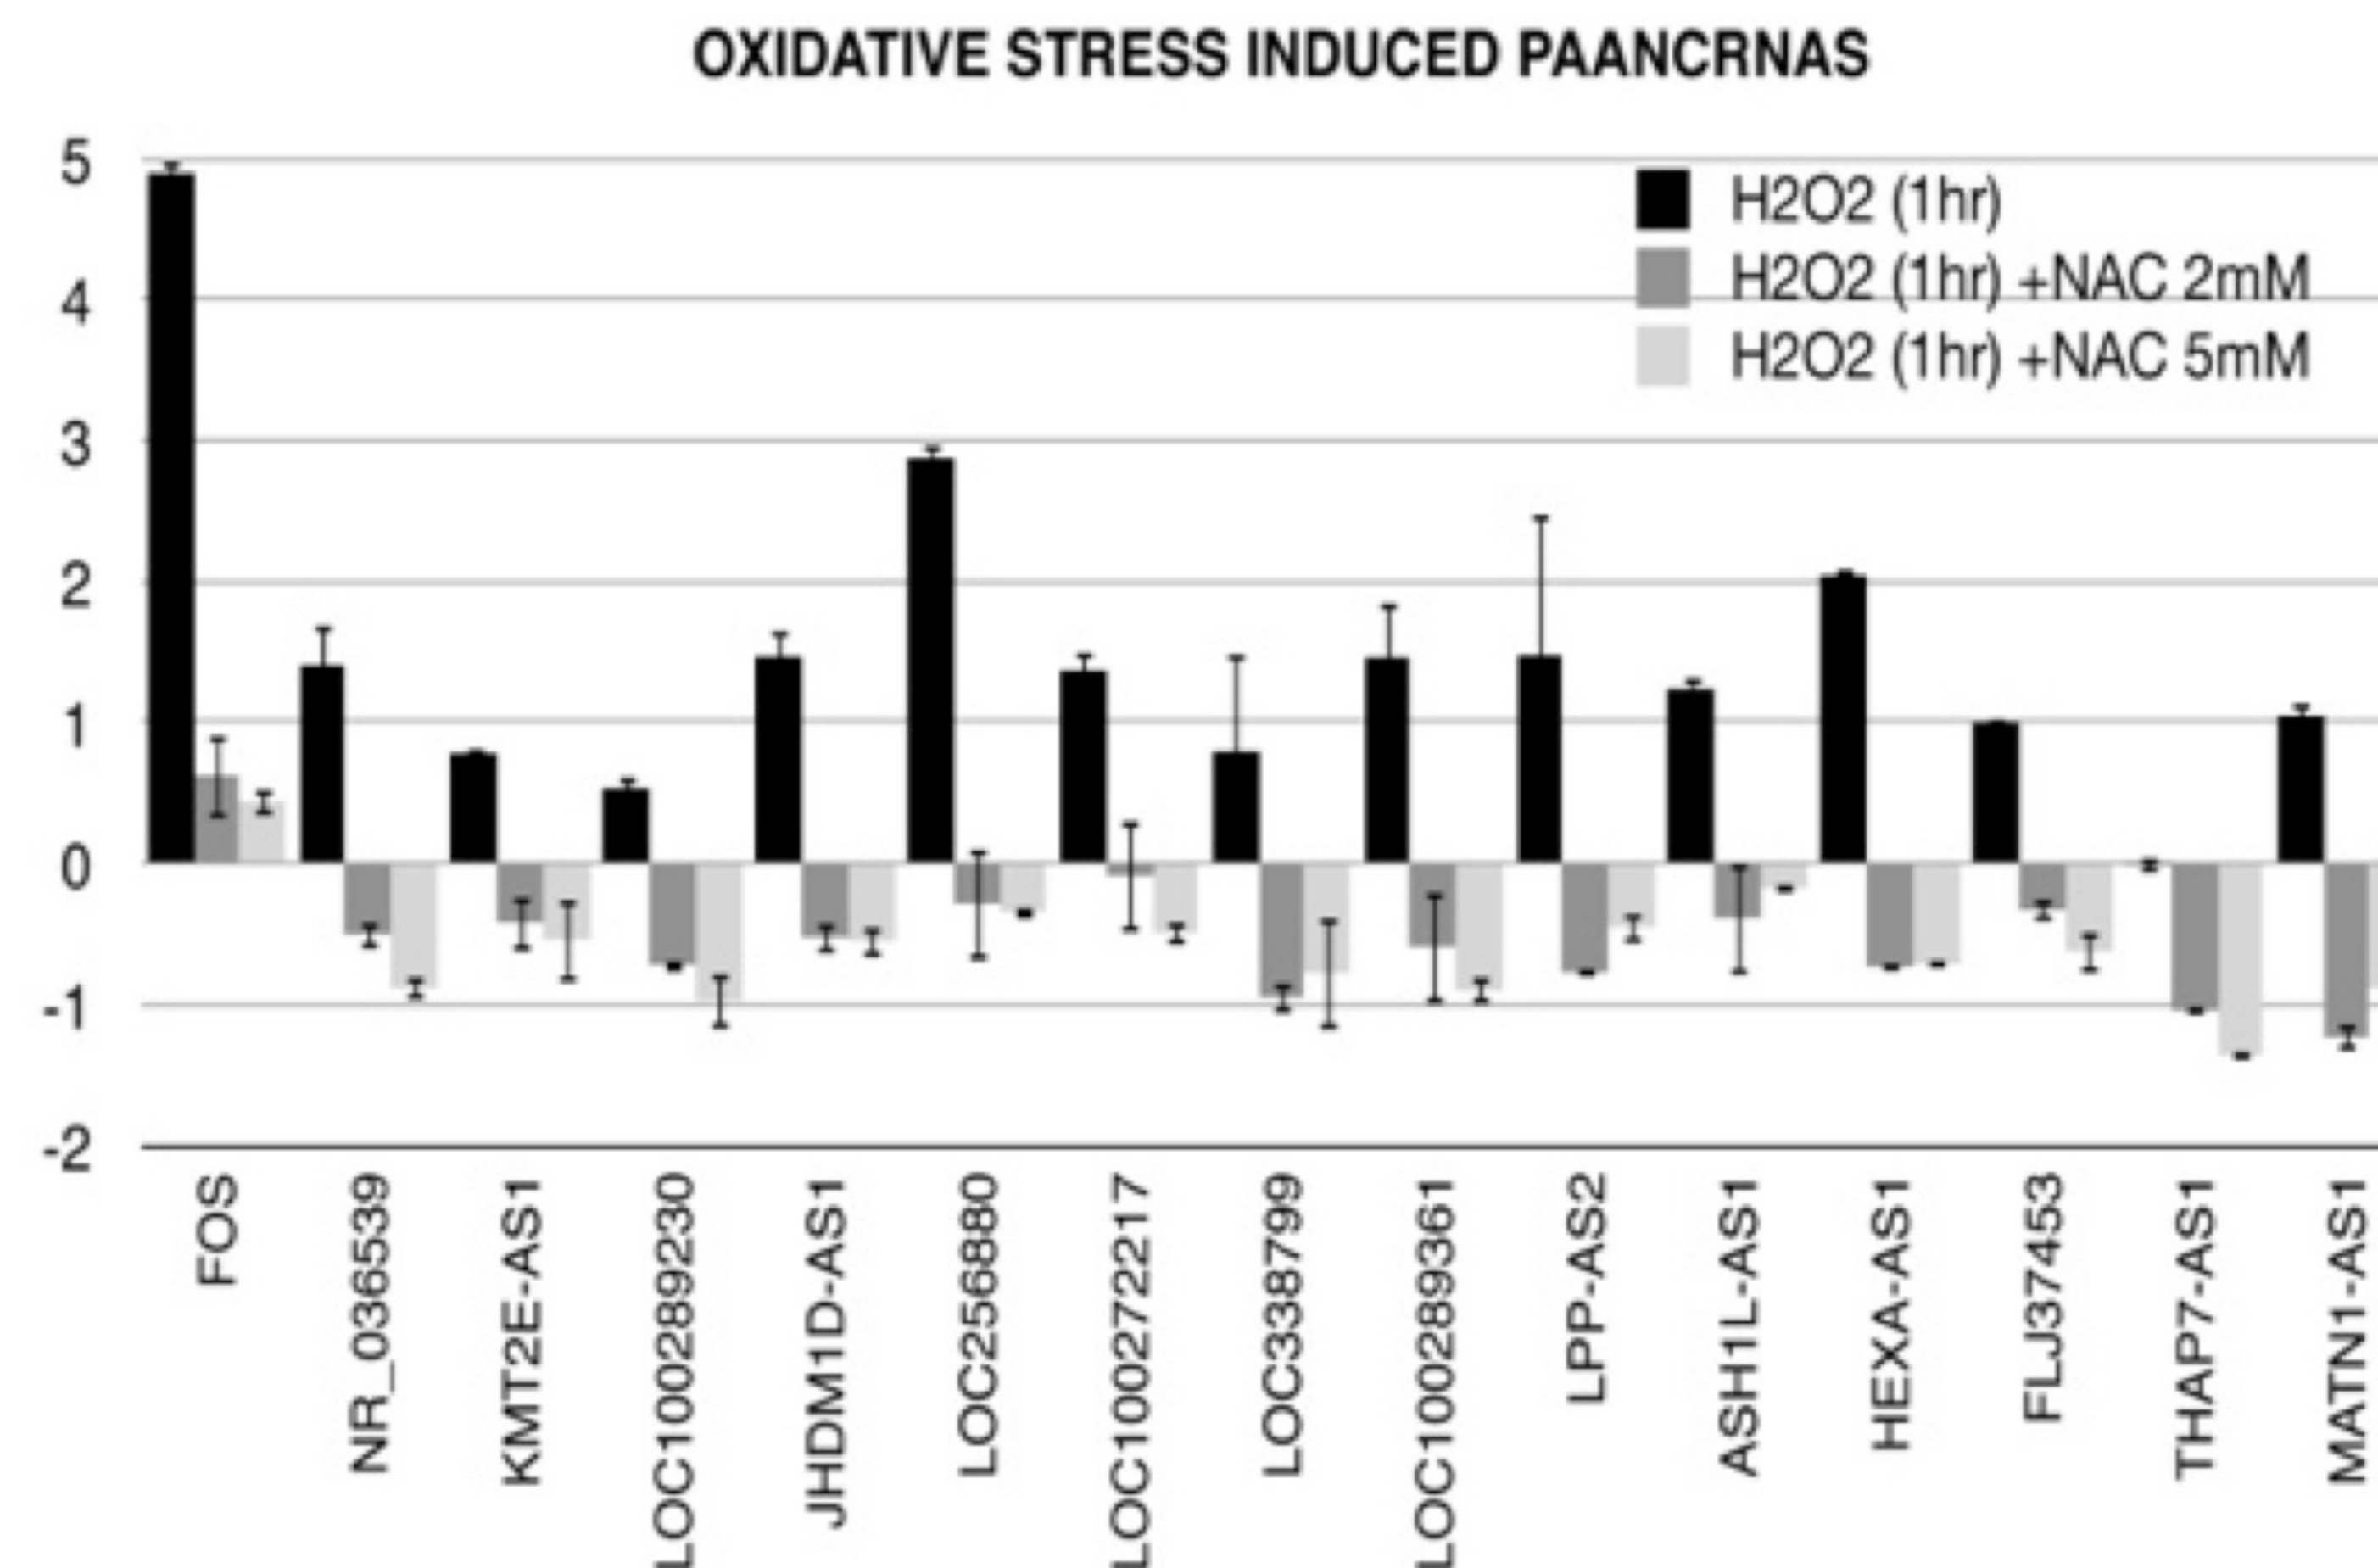

Figure S7

a

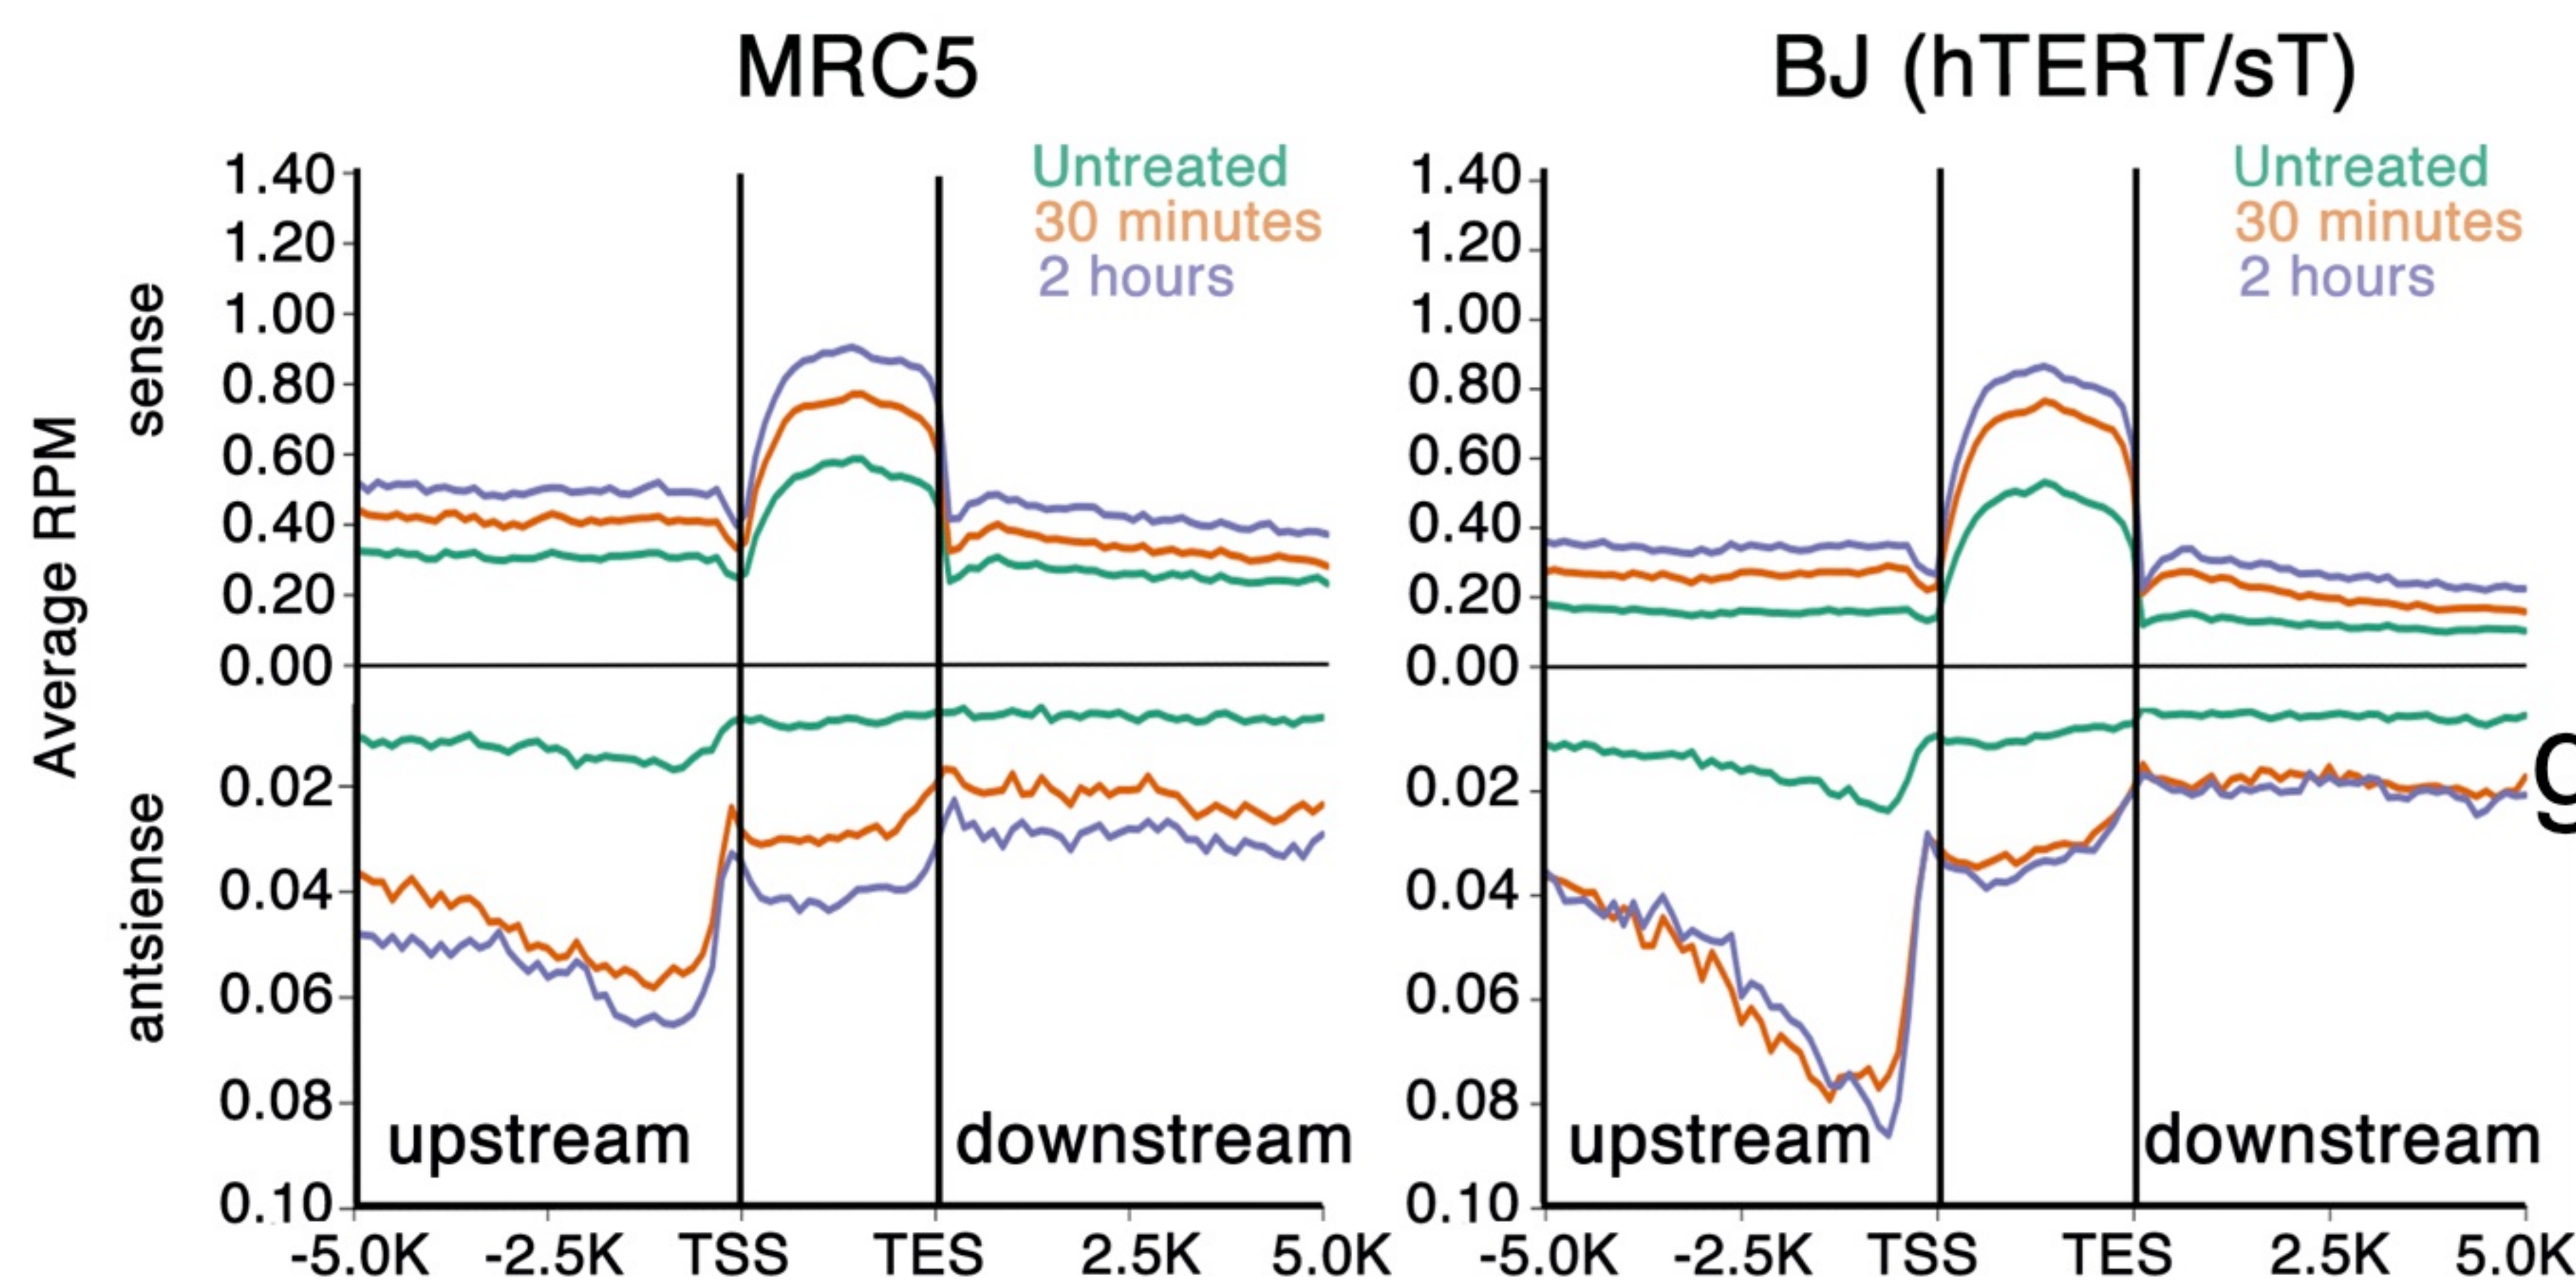

b

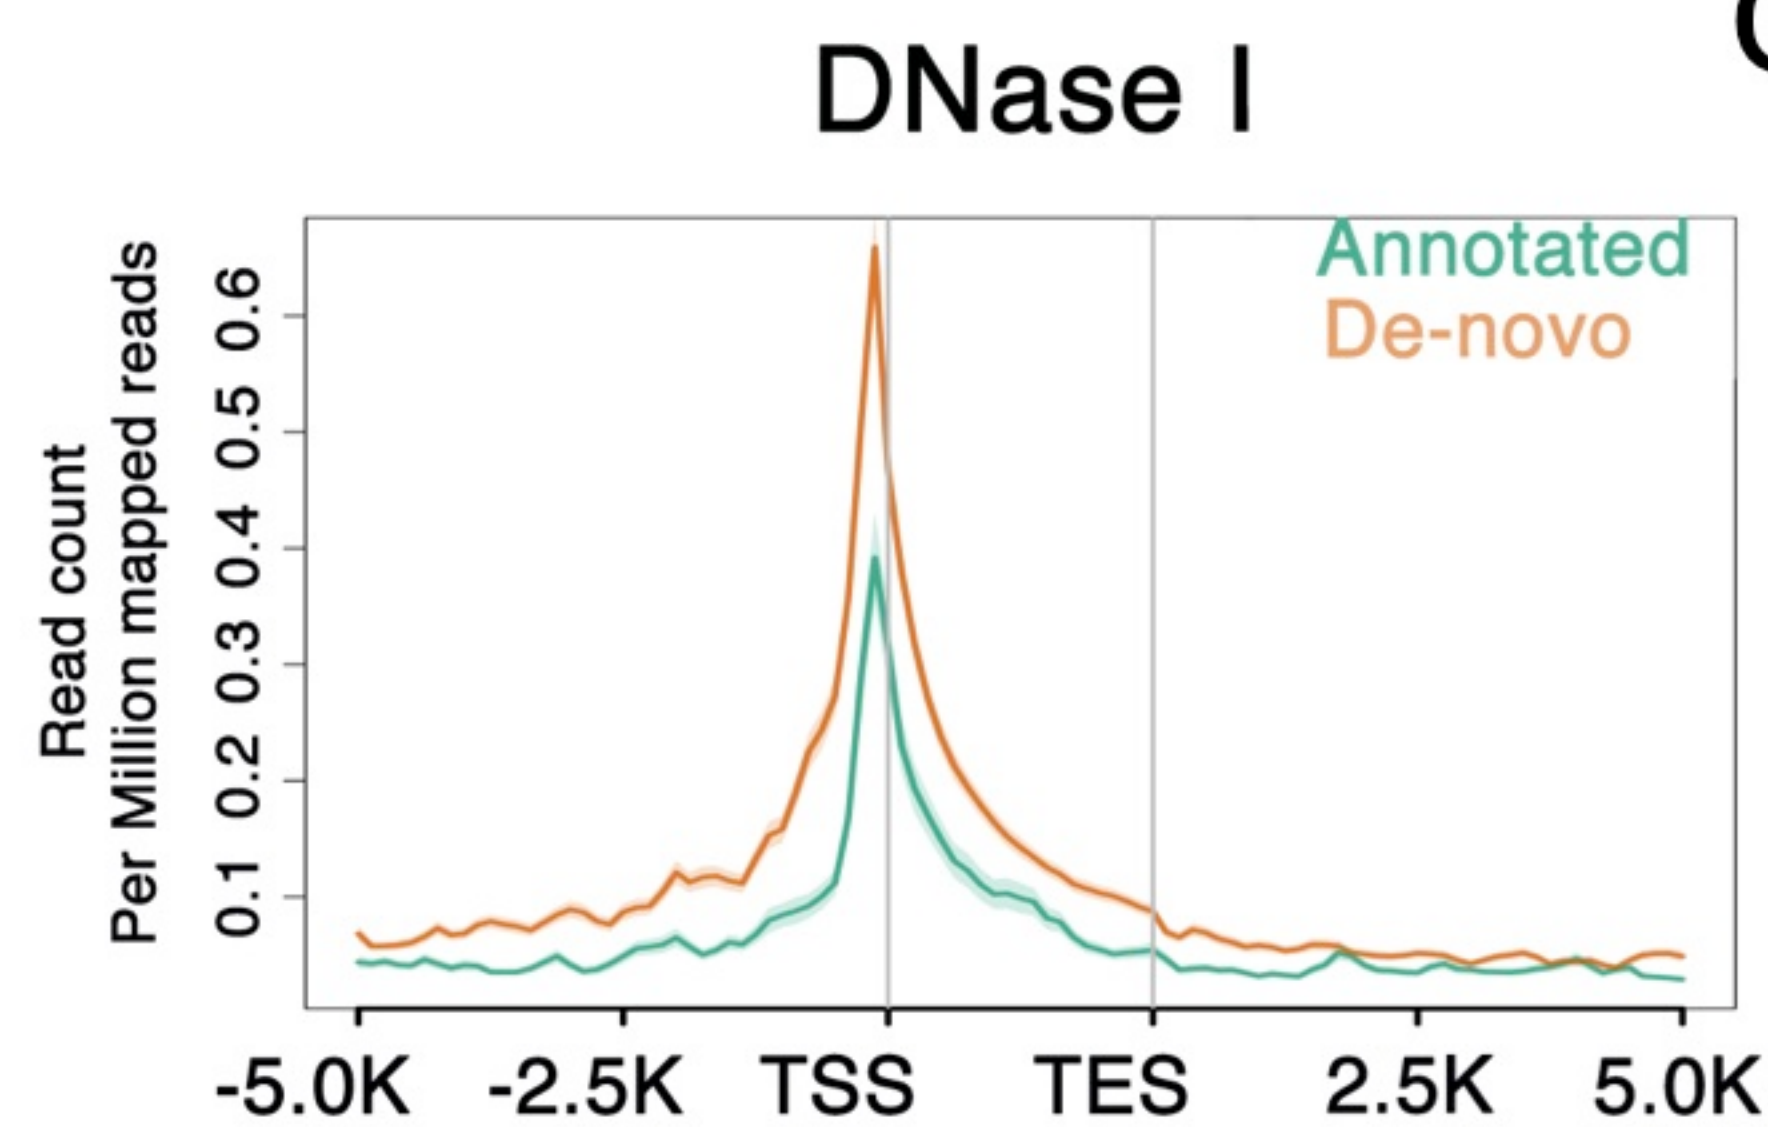

d

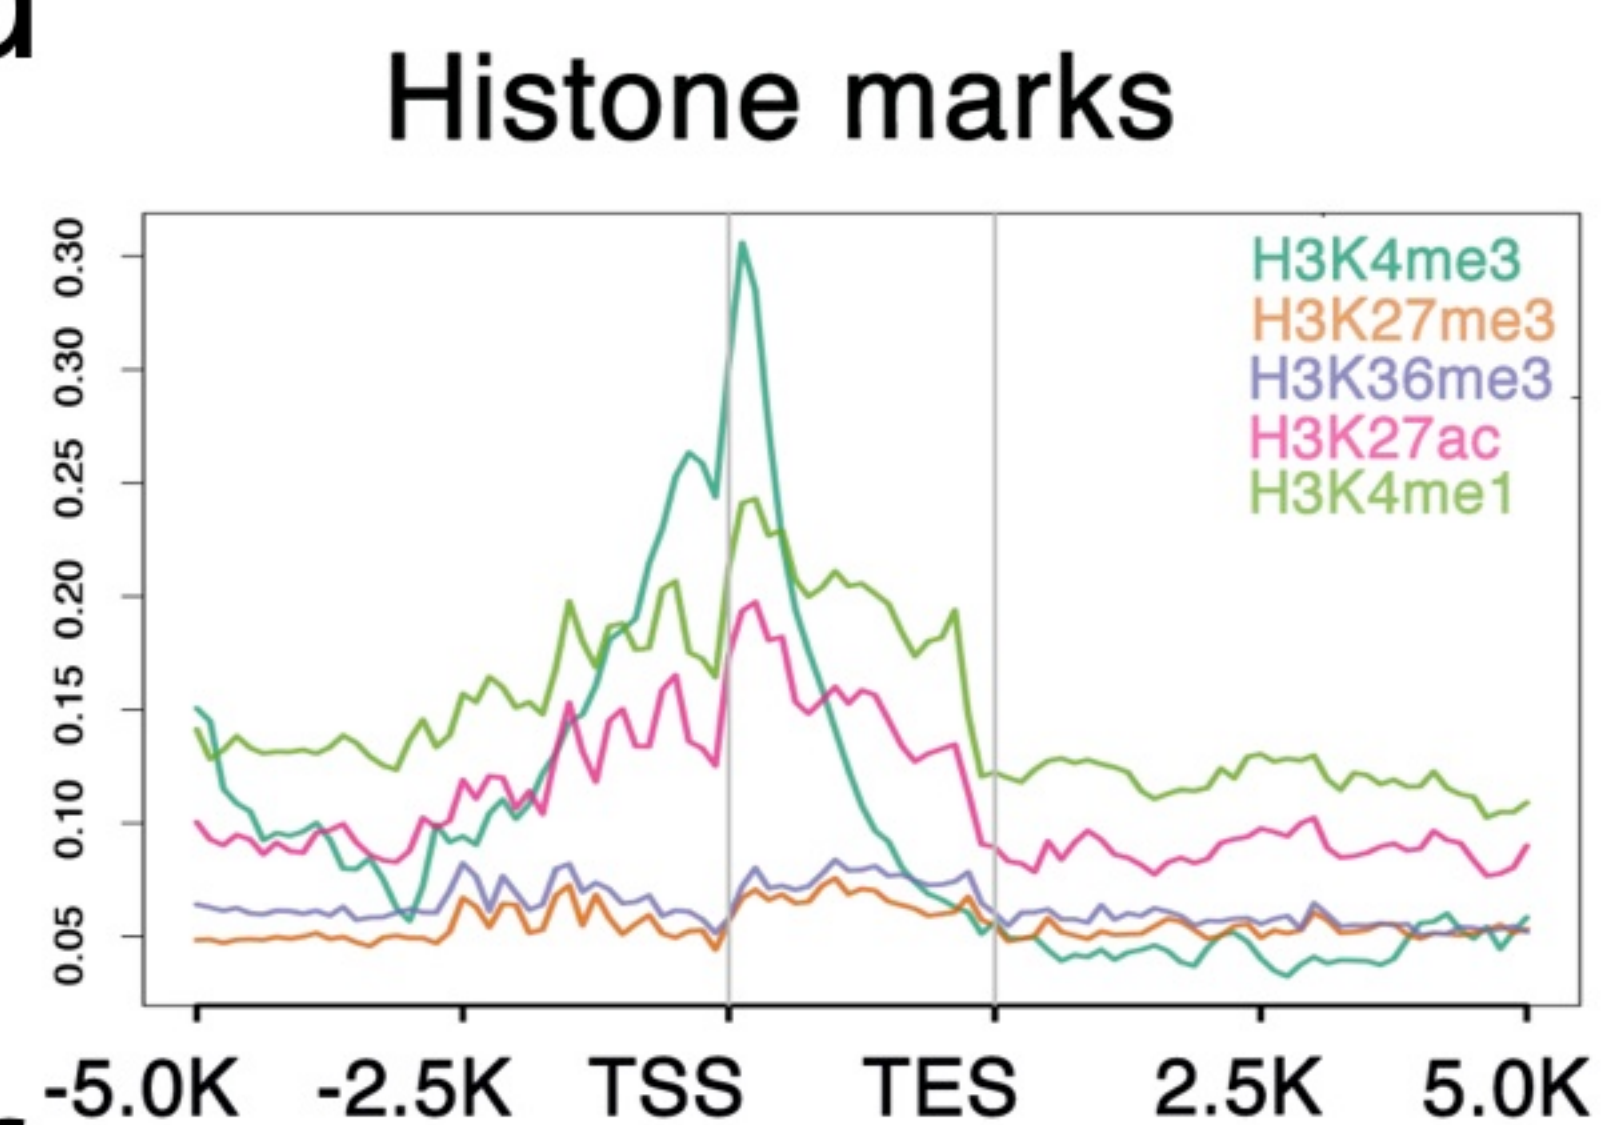

c

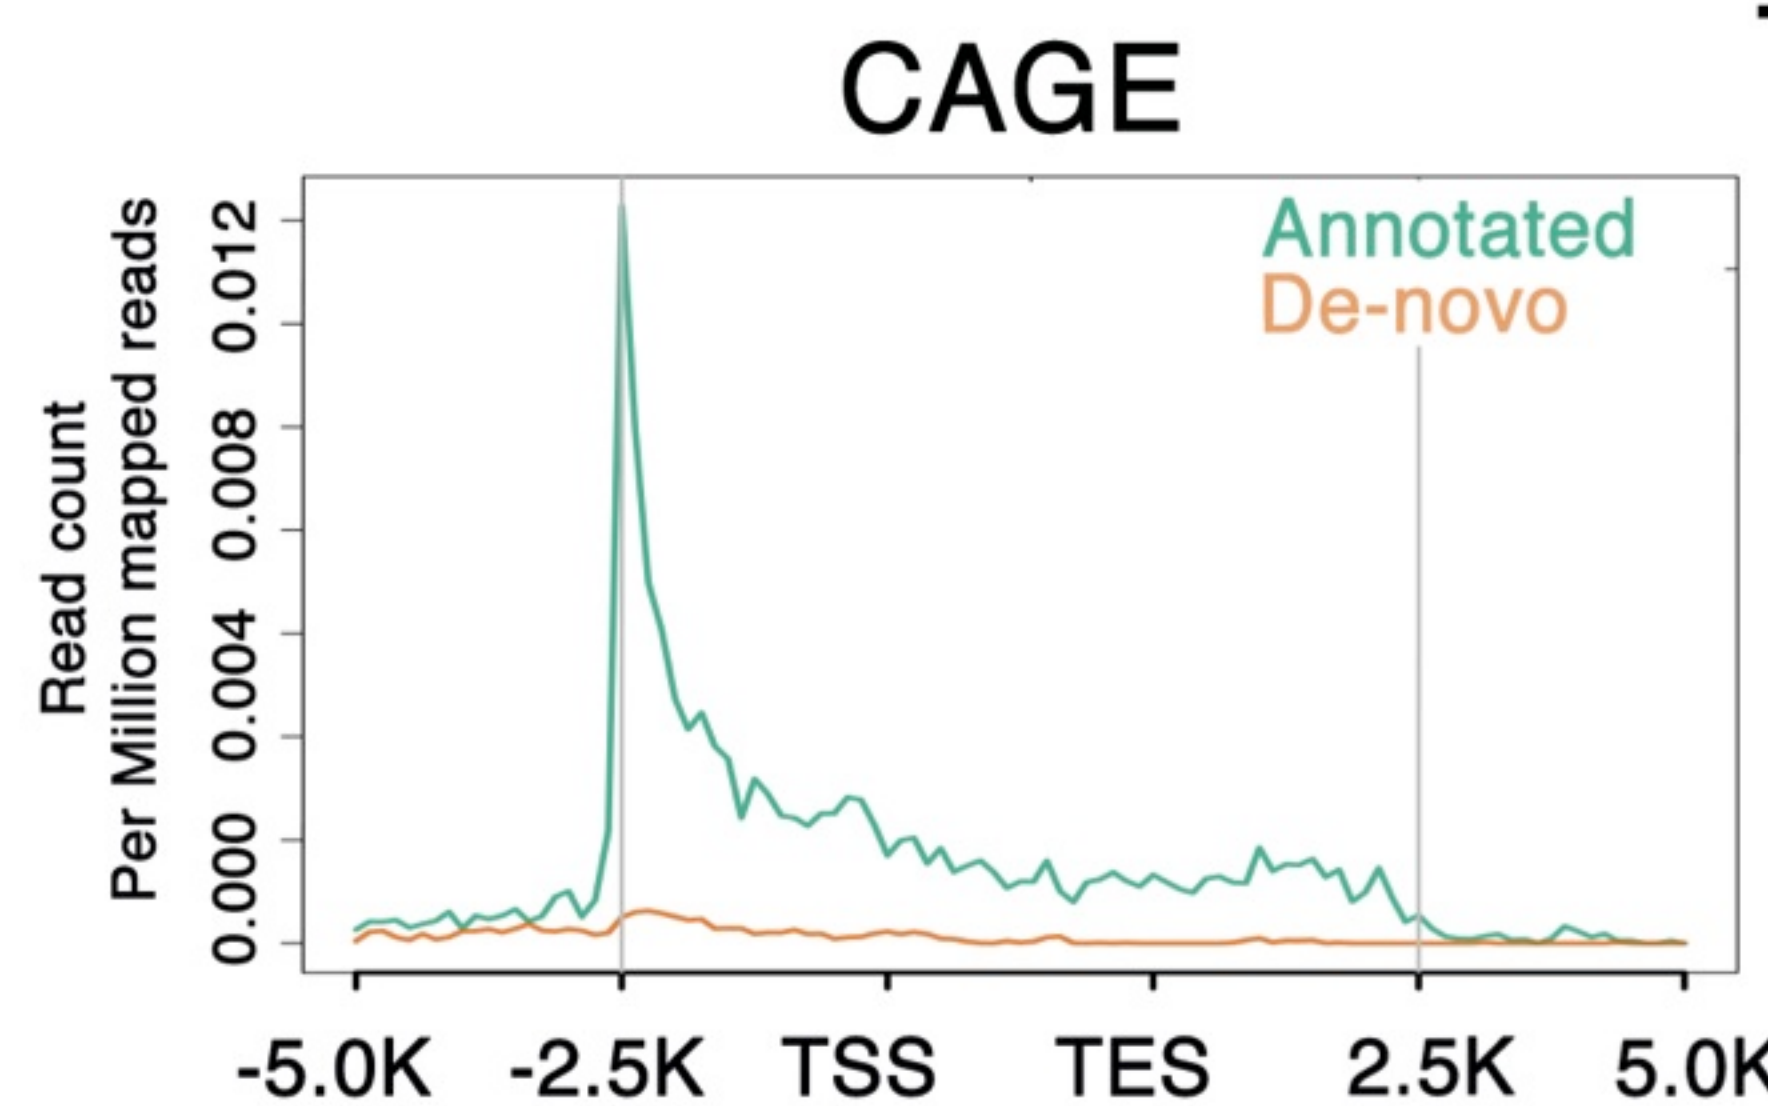

f

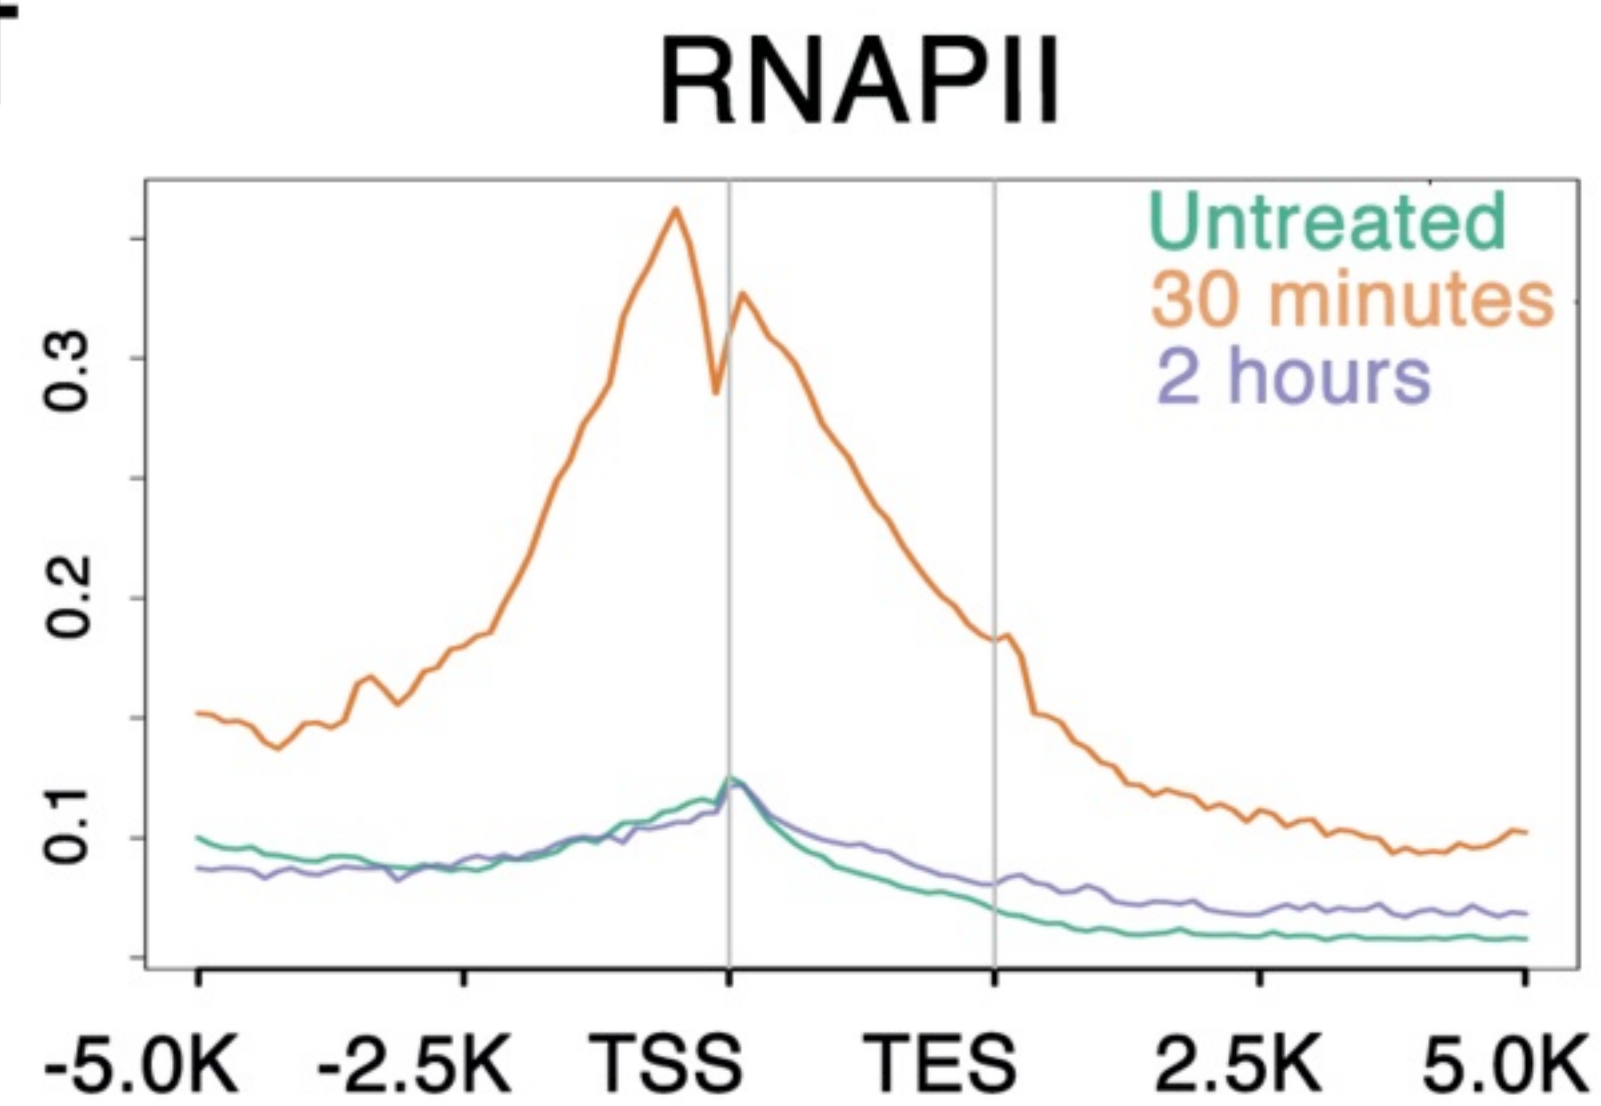

e

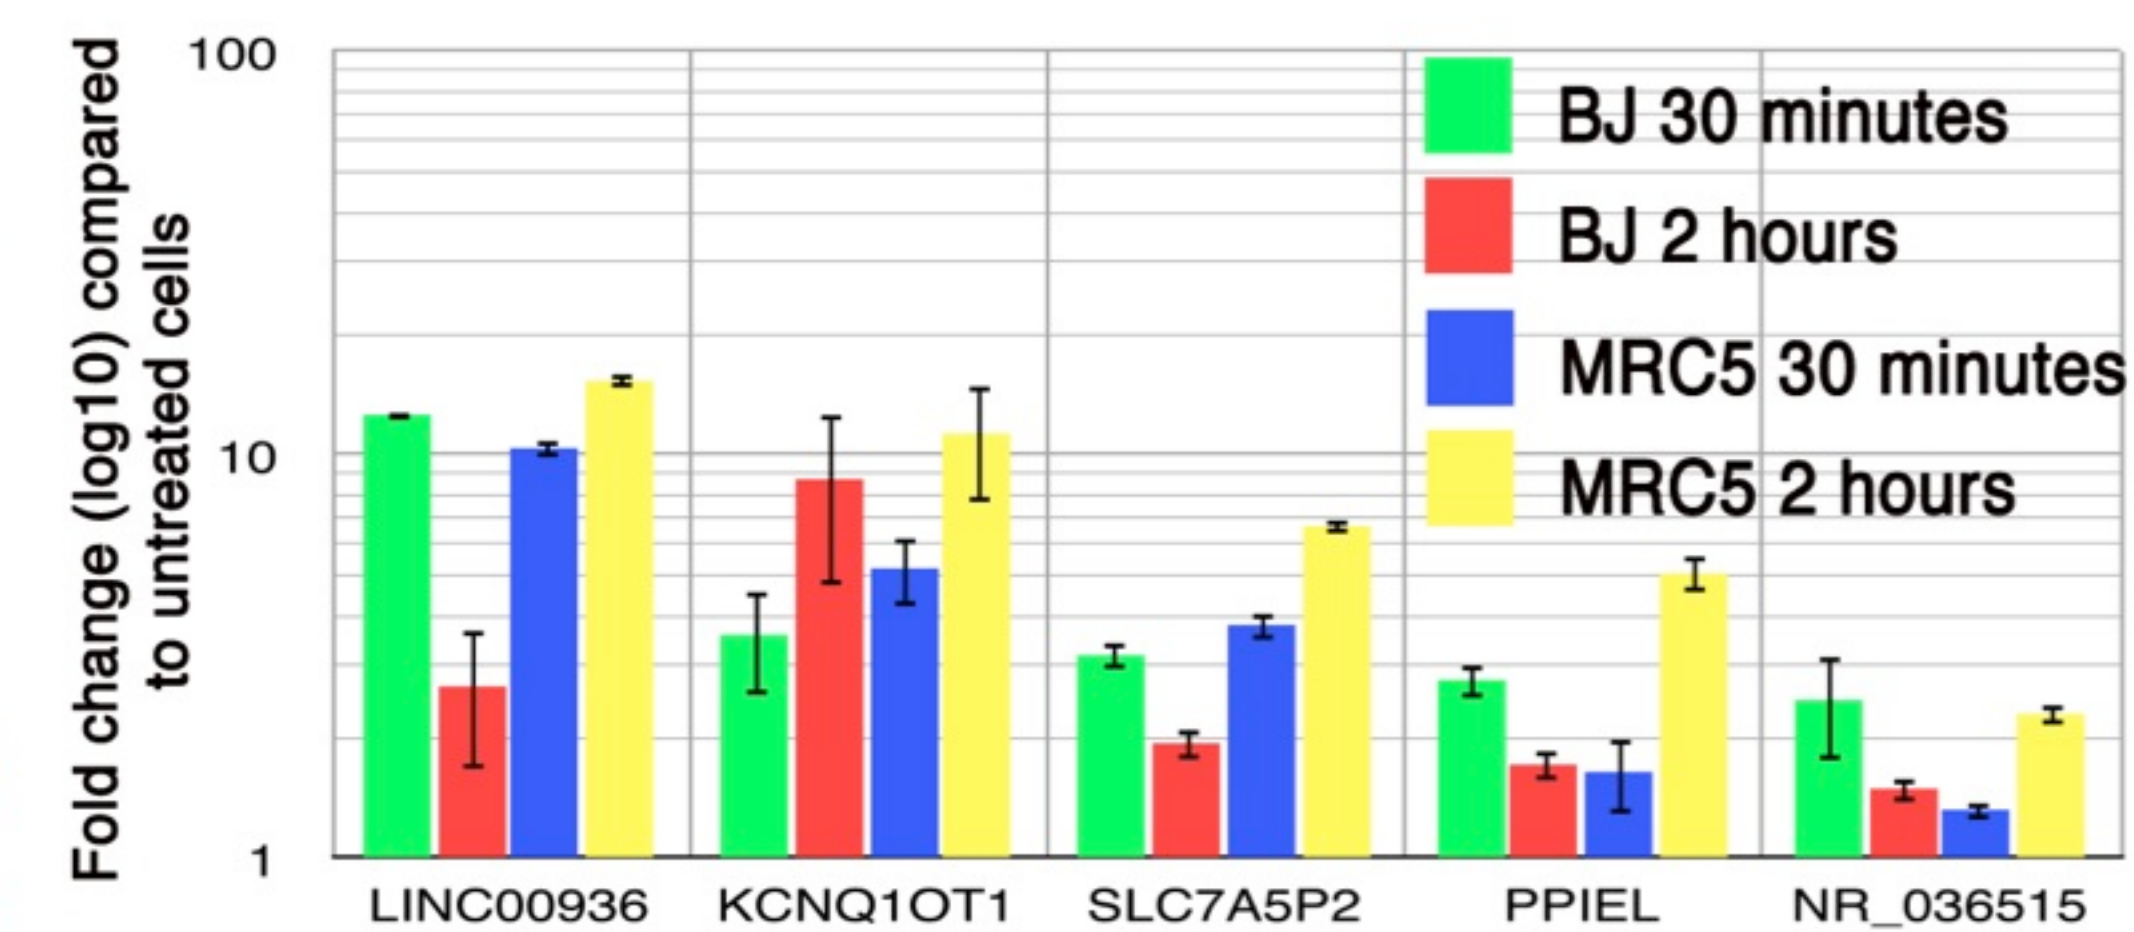

g

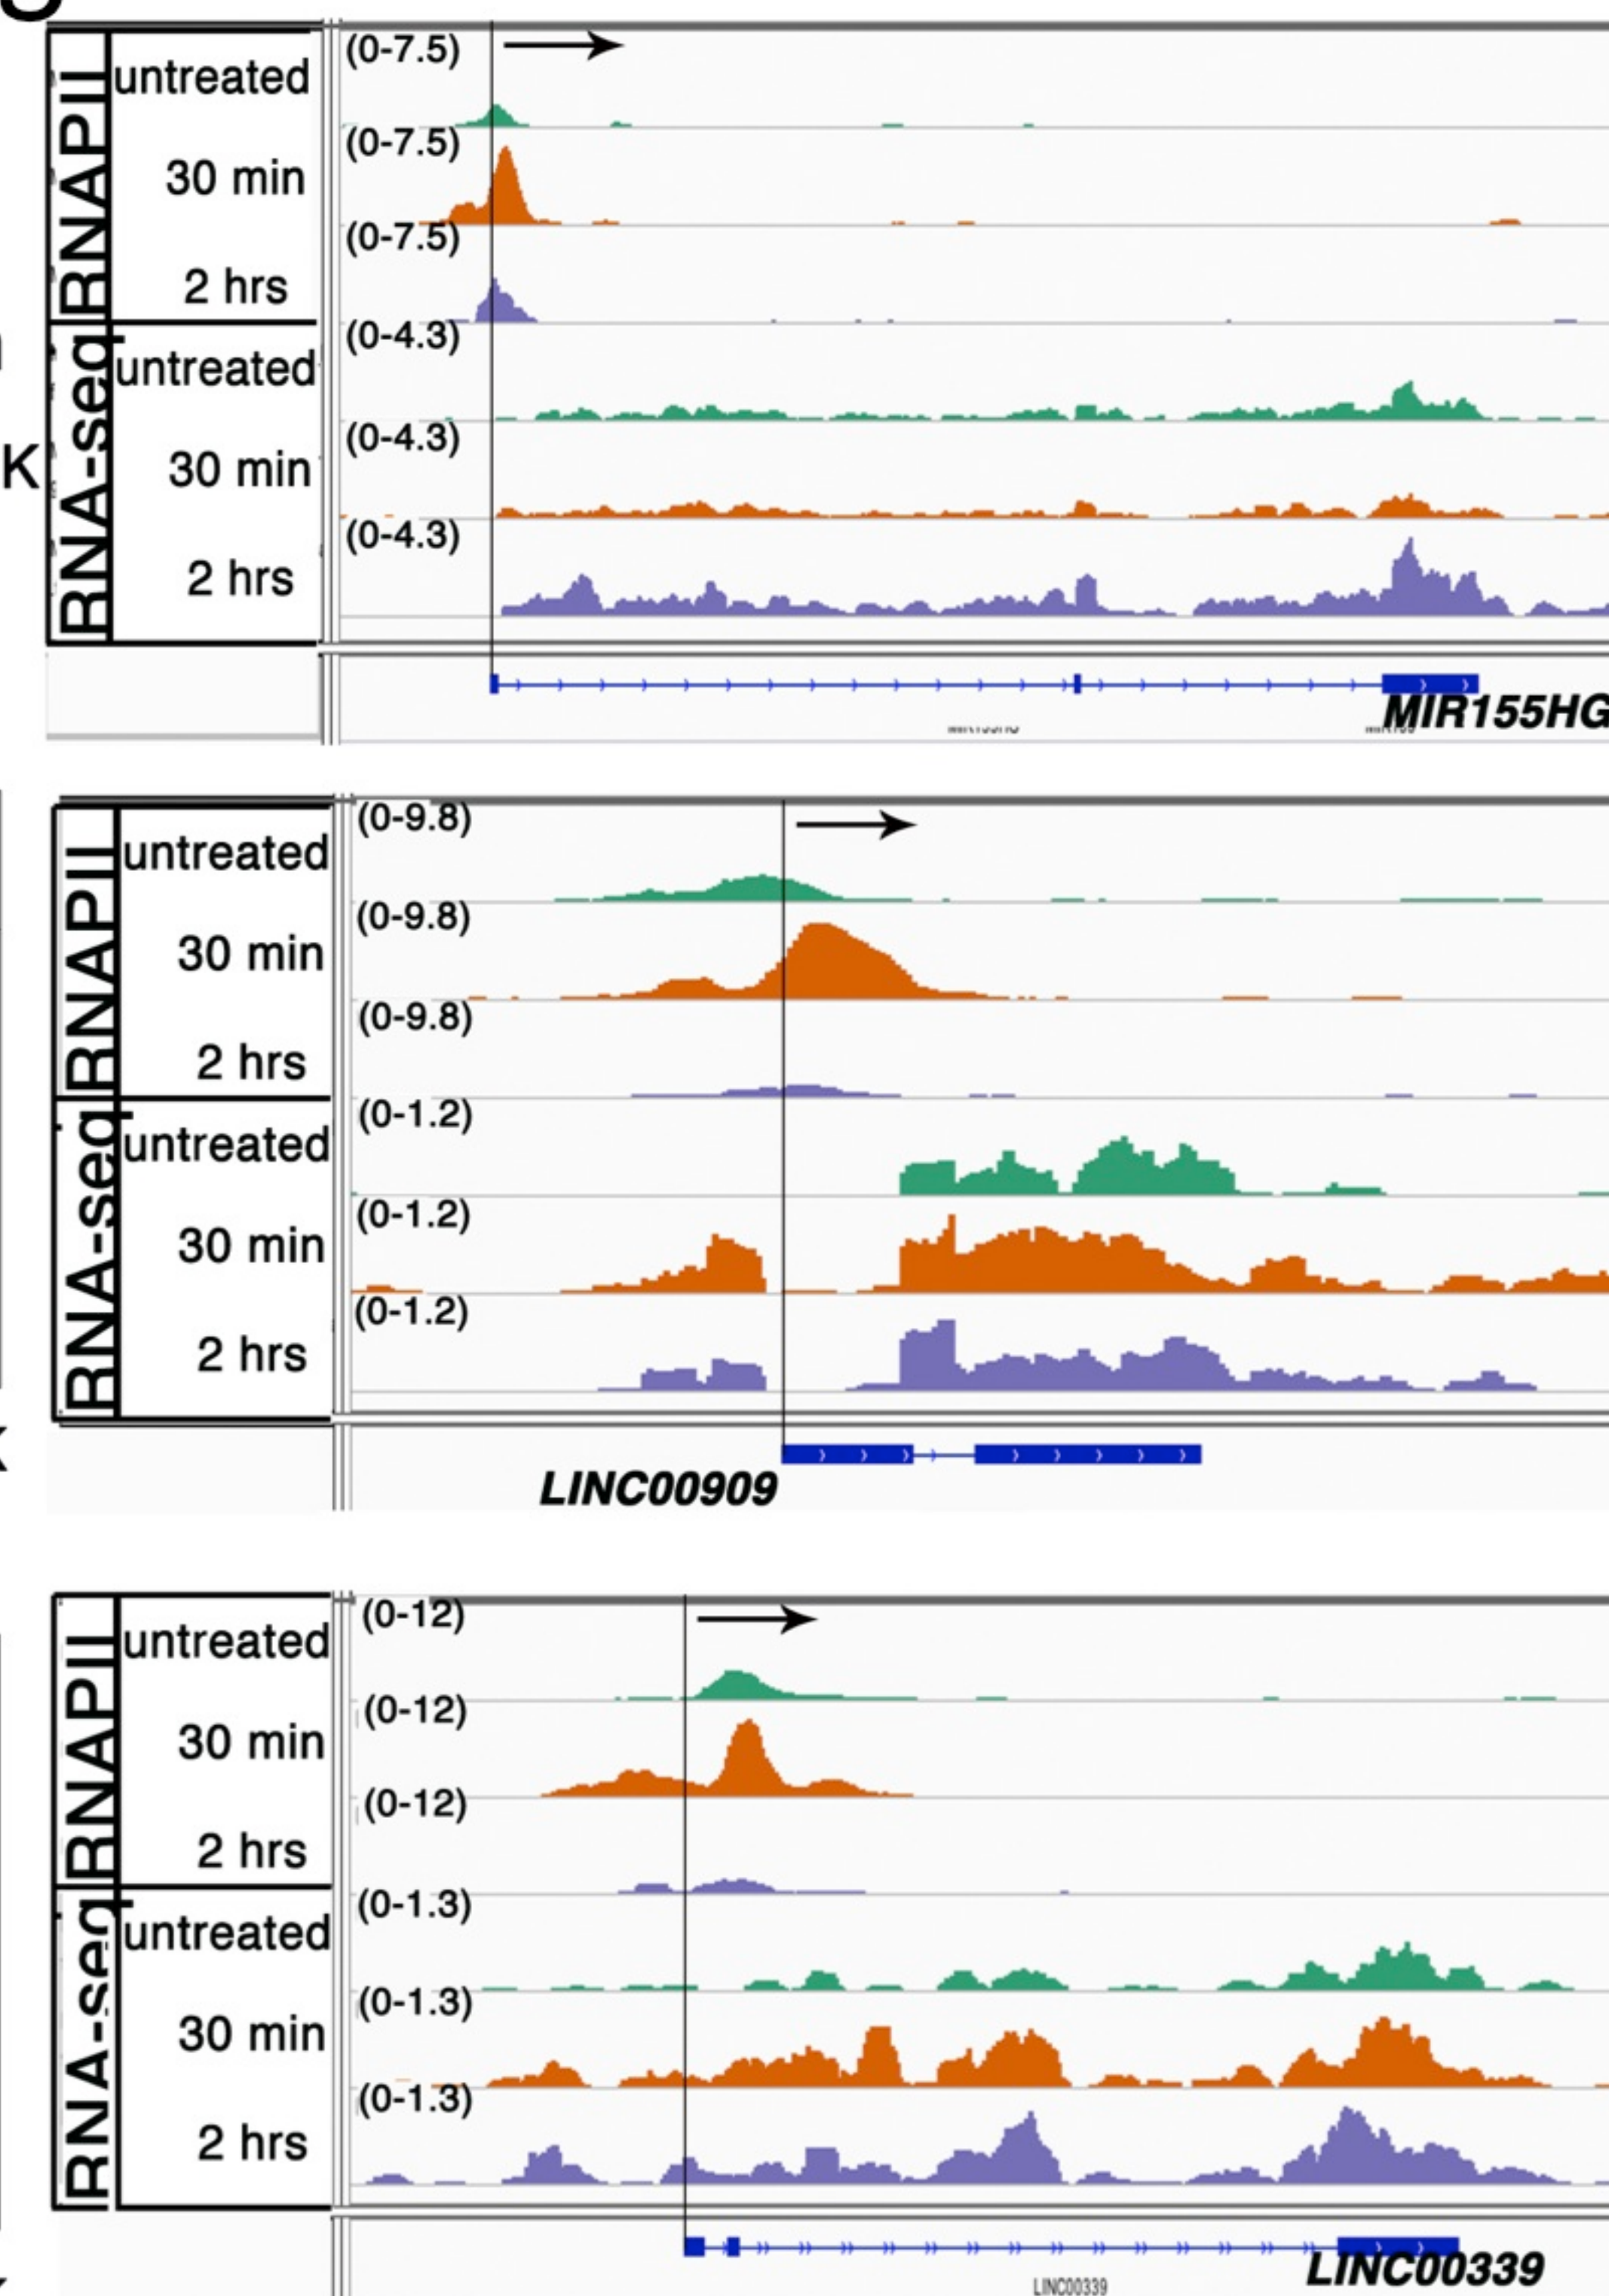

Figure S8

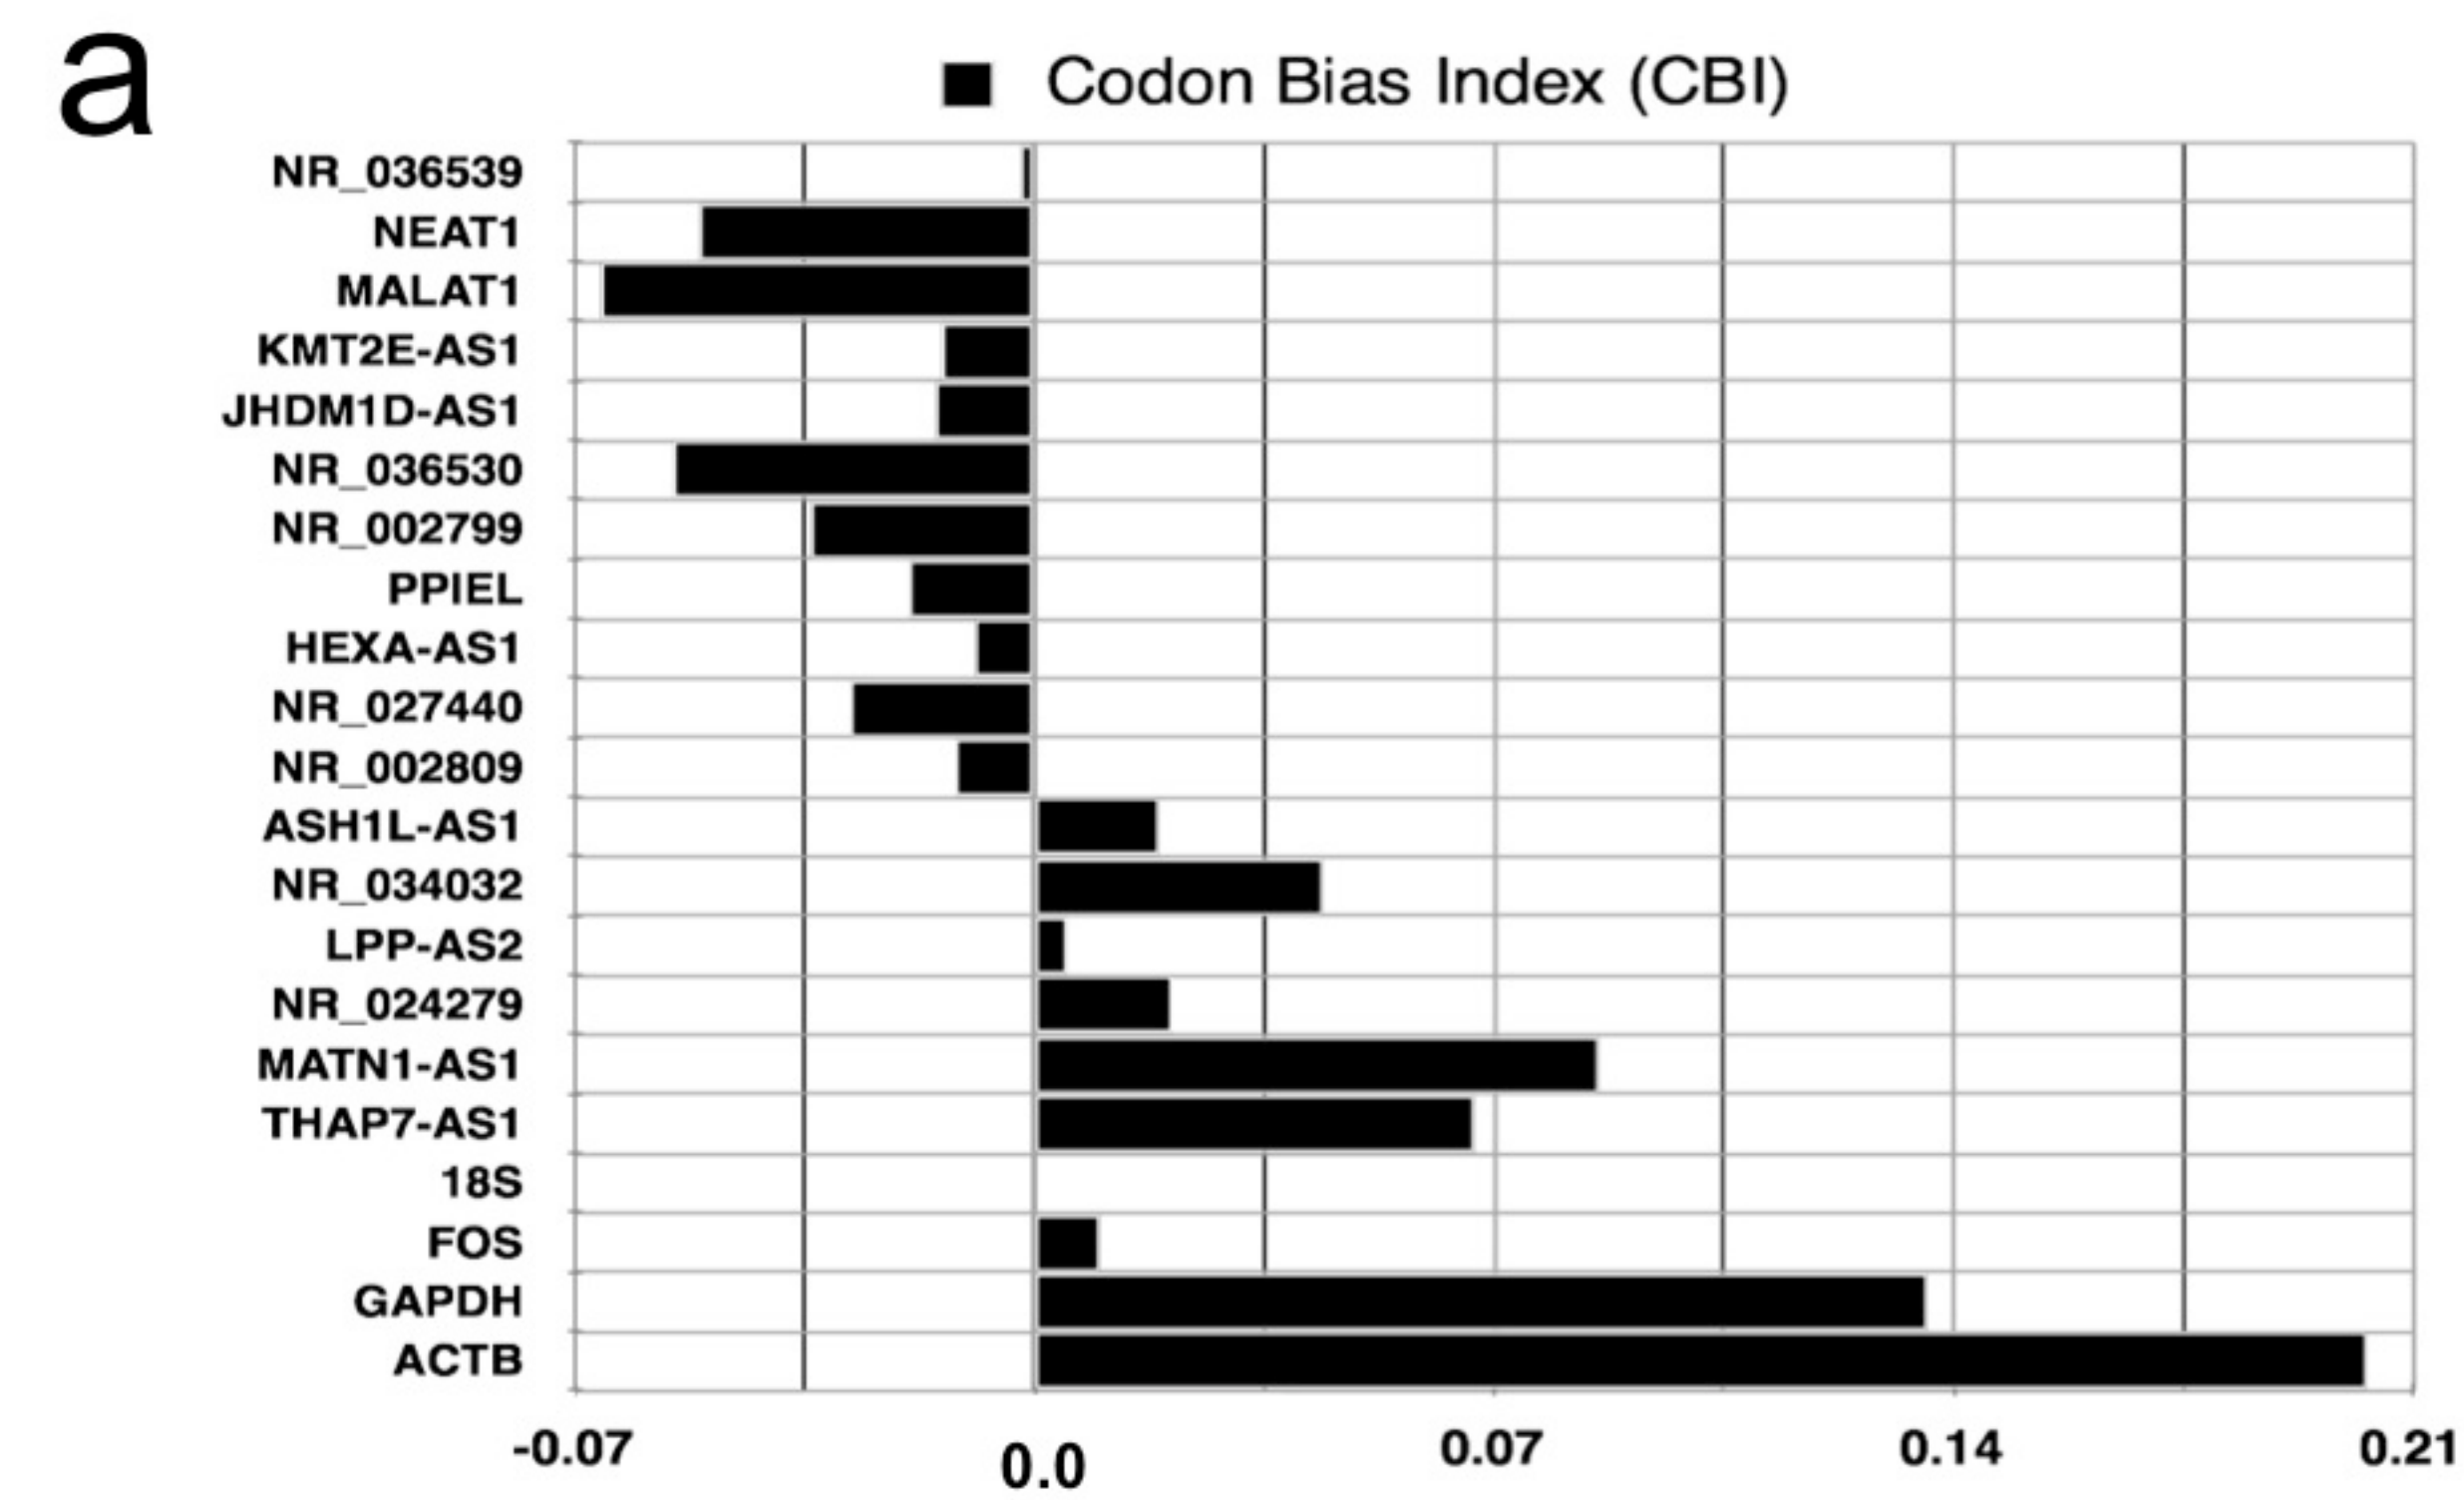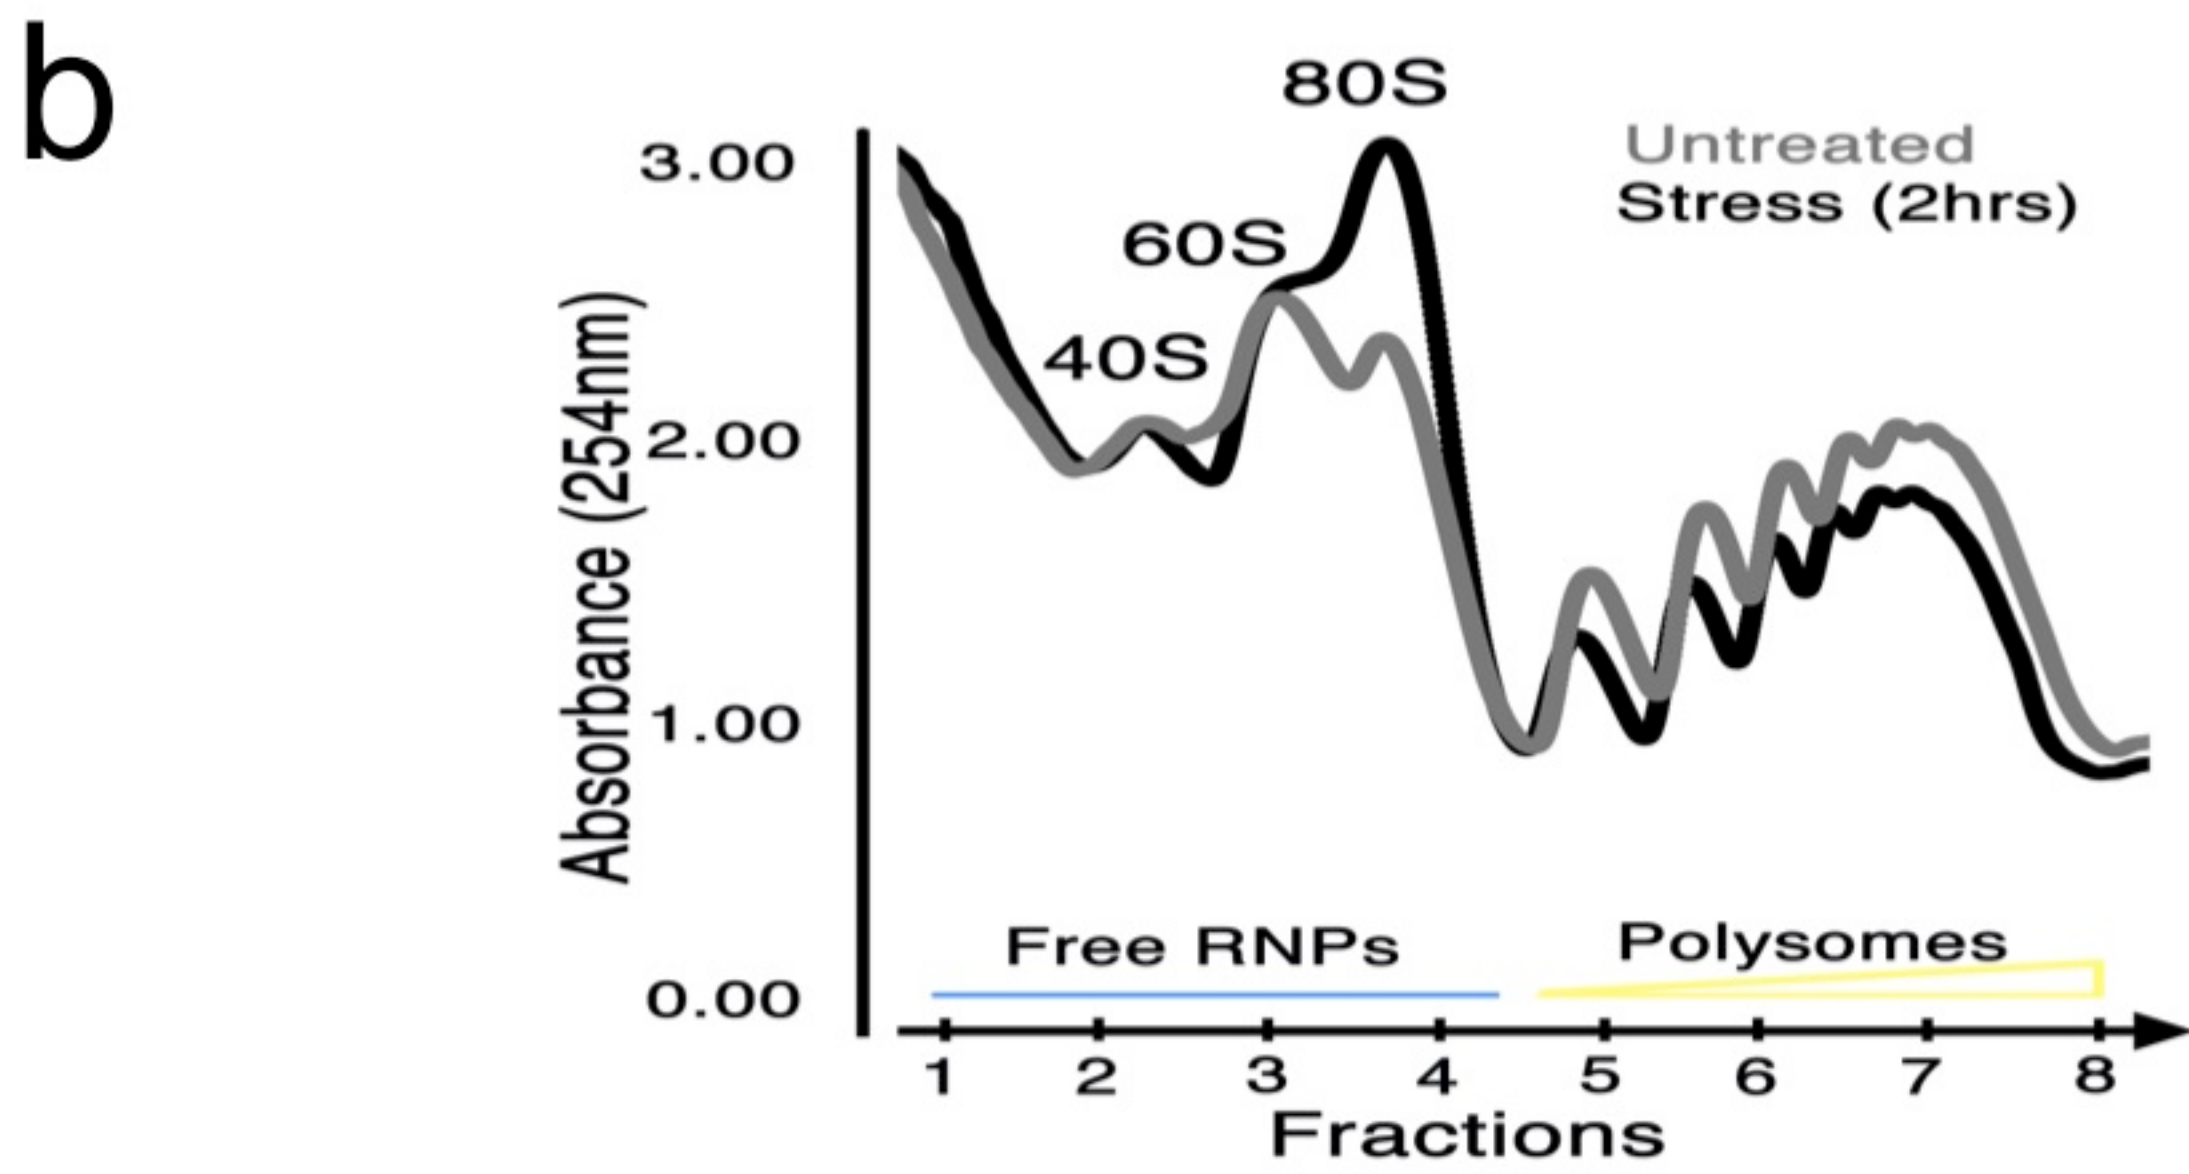

**c**

|                    | Classification        | No polysomes |          | Light polysomes |          | Heavy polysomes |          |
|--------------------|-----------------------|--------------|----------|-----------------|----------|-----------------|----------|
|                    |                       | concurrent   | opposite | concurrent      | opposite | concurrent      | opposite |
| OS-induced lncRNAs | promoter-associated   | 33           | 136      | 38              | 189      | 43              | 322      |
|                    | downstream-associated | 23           | 73       | 43              | 89       | 64              | 133      |
|                    | distal                | 51           | 45       | 60              | 50       | 71              | 62       |

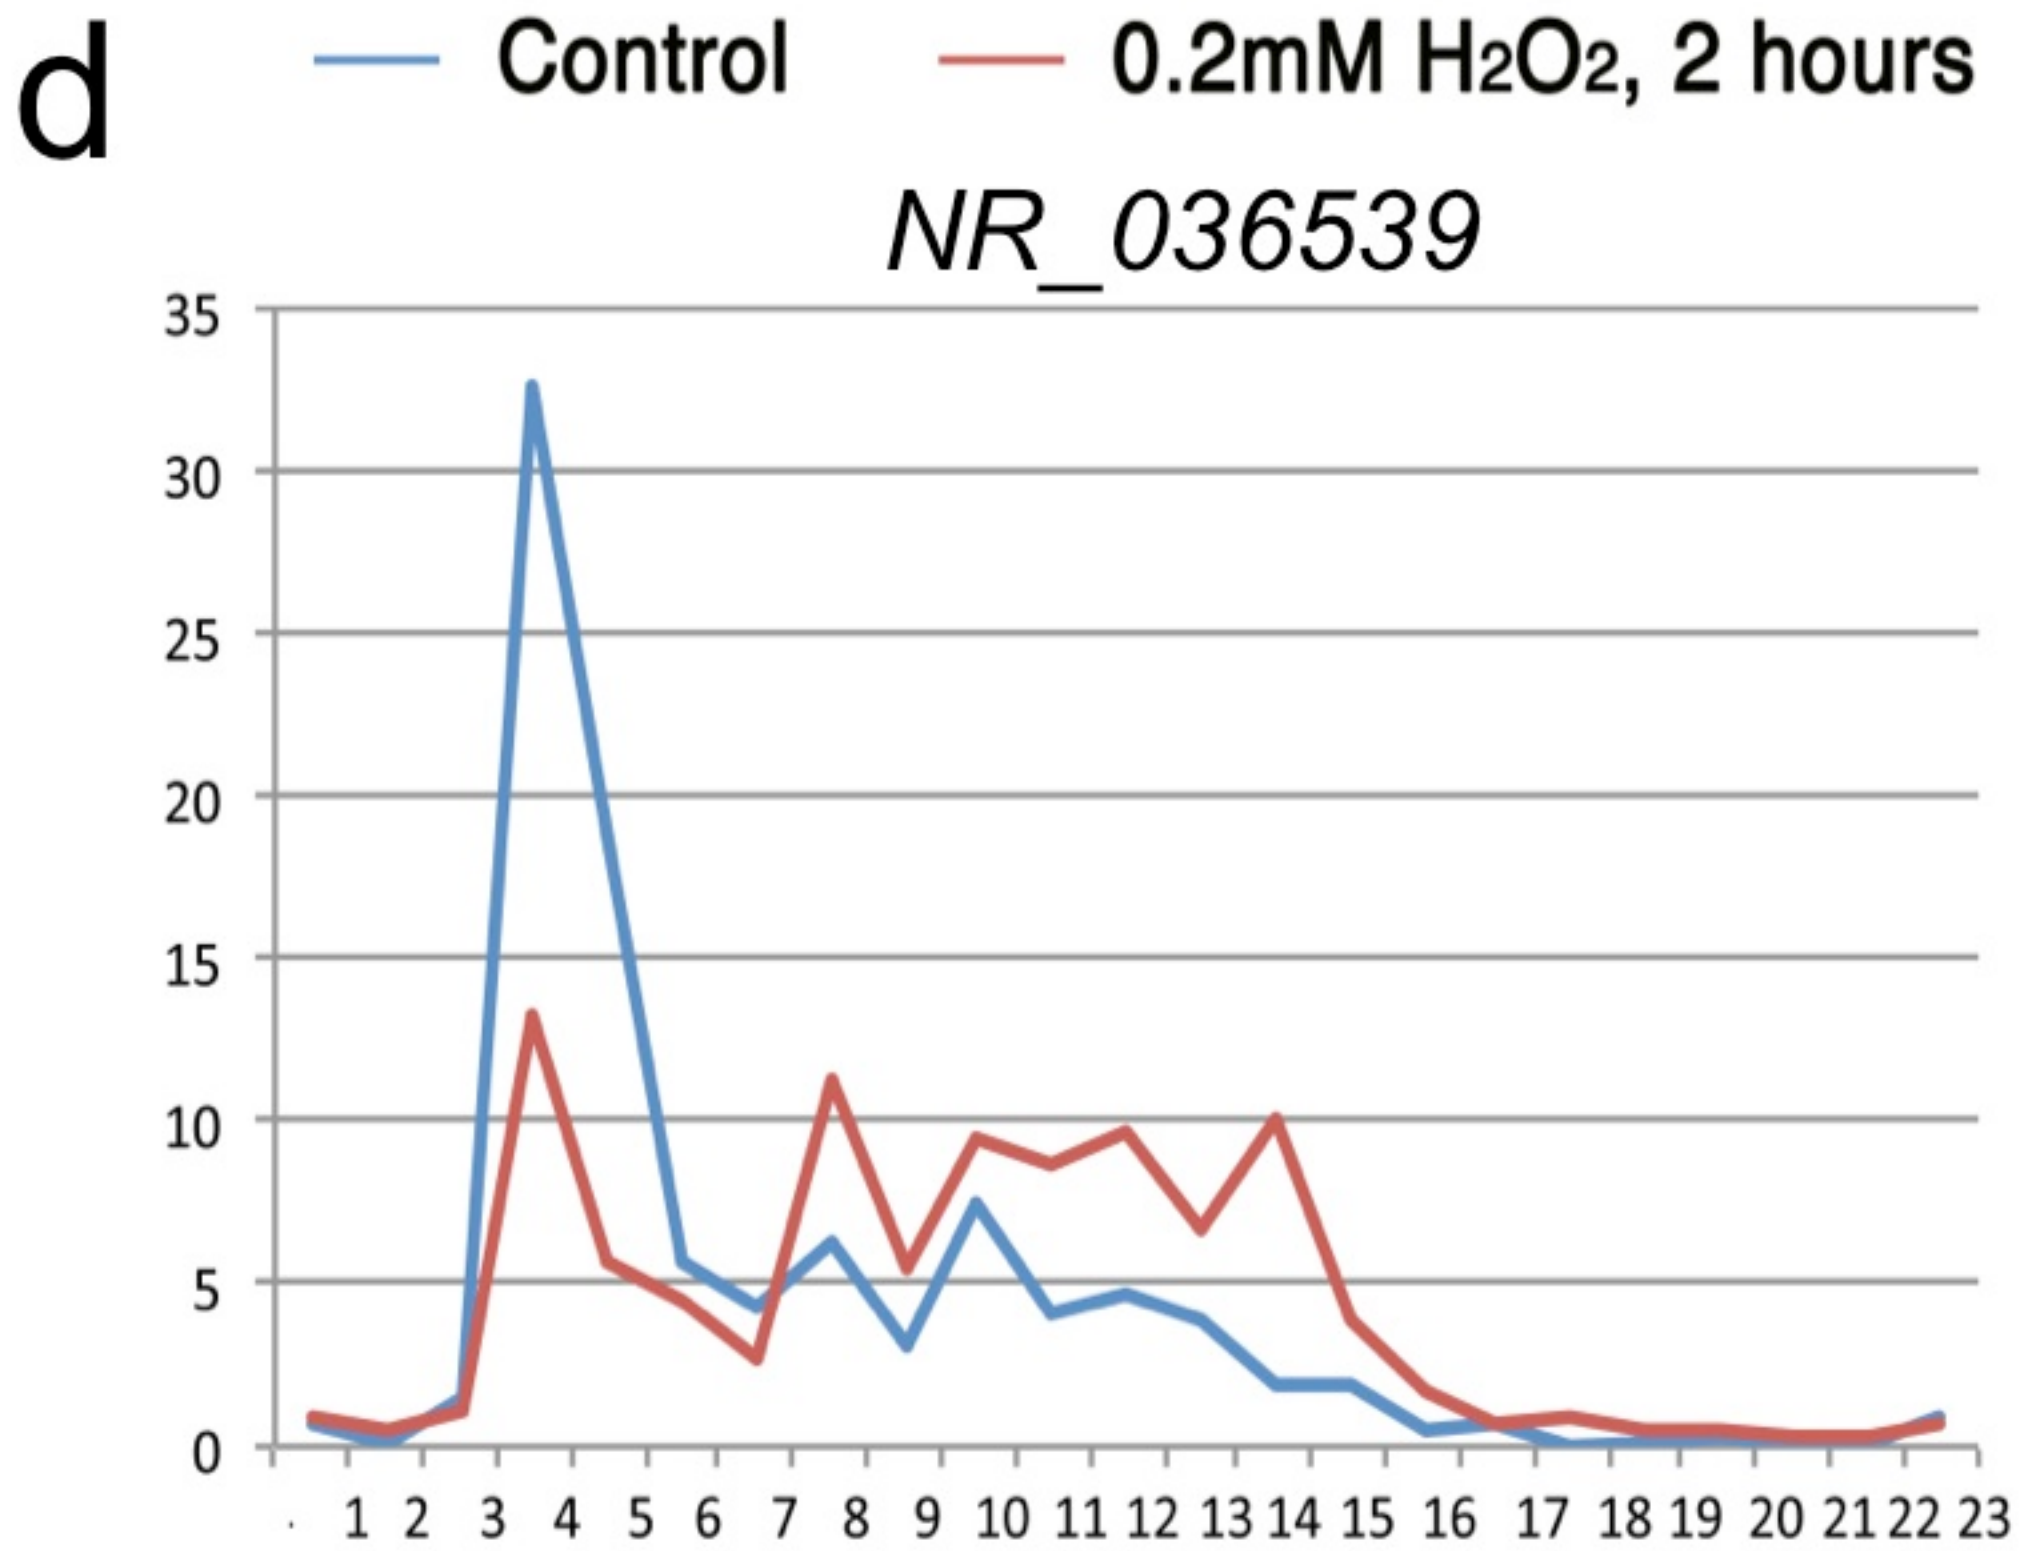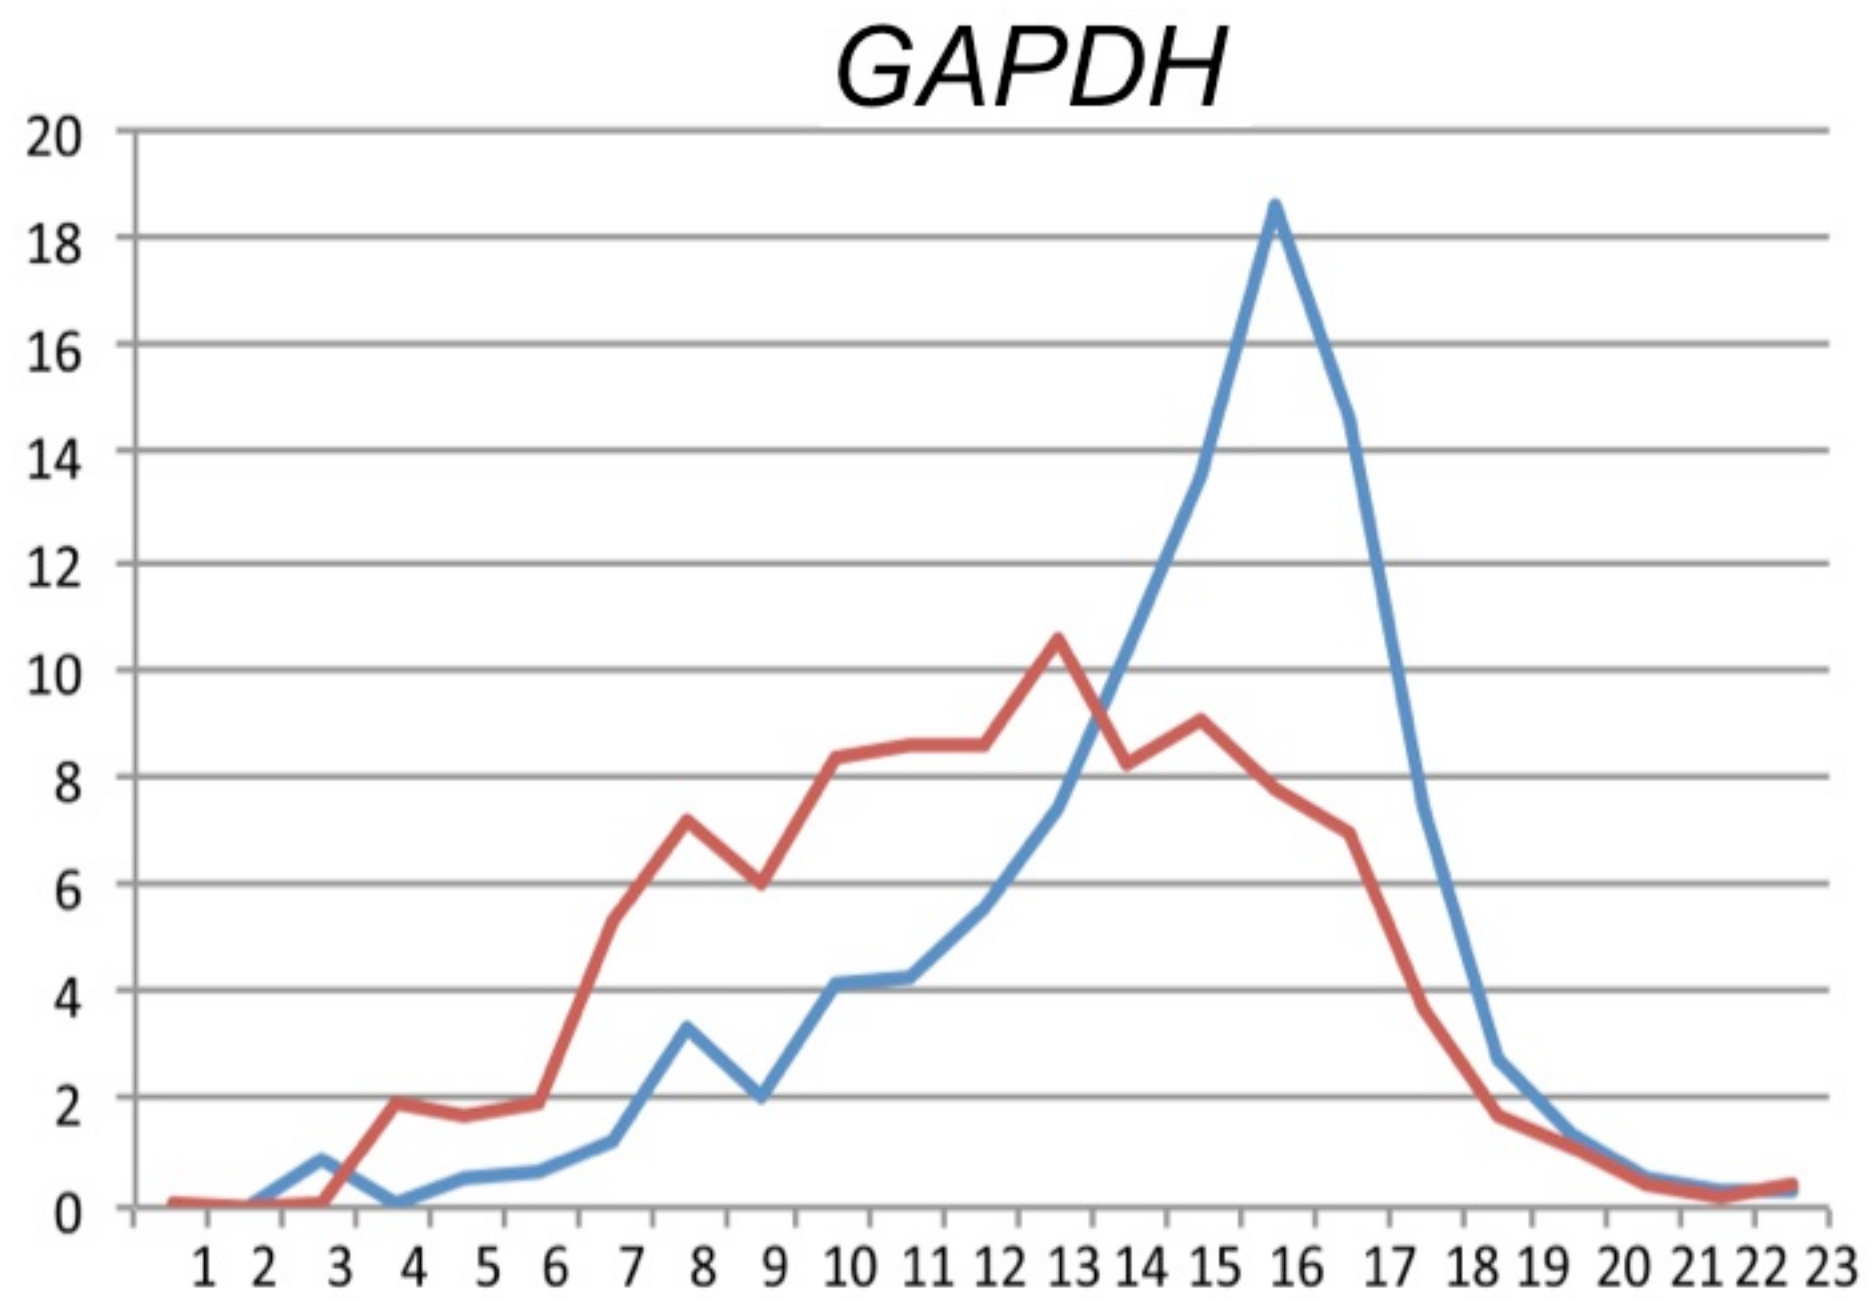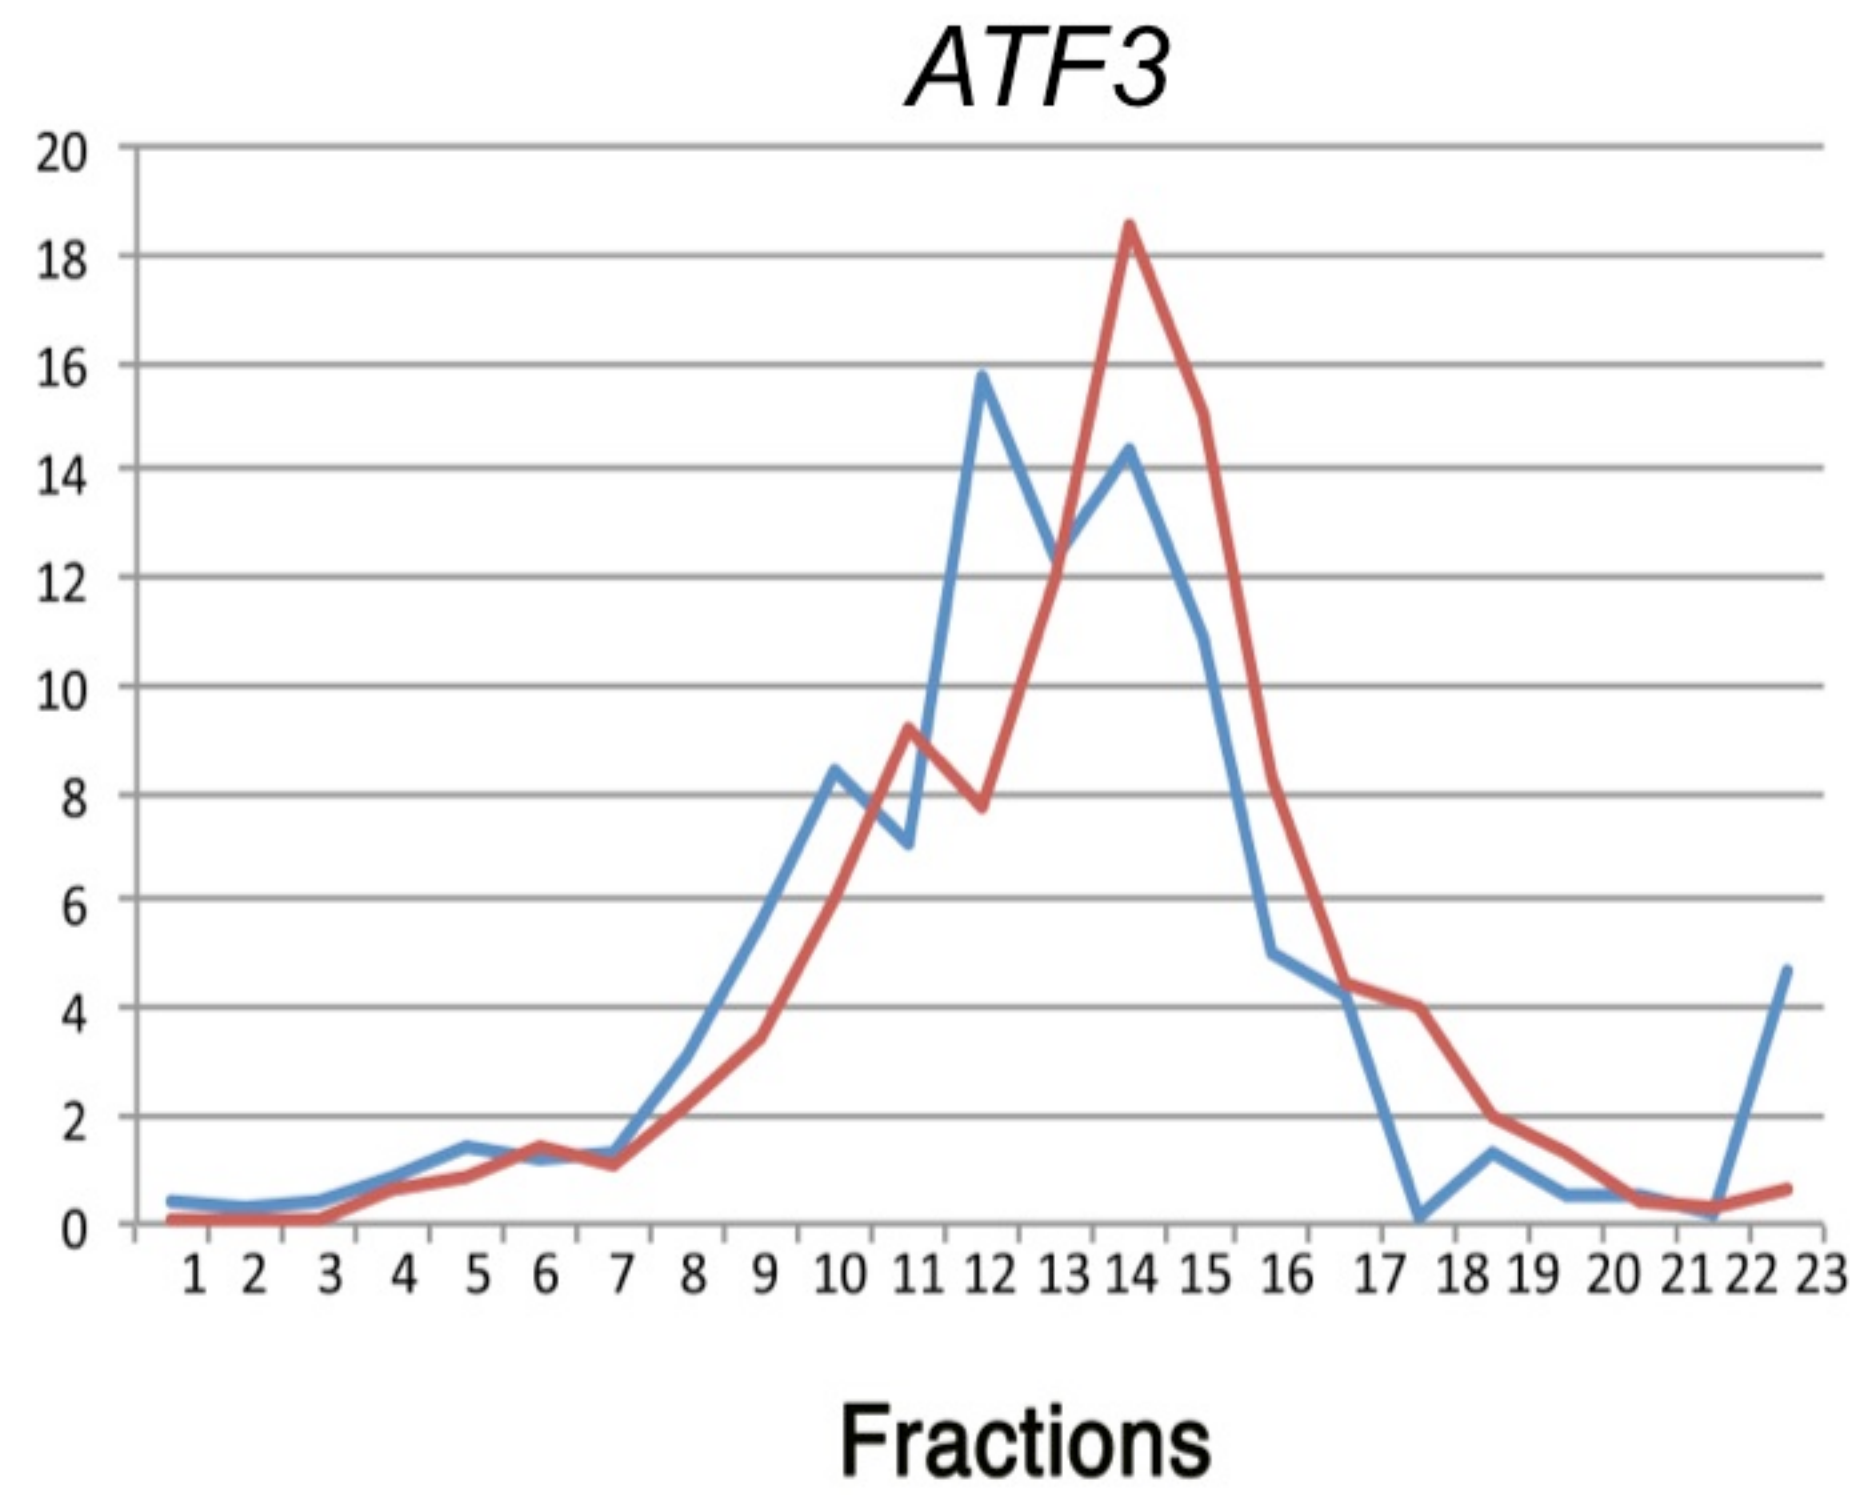

**Supplement:** Supporting Information

How the deposited data were processed for this re-analysis (not part of the article)

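The files used hold the microarray part of the study. They cover 24 arrays of MRC5 cells in 8 groups of 3, which are control and OS (0.2 mM hydrogen peroxide, 2 hours) crossed with total RNA and the untranslated, low and high pools. The sequencing, chromatin immunoprecipitation and RT-qPCR experiments were not analysed here.

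The authors scanned the arrays and deposited the output of Feature Extraction 10.7.3.1, which gives the intensity of every spot, with the background already subtracted in the processed signal. The header of these files names GRCh37 as the build of the array design. The authors also deposited a table of log2 values per probe. It differed by at most 0.0023 from the log2 processed signal after quantile normalization over all probes together, and served as an alternative. The replicate numbers follow the deposited sample labels. The control untranslated replicates 1 and 2 share a label number. The SD of their log2 difference was 0.908 and not the lowest among replicate pairs, so by a rule set before the data were examined they were kept as 2 replicates, with their mean as an alternative.

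The methods describe 2 ways of normalizing the arrays. The one given in more detail was taken as the main setting, with log2 of the processed signal and quantile normalization of lncRNA and mRNA probes separately. The other, normexp (offset 50) and quantile normalization, was an alternative. The methods also state that anomalous replicates were removed but do not name them, and all 24 arrays were kept. Control spots and the 178 probes with an outlier mark on any array were left out, which left 43911 lncRNA and 17448 mRNA probes. No probe spot was saturated. Spots of a probe were averaged and different probes of a transcript kept apart. Of the lncRNA probes, 6947 share their sequence with another lncRNA probe, and 296 mRNA probes share theirs with a lncRNA probe, so their signals cannot be assigned to a single transcript. Gene names come from the array design, and current symbols were matched by RefSeq accession to a table for GRCh38.p14, from which no coordinates were taken.

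A linear model over the 8 groups was fitted with limma 3.58.1 in R 4.3.3, with moderated variances and Benjamini-Hochberg adjustment over the tested lncRNA and mRNA probes together. The comparisons were OS against control in total RNA and the shift between the untranslated and the high pool. A probe was tested where it was well above background on every array of at least 1 group compared. The rule of the methods was applied without this filter, with an unadjusted p under 0.1 from limma in total RNA, a fold-change of 1.5 for the classes and a minimum difference of 1 between linear ratios. The direct comparison of the categories used quantile normalization over all probes together and an exact permutation test of 3 gradients against 3, whose smallest p is 0.1. Gene lists from Tables S1 and S2 were tested with camera (correlation between genes 0.01) and fry. The transcripts named are 27 names taken from the paper and the 3 most positive and 3 most negative changes per category and comparison, among called probes whose 3 OS values (for the shift, gradients) all lie on one side of the 3 control values. Of the 27 names, 10 were found on catalog probes. The separation held for 46.9% of the lncRNA and 48.3% of the mRNA probes tested in total RNA, and for 27.4% and 39.7% of those tested for the shift.

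The steps were tested on simulated data with each probe's mean over the real arrays and, except for the rule of the methods, its spread. The changed probes were drawn from those well above background on every array, so recovery of dim probes was not tested. With 200 probes changed by 1.5 on the log2 scale, 73.5% were recovered in total RNA, among 22366 tested, with 12 false calls. In the shift 58.0% were recovered, among 20276 tested, with 7 false calls. The rule of the methods sorted all 40 probes with known ratios as they were made, in data almost without noise. A difference of 0.3 between the categories was recovered as 0.29 over 20276 probes. A list of 100 probes raised by 0.5 in total RNA was recovered with a difference of 0.48. These last simulated values were not normalized, so what normalization removes from such differences was not tested.

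Alternatives set before the data were examined were other normalizations, other filters on dim probes, blocks for replicate number and slide, the mean of the probes of a transcript, no moderation, a fit of only the groups compared, the low pool in place of the high pool, other forms of the rule of the methods and leaving out each array in turn. Alternatives chosen after seeing the data were scaling on 4 spike-in probes, mRNA probes with a coding RefSeq accession only, leaving out regions of arrays that deviate, and leaving out 1 or 2 deviating arrays from the whole fit. The share of promoter-associated lncRNAs was planned but not computed, because the array files give the custom probes a transcript identifier but no position or class.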

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

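The tests of a single array and of normalization in this part were chosen after the shifts had been seen. The most positive and the most negative called shift per category were looked at more closely, because the effect of OS on these probes differed between the untranslated and the high pool by the interaction term of the limma fit.

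Among lncRNA probes, ENST00000391707.2 had a shift of 4.25 (adjusted p = 7.05e-07). It was well above background in the high pool upon OS and in none of the other 3 groups of the comparison. A single array as the cause is argued against, since with any array left out the shift was at least 4.05 (largest adjusted p = 7.64e-06 from limma). The value closest to 0 under another normalization was 1.37, and the shift was past the threshold under each (largest adjusted p = 0.0271). The normalization may thus account for part of the size but not for the call. The size stays open, as the signal in the other pools was near background. That OS moves this transcript toward the high pool is a hypothesis, found and tested on the same arrays.

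ENST00000562038.1 had a shift of -4.62 (adjusted p = 0.00176). In the untranslated pool it was well above background upon OS and not in control cells, while in the high pool it was well above background in both. Leaving out any array kept the shift at -4.47 or further from 0, which argues against a single array. Under another normalization it came as close to 0 as -1.84, with the call kept under each (largest adjusted p = 0.00407), so normalization or background correction may account for part of the size. A response of this transcript to OS is a hypothesis from the same arrays, and its size stays open.

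In the mRNA category, PPP2R3B-AS1 had a shift of 3.54 (adjusted p = 0.00287), with a signal well above background only in the high pool upon OS among the groups compared. With each array left out it was at least 3.25. Another normalization brought it to 1.48, with the call kept under each (largest adjusted p = 0.0356), so part of its size may come from the normalization of dim signals. A response to OS is likewise a hypothesis of open size.

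HMHA1, listed in RefSeq as ARHGAP45, had a shift of -5.39 (adjusted p = 0.00282). Its signal was well above background in both high pools and in the untranslated pool upon OS, but not in the control untranslated pool. The shift stayed at -4.75 or further from 0 without any single array, and at -2.99 or further from 0 under the other normalizations, which argues against both as the whole cause. The dim signal in the control untranslated pool keeps the size open, and cross-hybridisation of the probe was not tested. That OS moves this transcript toward the untranslated pool may be held as a hypothesis only.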

How the results depend on the processing

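Settings that leave out deviating regions, 2 deviating arrays or replicate 3 of the low pool upon OS from the whole fit, the spike-in scaling and the restriction of the mRNA category were chosen after seeing the data. The cause of a change named below was not tested unless stated. A count is called moved here when it changed by more than 1.5 times.

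In total RNA, the counts of higher and lower probes were 725 and 405 for lncRNAs and 326 and 325 for mRNAs. The stricter filter, which tests fewer probes, gave 202 and 232 for lncRNAs and 168 higher mRNA probes. Restricting the fit to the groups compared gave 1830 and 1870 for lncRNAs and 939 and 1707 for mRNAs. Scaling to the 75th percentile gave 260 lower lncRNA and 165 lower mRNA probes, no normalization gave 1000 lower mRNA probes, and spike-in scaling gave 680 lower lncRNA and 1525 lower mRNA probes. Among called mRNA probes, 50.1% were higher in the main setting, 59.6% after scaling to the 75th percentile, 19.0% without normalization and 15.5% after spike-in scaling. For lncRNAs 64.2% were higher in the main setting, 74.5% after scaling to the 75th percentile, 54.1% without normalization and 51.5% after spike-in scaling. The lncRNA share was 46.5% under the stricter filter and 49.5% with the fit restricted to the groups compared, so the excess of higher probes was lost there. Without replicate 3 of the low pool upon OS the counts were 1302 and 938 for lncRNAs and 603 and 820 for mRNAs. Without it and replicate 1 of control total RNA they were 1108 and 764, and 536 and 557. Leaving out each total RNA array in turn gave 546 to 590 higher and 260 to 334 lower lncRNA probes, and 235 to 265 higher and 168 to 230 lower mRNA probes.

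For the shift, 204 lncRNA probes moved toward the high pool and 153 away, and 834 mRNA probes moved toward it and 833 away. Scaling to the 75th percentile gave 12 and 18 for lncRNAs and 8 and 6 for mRNAs. The same scaling without replicate 3 of the low pool upon OS gave 339 and 318 for lncRNAs and 277 mRNA probes toward the pool against 932 away. No normalization gave 331 mRNA probes toward the pool and 873 away. Without a filter on dim probes, 118 lncRNA probes moved toward the pool, and 355 mRNA probes toward it and 503 away. The mean of the probes of a transcript, which tests fewer items, gave 120 and 96 for lncRNAs. Fitting only the groups compared gave 321 and 339 for lncRNAs. The low pool in place of the high pool gave 33 and 104 for lncRNAs and 74 and 267 for mRNAs, and without replicate 3 of the low pool upon OS 127 and 228 lncRNA probes, and 276 and 460 mRNA probes. Spike-in scaling gave 1507 lncRNA and 1848 mRNA probes toward the pool. Of the called probes, 89.9% of lncRNAs and 71.5% of mRNAs moved toward the pool under spike-in scaling, against 57.1% and 50.0% in the main setting. That scaling moved the median shift of all tested probes to 0.29 for lncRNAs and 0.17 for mRNAs. Since the same amount of RNA was labeled from every pool, it does not measure the amount of RNA in a pool. Without replicate 3 of the low pool upon OS the counts were 889 and 620 for lncRNAs and 1732 and 1495 for mRNAs, and without the 2 deviating arrays 880 and 623, and 1739 and 1484. Leaving out each array in turn gave 110 to 248 lncRNA probes toward the pool and 98 to 172 away, and 486 to 902 mRNA probes toward it and 610 to 821 away.

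The share of kept lncRNA probes with their highest ratio in a polysome pool by the rule of the methods was 72.8%. It was 69.0% with quantile normalization over all probes together and with the deposited table, 87.6% after scaling to the 75th percentile, 51.9% with normexp, 91.8% without normalization and 94.8% with spike-in scaling. It was 75.6% under the stricter filter, 69.9% with the 2 control untranslated replicates averaged, 76.3% for the mean of the probes of a transcript and 79.1% with adjusted p. With signed fold-changes it was 68.5%, with log2 ratios 67.0%, with no minimum difference 68.7% and without the 2 deviating arrays 70.0%. For mRNA probes the share was 52.7%. It was 69.2% after scaling to the 75th percentile and with spike-in scaling, 23.9% with normexp, 58.7% without normalization, 47.8% with a filter on dim probes and 27.2% under the stricter filter. With adjusted p it was 59.7%, with signed fold-changes 62.7%, with no minimum difference 64.4%, with coding RefSeq accessions only 42.0% and without the 2 deviating arrays 42.7%. The difference of 11.7 percentage points between up-regulated lncRNA and mRNA probes was 4.39 with signed fold-changes, 2.17 with no minimum difference, 3.64 with spike-in scaling, 17.8 with coding accessions only and 18.4 without the 2 deviating arrays. Leaving out each array in turn gave 66.5% to 74.9% for lncRNAs, 40.7% to 56.5% for mRNAs and 8.5 to 17.6 points for the difference, with the lowest mRNA share and the largest difference without replicate 3 of the low pool upon OS.

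The difference of 0.10 between the categories in the median high minus untranslated log2 ratio was not past the threshold in any setting, which 3 gradients against 3 do not allow. It reversed to -0.00649 with normalization of each category by itself, whose construction centers both. The other normalizations, filters and forms gave 0.01 to 0.20, and leaving out each array in turn gave 0.02 to 0.18.

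The methods describe 3 rounds, each with its own RNA preparation, and it is not stated whether the replicate numbers follow these rounds. Over 84 pairs of arrays with the same number the correlation of their deviations from the group means had a median of 0.15 and a range of -0.47 to 0.52, and 50 were over 0.1. Over 168 pairs with different numbers the median was -0.0479 and 25 were over 0.1. Arrays with the same number thus deviated together more often, but not in every pair, so the arrays were not treated as paired in the main fit. With the replicate block the shift gave 201 and 162 lncRNA and 822 and 829 mRNA probes, and total RNA gave 761 and 411, and 347 and 324. The slides, which each hold 1 array of every group, follow the replicate number except for the control untranslated pool. A block for slide is thus nearly the same and gave 228 and 155, and 851 and 837, for the shift. In total RNA it also called the ATF3 probe A_33_P3214096 (0.66, adjusted p = 0.0339) and THAP7-AS1 (0.76, adjusted p = 0.0353), which were not called without it.

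The gene lists of Tables S1 and S2 moved with the test. With an estimated correlation in camera, the 4 lists called in total RNA had adjusted p of 0.212 (ALLCoding_N_UP, difference of medians 0.22), 0.212 (Coding PaancRNAs_UP, 0.21), 0.343 (ALLCoding_C_UP, 0.0529) and 0.689 (ALLCoding_C_DOWN, -0.11), and the lists called in the shift 0.789 (ALLCoding_N_UP, 0.27) and 0.592 (Coding PaancRNAs_UP, 0.32). With fry, ALLCoding_C_DOWN in total RNA (-0.11, adjusted p = 0.306) and ALLCoding_N_UP in the shift (0.27, adjusted p = 0.302) were not called. Values near 0 changed sign. Coding PaancRNAs_DOWN in total RNA was 0.00122 and became -0.00625 after scaling to the 75th percentile and without normalization, with a range of -0.0138 to 0.0197 when each array was left out. ALLCoding_C_UP in the shift was 0.00431 and became -0.0249 after scaling to the 75th percentile and without normalization, -0.0101 with normexp, -0.0152 without a filter and -0.0249 with the control untranslated replicates averaged, with a range of -0.0960 to 0.0466 when each array was left out.

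Of the transcripts named, no called change reversed. Changes that were not called in the main setting did. GAS5 reached -0.079 in total RNA and -0.00531 in the shift without normalization. The shift of NR_024279 (A_23_P302134) was -0.0568 with quantile normalization over all probes together, -0.056 with the deposited table, -0.14 with normexp and -0.0453 without normalization, and -0.090 to 0.10 when each array was left out. The shift of ZFP161 was -0.0165 after scaling to the 75th percentile, -0.14 with normexp, -0.0759 without normalization and -0.00964 with the control untranslated replicates averaged, and -0.40 to 0.52 when each array was left out. That of S100A14 was 0.47 after scaling to the 75th percentile and 0.42 without normalization, and that of NR_002809 was -0.00965 with normexp. The shift of the ATF3 probe A_33_P3214096 ranged from -0.26 to 0.16 when each array was left out.

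The share of promoter-associated lncRNAs was not run. Signal over background limits the lncRNA results, since 14.5% to 36.3% of the lncRNA probes were well above background on 23 of the arrays.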

Differences from the paper's values

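For OS-induced lncRNAs listed under no polysomes, the paper's count, summed over the 3 classes of Fig. S8c, is 361, and the rule of the methods placed 216 up-regulated lncRNA probes in the untranslated pool. The table covers 3 classes, and its caption speaks of transcripts and does not say how a column was assigned, so the populations are not the same. The share in a polysome pool was 76.3% in the table and 79.6% here. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with quantile normalization over all probes together (264), with the deposited table (264), with signed fold-changes (502) and with log2 ratios (245). It also did so without replicates 1 or 2 of the low pool upon OS (246 and 253) and without any array of the untranslated pools (241 to 265). It did not with the remaining alternatives run for this rule, which were scaling to the 75th percentile, normexp, no normalization, both filters on dim probes, the replicate block, averaged control untranslated replicates, the mean of the probes of a transcript, no moderation, adjusted p, no minimum difference and leaving out any other array.

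The paper gives 17535 as the number of protein coding targets. On the arrays this is the number of catalog probes, which carry 15102 different gene names. They include 12176 with a coding RefSeq accession and 1163 with only a non-coding one.

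The paper states that most mRNAs moved away from the light and heavy polysome fractions. Over the 611 mRNA probes kept by the rule of the methods, 322 had their highest ratio in the low or the high pool and 289 in the untranslated pool, a share of 52.7% in a polysome pool. As the share counts 2 of the 3 pools, 50% is not its value under no change. With control and OS labels redrawn the share had a median of 55.6% and a range of 26.2% to 89.4%, and the share found lies near that median, so by itself it shows a movement in neither direction. Of the alternatives set before the data were examined, the share was under 50% with quantile normalization over all probes together (49.3%), the deposited table (49.2%), normexp (23.9%), a filter on dim probes (47.8%), the stricter filter (27.2%), and without control untranslated replicate 1 (48.9%), stress untranslated replicate 3 (49.8%) or stress low replicate 3 (40.7%). Of the alternatives chosen after seeing the values, it was under 50% with coding RefSeq accessions only (42.0%) and without 2 deviating arrays (42.7%). A share under 50% is not by itself a movement away from polysomes. As the same amount of RNA was labeled from every pool, neither these shares nor the counts of shifts show how much mRNA left the polysomes. Without stress low replicate 3 the redrawn labels gave a median of 38.7%, and 47 of 100 draws reached 40.7%. In the test of the shift, 833 of 10369 mRNA probes moved away from the high pool and 834 toward it. More moved away than toward with quantile normalization over all probes together (748 and 622), the deposited table (750 and 622), normexp (793 and 669), no normalization (873 and 331), no filter on dim probes (503 and 355), averaged control untranslated replicates (730 and 601), the replicate block (829 and 822) and the low pool (267 and 74), and with 10 of the 12 arrays left out in turn. They also did so in 2 settings chosen after seeing the values, which were scaling to the 75th percentile without replicate 3 of the low pool upon OS (932 and 277) and the low pool without that array (460 and 276).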

Other observations

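Of the tests in this part, those of raised signal and of another sample on replicate 3 of the low pool upon OS, of replicate 1 of control total RNA, of the rule of the methods with all arrays, of the catalog probes, of dim probes and of normalization, of up-regulated lncRNA probes alone, and the test within each category of the probes higher in total RNA, were chosen only after the result was seen.

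With 3 arrays against 3 there are 10 splits of the samples, so the count of splits can never exclude chance, whatever the other splits give. The real split gave 1781 called probes in total RNA and 2024 in the shift, and 1 of 10 splits, the real one, gave as many in either. The other splits gave 0 in total RNA and at most 4 in the shift. Gene lists were called as often as in the real split by 3 of 10 splits in total RNA (4 lists) and by 1 of 10 in the shift (2 lists).

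By the rule of the methods, 72.8% of kept lncRNA probes had their highest ratio in a polysome pool. When control and OS labels were redrawn within total RNA and each pool, 21 of 100 draws, the real one included, gave a share as high, and the draws had a median of 64.5% and a range of 34.6% to 84.1%. A draw can keep the OS effect in some pools and reverse it in others, so the draws give no exact rate under chance. They do not exclude chance for this share. Without replicate 3 of the low pool upon OS the share was 68.7% and 11 of 100 draws reached it. The mRNA share of 52.7% was reached by 65 of 100 draws, whose median was 55.6%. The difference of 20.1 points between the categories was reached by 5 of 100 draws, and the difference of 11.7 points among up-regulated probes by 28 of 100. For up-regulated lncRNA probes alone, the share of 79.6% was reached by 12 of 100 draws. Their share without replicate 3 of the low pool upon OS, 82.1%, was reached by 4 of 100, the only one of the 12 shares and differences drawn here that fewer than 5 draws reached. Without that array, 47 of 100 draws reached the mRNA share, 16 that of up-regulated mRNA probes, 9 the difference between the categories and 38 the difference among up-regulated probes. With all arrays 34 reached the share of up-regulated mRNA probes. As that is 1 of 12 looks, with an array left out, chance is not taken as excluded for any of these shares and differences.

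The higher share for lncRNAs was not limited to the custom probes. Of 56 kept catalog probes that list only a non-coding accession, 78.6% had their highest ratio in a polysome pool, against 45.0% of 429 catalog probes with a coding accession (Fisher's exact test, two-sided, across probes, p = 1.72e-06). Of 126 kept catalog probes with neither kind of accession the share was 67.5%. Probes are not independent replicates, so this p describes these arrays only. Among up-regulated catalog probes the share was 83.7% of 43 with only a non-coding accession and 64.1% of 262 with a coding accession. The design of the custom probes is thus argued against as the whole cause. Among probes well above background on every array the lncRNA share exceeded the mRNA share by 48.4 points (75.6% of 123 against 27.2% of 184). This does not settle signal near background, since the mix of classes may account for part of it. Up-regulated probes had a higher share than the rest in both categories and made up a larger part of the kept lncRNA probes. Among up-regulated probes under the same filter the difference was 9.39 points (95% interval -2.68 to 23.6), which leaves signal near background open for that class. A chance difference between the arrays stays open, as does a biological difference between coding and non-coding transcripts.

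Replicate 3 of the low pool upon OS stands apart from its group. The median log2 signal of its 420 ERCC spots, whose probes match no human RNA, was 8.99, against 2.51 to 4.86 on the other 23 arrays, and the mean net signal of its negative controls was 255, against 75.2 to 168. This is consistent with signal raised over the whole array. Another sample in its place is argued against, because over 2158 bright probes the SD of its log2 difference was 0.24 from the other low pool arrays upon OS and 0.46 from those of the next closest group, the control low pool. No biological explanation was tested, as the arrays are replicates of a group. The raised signal may widen the spread shared by all groups. The median residual SD was 0.46 with all arrays and 0.25 without this array, while it was 0.43 without either of the other 2 low pool arrays upon OS. The called shifts rose from 2024 to 4736 without it, and were 2138 and 2196 without replicates 1 and 2. The methods state that anomalous replicates were removed, and the paper's text does not name them.

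Replicate 1 of control total RNA lies far from the other 2 replicates, with SDs of the log2 difference of 0.85 and 0.95, against 0.49 between those 2. Of 1811 probes in 9 of 96 blocks of the array, 575 were lower by more than 2 on the log2 scale. Of 18627 probes elsewhere 0 were. This is consistent with spots lost in a region of the array, which the software did not mark. Outside the region the SD from replicate 2 was 0.25 and that between replicates 2 and 3 was 0.24, while that between replicates 1 and 3 was 0.32, so a difference between the cultures cannot be told apart from ordinary spread. Blocks that deviate in this way were also found on other arrays, 10 on replicate 3 of control total RNA and 6 on replicate 1 of the control low pool, with block SDs of up to 2.07 and 1.03 against 3.27 on this array. In the region 87 probes were called higher and 49 lower of 1990 tested, and elsewhere 964 and 681 of 20376.

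Probes higher in total RNA shifted toward the high pool in both categories. Of 374 such lncRNA probes 55 shifted toward it and 2 away, with a median shift of 0.46, and of 238 mRNA probes 52 and 12, with a median of 0.34. Dim signal is argued against, since among probes well above background on every array of the comparison 79 shifted toward the pool (34 lncRNA and 45 mRNA probes) and 4 away (1 and 3). Normalization of each category by itself is argued against for mRNA probes, whose median exceeded that of all mRNA probes by 0.32 in the main setting and by at least 0.33 under the other normalizations. For lncRNA probes it stays open, because the excess fell from 0.43 to 0.11 with normexp and quantile normalization, while it was 0.26 with quantile normalization over all probes together and 0.51 without normalization. A first test of both categories together, the median level of these probes less that of the other probes per gradient, showed no difference between OS and control gradients (-0.59 ± 0.03 and -0.62 ± 0.21, SD, n = 3, exact permutation p = 1). That measure mixes the categories, whose medians differ. Within each category, with every probe centered on its mean over the gradients, OS exceeded control by 0.42 for lncRNAs and 0.29 for mRNAs, with an exact permutation p of 0.1 for each, the smallest that 3 against 3 allow. Chance between gradients stays open. A candidate explanation is that transcripts induced by OS enter heavy polysomes whether coding or not, which these arrays alone cannot settle. Of 245 mRNA probes lower in total RNA, 26 shifted toward the high pool and 70 away, with a median shift of -0.18. Of 170 lncRNA probes lower in total RNA, 6 shifted toward it and 12 away, with a median shift of 0.09.

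The gene lists of Tables S1 and S2 were made by the paper from RNA sequencing of other fractions. In total RNA, camera called ALLCoding_N_UP (median 0.20, adjusted p = 1.16e-11), Coding PaancRNAs_UP (0.19, 2.9e-11) and ALLCoding_C_UP (0.03, 0.00758) higher and ALLCoding_C_DOWN (-0.11, 0.00758) lower. In the shift it called ALLCoding_N_UP (0.29, 0.024) and Coding PaancRNAs_UP (0.34, 0.00255) toward the high pool. Coding PaancRNAs_DOWN was not called in total RNA (-0.02, 0.487) or the shift (-0.05, 0.295), and neither were ALLCoding_C_UP (0.03, 0.974) and ALLCoding_C_DOWN (0.15, 0.248) in the shift. The test of ALLCoding_C_UP in the shift pointed down while its median and mean lay above 0. Under fry the calls in total RNA held for ALLCoding_N_UP, Coding PaancRNAs_UP and ALLCoding_C_UP, and that in the shift for Coding PaancRNAs_UP (adjusted p = 0.0389). With an estimated correlation no call held.

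Of the other transcripts the paper names, NR_002809 (LINC01089 in RefSeq) rose by 1.30 in total RNA (adjusted p = 1.18e-06) with no called shift (0.35, adjusted p = 0.278). The probes A_32_P100258 and A_23_P302134 for NR_024279 (SPEN-AS1) rose by 0.65 and 0.94 (adjusted p = 0.0165 and 6.3e-05), with no called shift. Under scaling to the 75th percentile none of these 3 probes was called in total RNA (adjusted p = 0.33 for NR_002809, 0.904 and 0.224 for the others). Without normalization both probes for NR_024279 lost their call (adjusted p = 0.242 and 0.132). A_32_P100258 also lost it with quantile normalization over all probes together (0.141), with the deposited table (0.14) and without 4 of the 6 total RNA arrays in turn (0.0613 to 0.0747). THAP7-AS1, BNIP3, ZFP161, GAS5, MALAT1 and PPIEL were not called in total RNA, nor, where they were tested, in the shift. MALAT1 was called lower in total RNA with normexp and quantile normalization (-1.03, adjusted p = 0.0183), and THAP7-AS1 higher with a block for slide. The shift of BNIP3 (0.74, adjusted p = 0.0536) was called without replicate 1 of the high pool upon OS (adjusted p = 0.0111), replicate 3 of the control untranslated pool (0.0326) or replicate 3 of the control high pool (0.0275).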
